# Quartz-Seq2: a high-throughput single-cell RNA-sequencing method that effectively uses limited sequence reads

**DOI:** 10.1186/s13059-018-1407-3

**Published:** 2018-03-09

**Authors:** Yohei Sasagawa, Hiroki Danno, Hitomi Takada, Masashi Ebisawa, Kaori Tanaka, Tetsutaro Hayashi, Akira Kurisaki, Itoshi Nikaido

**Keywords:** High-throughput single-cell RNA-seq, Flow cytometry, Cell sorter, Quartz-Seq, Poly(A) tagging, Stromal vascular fraction, Mesenchymal stem cell

## Abstract

High-throughput single-cell RNA-seq methods assign limited unique molecular identifier (UMI) counts as gene expression values to single cells from shallow sequence reads and detect limited gene counts. We thus developed a high-throughput single-cell RNA-seq method, Quartz-Seq2, to overcome these issues. Our improvements in the reaction steps make it possible to effectively convert initial reads to UMI counts, at a rate of 30–50%, and detect more genes. To demonstrate the power of Quartz-Seq2, we analyzed approximately 10,000 transcriptomes from in vitro embryonic stem cells and an in vivo stromal vascular fraction with a limited number of reads.

**Electronic supplementary material:**

The online version of this article (10.1186/s13059-018-1407-3) contains supplementary material, which is available to authorized users.

## Background

Single-cell transcriptome analysis is a powerful tool to identify nongenetic cellular heterogeneity, which includes differences in cell type due to differentiation and differences in cell state within a cell population. In previous studies, various methods for single-cell RNA-seq were developed [1–19]. Some of these that generate read coverage across all transcripts have been exploited to detect alternative transcription splicing isoforms [14, 17], and others using a unique molecular identifier (UMI) have been applied to quantify the number of transcripts expressed in a cell [1–3, 6, 7, 9, 11–13, 20]. To extract substantial information on a cell population, such as the composition of different cell types or the distribution of cell states, it is necessary to analyze hundreds or thousands of cells. Cell barcoding is a key technology for this, which enables us to deal with samples from numerous cells in a single tube. Cell barcoding technology, which tags nucleotides unique to each cell to target RNA molecules from that cell, is a key technology for increasing the throughput of single-cell RNA-seq [16, 18]. Mixing cDNA tagged with cell barcodes before whole-transcript amplification decreases the cost of reaction reagents and the laboriousness of experimental steps. There are two types of cell barcoding technology according to the method of cell sampling used. One method involves single cells being selectively sorted to multi-well plates using flow cytometry, which allows us to remove dead or aggregated cells. Besides, transcriptome data can be linked to cellular information obtained by flow cytometry. The other method involves single cells and barcoded beads being captured in water-in-oil droplets using droplet-generation microfluidic devices [6, 7]. In this latter method, thousands of cells can probabilistically be captured in half an hour. However, the total number of sequence reads generated by a deep sequencer is still limited. To increase the number of analyzed cells, each cell is assigned a limited number of initial sequence reads. For example, approximately 400 million initial fastq reads were sequenced for 3000–4000 cells in several previous studies [6, 7]. In this case, the input data size for a single cell involves shallow initial reads (100,000 fastq reads; Fig. 1b). UMI counts were converted from shallow initial sequence reads for each cell, the conversion ratio of which was limited to approximately one-tenth [21]. Ideally, greater UMI counts should be generated from limited sequence reads because the increase in UMI count assigned to each cell leads to the detection of low-copy genes and the identification of cell type-specific genes using statistical tests.

**Fig. 1:**
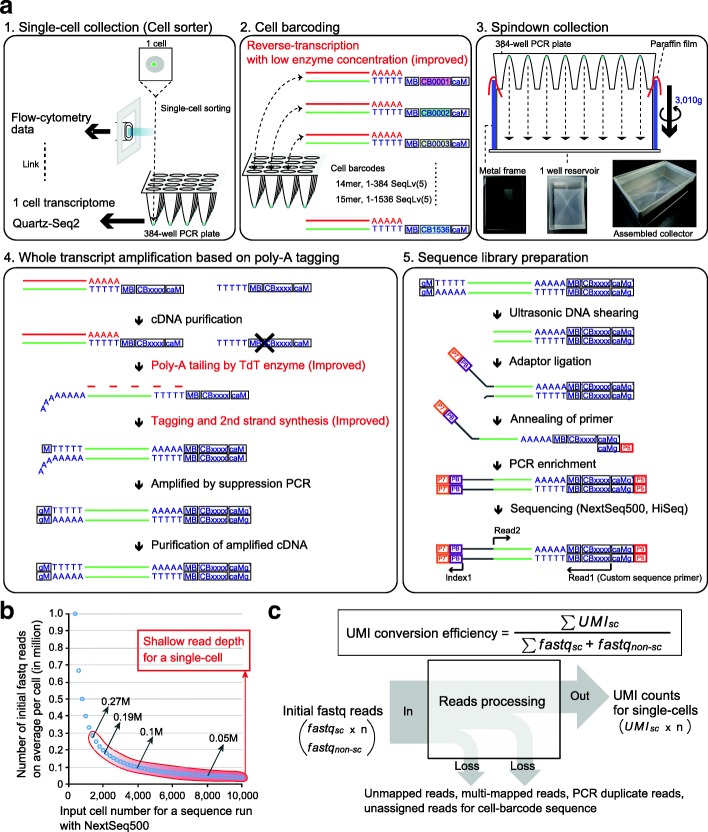
Overview of Quartz-Seq2 experimental processes. **a** Quartz-Seq2 consists of five steps. (1) Each single cell in a droplet is sorted into lysis buffer in each well of a 384-well PCR plate using flow cytometry analysis data. (2) Poly-adenylated RNA in each well is reverse-transcribed into first-strand cDNA with reverse transcription primer, which has a unique cell barcode (*CB*). We prepare 384 or 1536 kinds of cell barcode with a unique sequence based on the Sequence–Levenshtein distance (SeqLv). The edit distance of SeqLv is 5. The RT primer also has a UMI sequence for reduction of PCR bias (MB) and a poly(dT) sequence for binding to poly(A) RNA. (3) Cell barcode-labeled cDNAs from all 384 wells are promptly collected by centrifugation using assembled collectors. (4) Collected first-strand cDNAs are purified and concentrated for subsequent whole-transcript amplification. In the poly(A) tailing step, purified cDNA is extended with a poly(A) tail by terminal deoxynucleotidyl transferase (*TdT*). Subsequently, second-strand cDNA is synthesized with a tagging primer, which has a poly(dT) sequence. The resulting second-strand cDNA has a PCR primer sequence (*M*) at both ends of it. The cDNA is amplifiable in a subsequent PCR amplification. (5) For conversion from amplified cDNA to sequence library DNA, we fragment the amplified cDNA using the ultrasonicator Covaris. Such fragmented cDNA is ligated with a truncated Y-shaped sequence adaptor, which has an Illumina flow-cell binding sequence (*P7*) and a pool barcode sequence (*PB*). The PB makes it possible to mix different sets of cell barcode-labeled cDNA. Ligated cDNA, which has CB and MB sequences, is enriched by PCR amplification. The resulting sequence library DNA contains P7 and P5 flow-cell binding sequences at respective ends of the DNA. We sequence the cell barcode site and the UMI site at Read1, the pool barcode site at Index1, and the transcript sequence at Read2. **b** The relationship between initial fastq reads and the number of single cells for sequence analysis in NextSeq500 runs. Typically, one sequence run with NextSeq 500/550 High Output v2 Kit reads out 400–450 M fastq reads. The *x-axis* represents the input cell number for one sequence run. The *y-axis* represents the initial data size (fastq reads) on average per cell. The *red outline* represents the typical range of shallow input read depth for a single cell. **c** We define the formula for calculating the UMI conversion efficiency. Each parameter is defined as follows: *UMI*_*sc*_ is the number of UMI counts, assigned to a single-cell sample, *fastq*_*sc*_ is the number of fastq reads derived from each single-cell sample, *fastq*_*non-sc*_ is the number of fastq reads derived from non-single-cell samples, which include experimental byproducts such as WTA adaptors, WTA byproducts, and non-STAMPs. Initial fastq reads are composed of *fastq*_*sc*_ and *fastq*_*non-sc*_

In this study, we developed a novel high-throughput single-cell RNA-seq method, Quartz-Seq2. As Quartz-Seq is a sensitive and reproducible single-cell RNA-seq method, Quartz-Seq2 was developed based on it [15]. Quartz-Seq is based on a poly(A) tagging strategy. By the combination of molecular biological improvements, including major improvement of poly(A) tagging, Quartz-Seq2 resulted in an increase in the effectiveness with which the initial sequence reads were converted to the expression UMI counts (UMI conversion efficiency 30–50%). To demonstrate the highly effective use of initial reads in Quartz-Seq2, we analyzed a population of approximately 9000 mouse embryonic stem (ES) cells as in vitro cells and approximately 1000 cells from the stromal vascular fraction (SVF) as in vivo cells.

## Results

### Outline of Quartz-Seq2 experiment

To increase the UMI conversion efficiency (Fig. 1), we improved several steps in the preparation of the single-cell RNA-seq library (Additional file 1: Figure S1), resulting in the development of Quartz-Seq2. Below, we explain the five steps of the Quartz-Seq2 procedure (Fig. 1).

1. The first step is single-cell collection using a cell sorter. We selectively sort living single cells into lysis buffer in a 384-well PCR plate without dead cells. In cell sorting, various types of channel information, such as the intensity of fluorescence, are obtained for each cell. This enables us to link the transcriptome to cellular information from a cell sorter for each cell.
2. The second step is cell barcoding. Each well contains lysis buffer and reverse-transcription (RT) primer, which includes a cell barcode sequence (14- or 15-mer), a UMI sequence (8-mer), and an oligo-dT sequence (24-mer). Using these RT primers, respective RNA from single cells is converted to cDNA with unique cell barcodes. Note that a long RT primer resulted in a severe problem regarding the synthesis of byproducts at the downstream reaction in our system (Additional file 1: Figure S2 and Supplemental note). Therefore, we use a relatively short RT primer (73- or 74-mer), which allows us to skip the step of removing byproducts using exonuclease I. We design two types of RT primer set (v3.1, 384 barcodes; v3.2, 1536 barcodes). Within each primer set, barcode sequences are designed such that the minimum Sequence–Levenshtein distance between two sequences should be greater than 5, which leads to the correction of mutations of two nucleotides, including substitution, insertion, or deletion in sequence reads [22]. We also optimize the buffer and temperature in the RT reaction, leading to an improvement of RT efficiency from that of the original Quartz-Seq (Additional file 1: Figure S3 and Supplemental note). We apply a low enzyme concentration in RT to Quartz-Seq2. These conditions reduce the cost and technical variability of Quartz-Seq2. We describe the details of this in the “Reduction of enzyme concentration in RT decreased the experimental cost of Quartz-Seq2” section.
3. The third step involves the pooling of cell-barcoded cDNA. By cell barcoding, Quartz-Seq2 can pool cDNA of up to 1536 individual cells into one mixture. We developed a rapid and high-throughput method for collecting small volumes of cDNA in multiwell plates. This method also achieves higher efficiency of collection than dispensing with pipettes and tips (Additional file 1: Figure S4 and Supplemental note). As the efficiency of cDNA purification after pooling was 93.77%, we estimated that approximately 80% of cell-barcoded cDNA could be used for subsequent whole-transcript amplification in our system (Additional file 1: Figure S3a and Supplemental note).
4. The fourth step is whole-transcript amplification based on an improved poly(A) tagging strategy. Poly(A) tagging is one of the methods of converting first-strand cDNA to amplifiable cDNA. First-strand cDNA is extended with a poly(A) tail by the terminal transferase. Subsequently, second-strand cDNA is synthesized with tagging primers that contain a poly(dT) sequence, followed by PCR amplification. Here, we improve the efficiency of poly(A) tagging by 3.6-fold. This improvement is a crucial point in the development of Quartz-Seq2. We describe the details of this in the next subsection.
5. The fifth step is library preparation for deep sequencing. Amplified cDNA is fragmented, ligated with the sequence adapter, and amplified by PCR. In sequencing using Illumina sequencers, a sequence for a cell barcode and a UMI is read in Read1, while a sequence for a region of a transcript (mRNA) is read in Read2.

### Improvement of poly(A) tagging efficiency

We previously reported Quartz-Seq based on the poly(A) tagging strategy, which has significant potential for detecting a large number of genes expressed in a cell [15]. However, the efficiency of poly(A) tagging itself for single-cell RNA-seq has not been improved. We hypothesized that the improvement of poly(A) tagging would lead to high UMI conversion efficiency. Therefore, we attempted to improve the efficiency of this tagging step. Poly(A) tagging is composed of two processes: (1) the first-strand cDNA is modified with a poly(A) tail by terminal deoxynucleotidyl transferase; and (2) the poly(A)-tailed cDNA is annealed with a tagging primer, which has a poly(dT) sequence. Then, the second-strand cDNA is extended. The resulting second-strand cDNA is amplifiable cDNA, which has a PCR primer sequence at both ends of it.

It is known that the DNA yield of amplified cDNA generally reflects the quantitative performance of single-cell RNA-seq methods [3, 13, 14]. Thus, we determined the effects of various buffers for the poly(A) tailing step on the amplified cDNA yield. We performed the poly(A) tailing reaction with various buffers using purified first-strand cDNA from 1 ng of total RNA (Fig. 2a; Additional file 1: Figure S5). Finally, we obtained amplified cDNA. We found that the use of T55 buffer in the poly(A) tailing reaction efficiently improved the cDNA yield (Fig. 2a). The amount of amplified cDNA increased 2.88-fold using T55 buffer compared with the level using Quartz-Seq buffer (Fig. 2a). In these buffer conditions, we did not observe any obvious byproducts derived from the RT primer (Fig. 2a; Additional file 1: Figures S2 and S5 and Supplemental note).

**Fig. 2:**
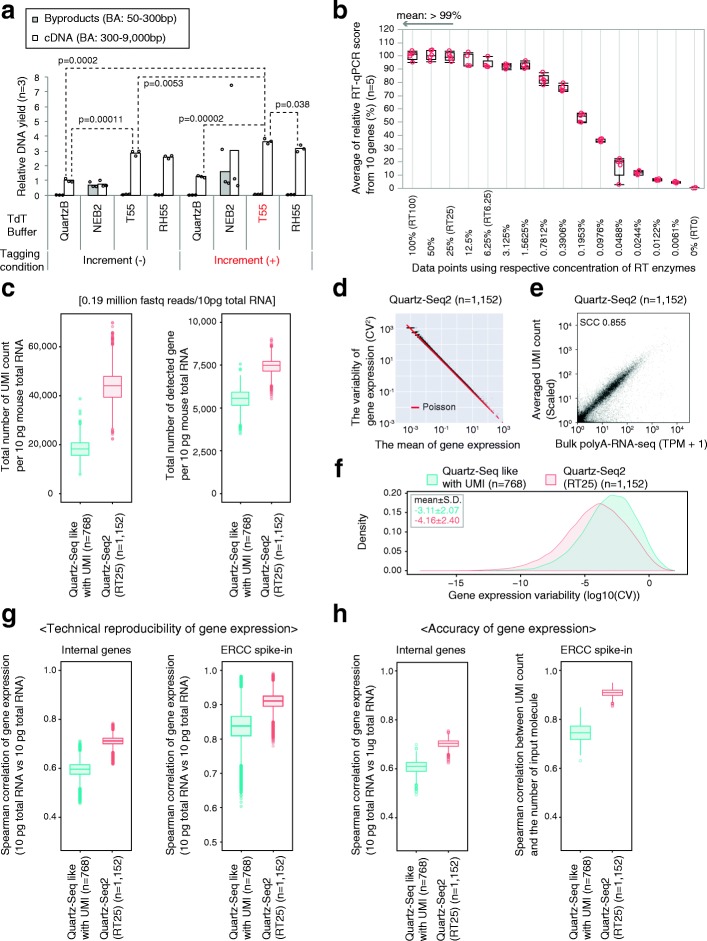
Sequence performance of Quartz-Seq2 with molecular biological improvements. **a** Improvement of poly(A) tagging efficiency. The relative DNA yield in various poly(A) tagging conditions using purified first-strand cDNA from 1 ng of total RNA. T55 buffer as the terminal deoxynucleotidyl transferase (TdT) buffer and the temperature condition “*Increment*” for the poly(A) tagging step improved the cDNA yield of whole-transcript amplification. Buffer compositions are indicated in Additional file 6: Table S5. QuartzB represents use of a Quartz-Seq-like buffer as a positive control, in accordance with the approach described in the original Quartz-Seq paper. Finally, we quantified cDNA yield (300–9000 bp) and byproduct DNA yield (50–300 bp) using a Bioanalyzer (Agilent). The presented *p* value was obtained using two-tailed Welch’s *t*-test. **b** Reverse transcription efficiency with serially diluted RT enzymes. The *x-axis* represents the average relative RT qPCR score from ten genes. Detailed concentrations of RT enzymes are presented in Additional file 1: Figure S7. **c**, **f**–**h** Comparison between Quartz-Seq2 in the RT25 condition and Quartz-Seq-like conditions regarding sequence performance. **c** We analyzed 384 wells with 10 pg of total RNA and used approximately 0.19 M fastq reads on average per well. We show the UMI count and gene count in box plots. **d** A scatter plot between the mean of gene expression and the variability of gene expression with 10 pg of total RNA in 384 wells. *Red lines* represent the theoretical variability of gene expression in the form of a Poisson distribution. **e** Gene expression reproducibility between bulk poly(A)-RNA-seq (1 μg of total RNA) and Quartz-Seq2 (10 pg of total RNA, averaged over 384 wells). **f** Dispersion of gene expression. The *x-axis* represents gene expression variability. **g** Reproducibility of gene expression for internal gene and external control RNA. **h** Accuracy of gene expression for internal gene and external control RNA

Next, we added an “Increment” temperature condition for the tagging and second-strand synthesis steps (see “Methods”). In this condition, the reaction temperature of these steps was gradually increased. As a result, the amount of cDNA tended to increase, by approximately 1.2-fold (Fig. 2a). Moreover, upon combining T55 buffer and the Increment condition, the amount of cDNA increased approximately 3.6-fold. We also confirmed the reproducibility of this phenomenon of cDNA increment in additional experiments (Additional file 1: Figure S5). Moreover, we confirmed the amplified cDNA yield of various genes by qPCR analysis as another assay. Specifically, we determined the qPCR scores of eight genes from amplified cDNA and nonamplified cDNA (Additional file 1: Figure S5c). Spearman’s rank correlation coefficients (SCCs) between amplification and nonamplification were approximately 0.79 in the T55 + Increment condition. The SCC was approximately 0.66 in Quartz-Seq-like conditions. We also observed clear increments of qPCR scores for almost all genes. These results show that the combination of T55 buffer and this temperature condition improved the efficiency of the poly(A) tagging step. We also found that other conditions (NBF40 + Increment) improved the cDNA yield. Under these conditions, however, byproducts were clearly synthesized (Additional file 1: Figures S2c and S5b). Moreover, the amount of cDNA with T55 buffer was slightly greater than that with RH55 (Fig. 2; Additional file 1: Figure S5a). Therefore, we used the combination of T55 buffer and the Increment temperature condition for the poly(A) tagging strategy for Quartz-Seq2.

### Reduction of enzyme concentration in RT decreased the experimental cost of Quartz-Seq2

The cost of experiments for the single-cell RNA-seq method is one of the most important benchmarks regarding high-throughput performance. The cost of experimental preparation per cell was approximately ¥2600 ($23) for our previously reported Quartz-Seq, which does not use cell barcoding (Additional file 1: Figure S6a). To improve on this value, we first applied the “RT100” enzyme condition in RT to Quartz-Seq2. In this condition, we used approximately 20 U reverse transcriptase in 2 μL of solution for RT. This enzyme concentration in the RT reaction is broadly used for various molecular biological applications, including single-cell RNA-seq methods [3, 14, 15]. By using the cell barcoding strategy, the cost of experimental preparation for Quartz-Seq2 under the RT100 condition was reduced (¥122 or $1.08 per cell; Additional file 1: Figure S6a).

We found that 65% of the cost of experimental steps is derived from RT in Quartz-Seq2 under the RT100 condition (Additional file 1: Figure S7a). To further reduce the cost of experimental preparation of sequence libraries on a large scale, we investigated the effect of a low enzyme concentration in RT in Quartz-Seq2. In the assessment assay, we noticed that a low enzyme concentration did not markedly affect the efficiency of RT in T100 buffer (Additional file 1: Figure S7b). We performed a similar experiment with a broader range of concentrations of enzymes in RT under conditions with T100 buffer (Fig. 2b; Additional file 1: Figure S7c). We found that the RT25 condition maintained the efficiency of RT at the 99% level on average, which was comparable to that in the RT100 condition. Therefore, we prepared three technical replicates of a 384-well PCR plate with 10 pg of total RNA with the RT100 condition or the “RT25” low-enzyme condition. In the RT25 condition, the cDNA yield showed a tendency for a slight increase of approximately 1.17-fold, which although not being a major improvement, did at least not involve a decrease (Additional file 1: Figure S7d). The cost of experimental preparation per cell was approximately ¥46–63 ($0.40–0.56) in the RT25 condition (Additional file 1: Figure S6a). We thus mainly used the RT25 condition for Quartz-Seq2.

### Evaluation of the quantitative performance of Quartz-Seq2 using 10 pg of purified total RNA

Finally, we adopted three molecular biological improvements (poly(A) tailing buffers (T55), the Increment temperature condition, and low-enzyme concentration (RT25) in RT) for Quartz-Seq2 (Additional file 1: Figure S1). To determine the technical variability and specificity of Quartz-Seq2, we performed whole-transcript amplification using 10 pg of diluted mouse total RNA as a single cell-like averaged sample with the v3.1384 cell barcode RT primer in a 384-well plate (Fig. 2). In this experiment, we used the RT25 enzyme concentration for Quartz-Seq2. 

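The wells of these 384-well plates held 10 pg of diluted mouse total RNA and ERCC spike-in RNA, so the plates are technical replicates, and a test over plates measures the spread between plates of the same kind of RNA. The deposited tables hold UMI counts per gene symbol and cell barcode. The authors downsampled the reads, trimmed Read2, mapped it to the mouse genome and counted UMIs per gene. The Quartz-Seq2 plates in the RT25 condition (25% of the RT100 enzyme) were 3, with 74 M fastq reads per plate, a Read2 length of 98 nt and 20571490 to 21578017 UMIs per plate (median 20824003). The ligation libraries of the Quartz-Seq-like method were 3 tables with 74 M reads, a Read2 length of 62 nt and 6557986 to 7578696 UMIs per table (median 7578164). In a pair of these tables, 10.3% of the entries above 0 differed, against 85.9% in the other pairs, and the differences between their gene sums were far below counting error (chi-square per degree of freedom 0.0255, against 5.02 and 5.03), so this pair was averaged and counted as 1 plate, which leaves 2 plates. UMI counts and gene counts were averaged over the 384 wells of each plate, spike-ins included, and plates were compared with an exact two-sided permutation test. The UMI conversion efficiency is the sum of UMIs divided by the number of fastq reads given for the plate. Read2 length and sequencer differ between these groups (HiSeq for RT25, NextSeq for the Quartz-Seq-like tables). RT100 ligation libraries with the reads and Read2 length of the Quartz-Seq-like tables, but from a HiSeq, serve as an alternative.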

The effect of RT enzyme concentration on the quantitative performance is specifically described in the last paragraph of this subsection. We analyzed 10 pg of total RNA in all wells at approximately 0.19 M fastq reads on average per well. In the case of the Quartz-Seq-like conditions, we detected 18,407 ± 4040 UMI counts and 5728 ± 604 gene counts (*n* = 768 wells from two 384-well plates). 

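Wells in the RT25 condition held more UMIs and more genes than wells prepared with the Quartz-Seq-like method. The mean UMI count per well was 54664.5 ± 1364 (SD, n = 3 plates) in the RT25 condition and 18407 ± 1879 (SD, n = 2 plates) with the Quartz-Seq-like method, a ratio of 2.97. The mean gene count per well was 7474 ± 59.9 (SD, n = 3) and 5529 ± 296 (SD, n = 2), a ratio of 1.35. Every RT25 plate lay above both Quartz-Seq-like plates for either measure (exact permutation test, p = 0.1, the smallest p that 3 plates against 2 allow). A library of the Quartz-Seq-like method that was prepared with Nextera in place of ligation held 17657 UMIs and 5464 genes per well (1 plate). When the wells of both groups were thinned to 10000 UMIs each, spike-ins included, the ratio of gene counts was 0.831, below 1. The direction of the gene count thus depends on the UMI count. Spike-ins took 12.0% to 12.6% of the UMIs in RT25 plates and 3.99% to 4.39% in Quartz-Seq-like tables. The thinned wells are therefore not matched in UMIs of genes, nor in Read2 length.

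**Figure D1:**
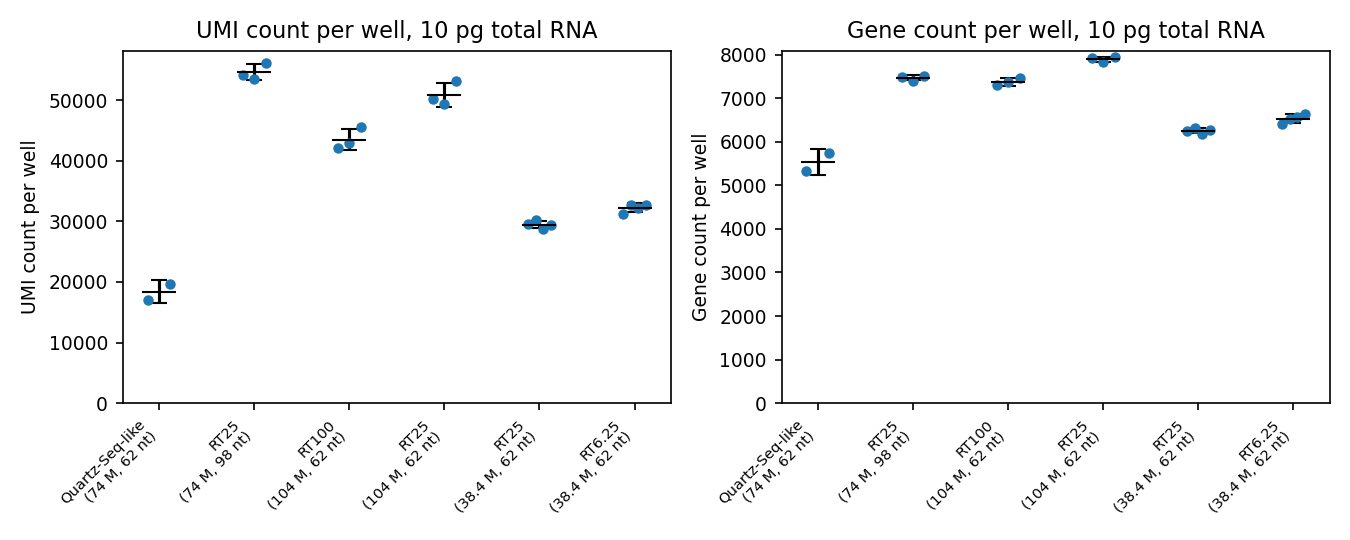
UMI count (left) and gene count (right) per well of plates with 10 pg of total RNA, by protocol, fastq reads per plate and Read2 length. Points are plates, lines and error bars the mean and SD of plates; the RT25 plates with 74 M reads lie above both Quartz-Seq-like plates in each panel.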

In the case of Quartz-Seq2, we achieved a UMI count of 44,100 ± 7521 and a gene count of 7442 ± 484 (*n* = 1152 wells from three 384-well plates; Fig. 2c). We observed similar results at the level of individual 384-well plates (Additional file 1: Figure S8a). We also calculated the UMI conversion efficiency for the respective protocol at approximately 0.19 million initial fastq reads on average per well. We defined the formula for calculating the “UMI conversion efficiency”, which indicates how effectively initial fastq reads can be converted to UMI counts (Fig. 1c; Additional file 1: Figure S9). The UMI conversion efficiency levels of Quartz-Seq2 and Quartz-Seq-like were about 22.88% and 9.55%, respectively. 

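In the RT25 condition, 28.4% ± 0.708 (SD, n = 3 plates) of the fastq reads were converted to UMIs, against 9.55% ± 0.975 (SD, n = 2 plates) with the Quartz-Seq-like method, and no plate of the first group lay within the range of the second (exact permutation test, two-sided p = 0.1, the smallest possible). Spike-in RNA took 12.0% to 12.6% of the UMIs of the RT25 plates and 3.99% to 4.39% of those of the Quartz-Seq-like tables. With the RT25 libraries sequenced to 104 M reads at a Read2 length of 62 nt, the ratio of the efficiencies was 1.97. RT100 ligation libraries with the reads and Read2 length of the Quartz-Seq-like plates, from a HiSeq sequencer, gave a ratio of 2.33. The RT100 table T55ExoM, with these reads and this length from a NextSeq as for the Quartz-Seq-like plates, converted 18.4%. From the efficiency of both protocols, the paper concludes that the combined changes to the protocol improved the conversion of target RNA to sequence library DNA.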

The UMI conversion efficiency was reproducible among individual 384-well plates (Additional file 1: Figure S8a). In addition, the UMI conversion efficiency depended on the Read2 length and the number of initial fastq reads (Additional file 1: Figure S8b). These results indicated that the combination of the molecular biological improvements for Quartz-Seq2 clearly improved the conversion ratio from target RNA to sequence library DNA.

We also validated the technical reproducibility of gene expression. In the mean-CV (coefficient of variation) plot, the technical gene expression variability of Quartz-Seq2 became fairly close to the theoretical variability of a Poisson distribution (Fig. 2d). 

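Genes varied less from well to well in the RT25 condition. The mean CV of genes over the wells of a plate was 0.614 ± 0.00322 (SD, n = 3 plates) in the RT25 condition and 0.714 ± 0.0174 (SD, n = 2 plates) with the Quartz-Seq-like method. The RT25 wells held 2.97 times the UMIs, and the CV of a Poisson distribution falls as the mean rises. The difference in mean CV is thus not separate from the UMI count. The median variance over mean of genes with a mean of at least 1 UMI, which is 1 for a Poisson distribution, was 1.06 ± 0.00359 and 1.11 ± 0.0222 in the same plates. The 2 groups of plates did not overlap for either measure (exact permutation test, p = 0.1, two-sided and the smallest possible). With RT100 ligation libraries in place of the RT25 plates, the ratio of the variance over mean to that of the Quartz-Seq-like method was 1.05 instead of 0.956, while the ratio of the mean CV was 0.944.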

The mean of gene expression variability for Quartz-Seq2 was lower than that for the Quartz-Seq-like method (Fig. 2f). To quantify the technical reproducibility of internal gene expression and external gene (ERCC spike-in RNA) expression, we used a pairwise comparison of technical replicates for each protocol. Regarding the reproducibility of internal gene expression, the SCCs of Quartz-Seq2 and Quartz-Seq-like were 0.71 ± 0.01 and 0.59 ± 0.02, respectively. 

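Genes kept their rank order between wells of the same plate more closely in the RT25 condition. The well-to-well Spearman correlation (SCC) of genes was 0.733 ± 0.00248 (SD, n = 3 plates) in the RT25 condition and 0.594 ± 0.0212 (SD, n = 2 plates) with the Quartz-Seq-like method. For the spike-ins it was 0.911 ± 0.00223 and 0.837 ± 3.08e-04. Each RT25 plate exceeded each Quartz-Seq-like plate in either SCC (exact permutation test, two-sided p = 0.1, the smallest possible). The SCC of genes follows the UMI count: with every well thinned to 10000 UMIs it was 0.491 in the RT25 condition, and its ratio to the Quartz-Seq-like method was 0.976, below 1.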

Regarding the reproducibility of external gene expression, the SCCs of Quartz-Seq2 and Quartz-Seq-like were 0.90 ± 0.02 and 0.83 ± 0.04, respectively. Subsequently, we validated the accuracy of internal/external gene expression. We observed that the average internal gene expression of Quartz-Seq2 highly correlated with the internal gene expression of conventional RNA-seq (Fig. 2e). We calculated all combinations of pairwise correlation between the internal gene expression of Quartz-Seq2 with 10 pg of total RNA and that of conventional RNA-seq with 1 μg of total RNA. Moreover, we calculated the pairwise correlation between the external gene expression of Quartz-Seq2 and the input molecule count of external genes (ERCC spike-in RNA). Regarding the accuracy of internal gene expression, the SCCs of Quartz-Seq2 and Quartz-Seq-like were 0.70 ± 0.01 and 0.60 ± 0.02, respectively. Regarding the accuracy of external gene expression, the SCCs of Quartz-Seq2 and Quartz-Seq-like were 0.90 ± 0.01 and 0.74 ± 0.03, respectively. These results indicate that the combination of the molecular biological improvements for Quartz-Seq2 clearly improved the technical reproducibility and accuracy of gene expression.

We noted that a low enzyme concentration improved the quantitative performance of Quartz-Seq2. We validated the quantitative performance with 10 pg of total RNA in the RT100 and RT25 conditions at various input data sizes. 

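Plates with 10 pg of total RNA in each of 384 wells were prepared with the full enzyme concentration of RT (RT100) or 25% of it (RT25), 3 plates of each. The tables compared here come from 104 M fastq reads per plate at a Read2 length of 62 nt on a NextSeq sequencer. This is 270833 reads per well; the paper's text gives a smaller number, at which no table was analysed here. The UMI counts of the authors summed to 16190326 to 17482852 per RT100 plate (median 16465118) and to 18953334 to 20396225 per RT25 plate (median 19274737). Plate means and the CV over wells were compared with an exact two-sided permutation test, whose smallest p is 0.1 for 3 plates against 3. For gene expression, the UMI counts of genes without the spike-ins were summed per plate (13881814 to 17443300, median 15687400) and compared with edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment, after its filter on low counts. The plates are technical replicates of diluted RNA.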

Unexpectedly, we found that the RT25 condition improved the quantitative performance (Additional file 1: Figure S8a). We compared RT25 with RT100 at approximately 0.096 M fastq reads on average per well. In the case of Quartz-Seq2 in the RT25 condition, we achieved a UMI count of 30,117 ± 789 and a gene count of 6320 ± 35 (three 384-well plates). In the case of Quartz-Seq2 in the RT100 condition, we achieved a UMI count of 25,671 ± 1020 and a gene count of 5889 ± 35 (three 384-well plates). 

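Wells in the RT25 condition held 1.17 times the UMIs and 1.07 times the genes of wells in the RT100 condition. The UMI count per well was 50889 ± 1973 (SD, n = 3 plates) in the RT25 condition and 43523 ± 1773 (SD, n = 3) in the RT100 condition, which is a UMI conversion efficiency of 18.8% ± 0.728 and 16.1% ± 0.655. The gene count per well was 7896 ± 60.2 and 7380 ± 88.3. The plates of both conditions did not overlap in any of these measures (exact permutation test, p = 0.1, the smallest possible).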

We also observed that the well-to-well technical variability for the UMI count and gene count clearly decreased in the RT25 condition (Additional file 1: Figure S8a). These results showed that the RT25 low-enzyme condition clearly reduced the experimental cost and improved the quantitative performance. 

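In the RT25 condition, the CV of the UMI count over the wells of a plate was 16.8% ± 0.717 (SD, n = 3 plates), against 23.2% ± 1.20 in the RT100 condition. The CV of the gene count was 6.19% ± 0.276 and 9.00% ± 0.754. The median variance over mean of genes was 1.07 ± 0.00332 in the RT25 condition and 1.11 ± 0.0142 in the RT100 condition, and the well-to-well SCC of genes was 0.730 ± 0.00536 and 0.700 ± 0.00959. All RT25 plates were less variable than all RT100 plates by each of these measures (exact permutation test, p = 0.1, the smallest possible).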

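Some genes were recovered at different levels with the low-enzyme concentration. Of 14 measured genes of the basement membrane, 4 were higher in the RT25 condition and none was lower (6 higher when adjusted over the list alone; fry adjusted p = 0.0341; adjusted p = 0.205 with an estimated correlation). Lists were also tested without RT25 plate p07, whose primitive endoderm genes were raised, a setting looked at after that plate was seen. No list passed in this setting. No other plate was left out of the list tests, so the loss cannot be tied to p07. Without p07, 5 of 14 basement membrane genes were higher and the list did not pass (fry adjusted p = 0.102). Among them, Hspg2, which encodes perlecan and lies on chromosome 4 of GRCm38 from 137468769 to 137570630, had 67.3 ± 2.55 CPM (SD, n = 3 plates) in the RT25 condition and 47.3 ± 0.319 CPM in the RT100 condition, a log2 fold change of 0.51 (standard error 0.04, adjusted p = 0.00122 from edgeR). Lamc1, a laminin chain, had a log2 fold change of 0.43 (adjusted p = 0.00131 from edgeR). Fn1, which encodes fibronectin, was higher by 0.44 on the log2 scale (standard error 0.04). The long non-coding RNA Meg3 was higher (log2 fold change 0.77) and so was Arid5b (0.94), while Rn18s-rs5, a copy of 18S ribosomal RNA, was lower (−1.79) and so was the helicase gene Ddx23 (−1.55). Rpl38, a ribosomal protein gene, was higher too (0.90, standard error 0.20), but not with the tables from the HiSeq sequencer (0.02), nor past the threshold without RT100 plate p01 or p02 or without RT25 plate p02 (adjusted p = 0.0928, 0.0902 and 0.104 from edgeR).
Of 21 genes of pluripotency, 4 were higher and 1 lower (5 when adjusted over the list alone; fry adjusted p = 0.0466; adjusted p = 0.735 with an estimated correlation), with Klf4 higher (log2 fold change 0.36); without plate p07 the fry adjusted p was 0.273. Of 39 secreted ligands, 3 were higher and none lower (3 when adjusted over the list alone; fry adjusted p = 0.0341; adjusted p = 0.458 with an estimated correlation), with Pdgfa higher by 0.40 on the log2 scale; without plate p07 the fry adjusted p was 0.109. Genes of the G2/M phase went both ways (7 higher and 6 lower of 51, 20 past the threshold when adjusted over the list alone; fry adjusted p = 0.496), with Rangap1 higher (0.36) and the cyclin gene Ccnb1 lower (−0.19; adjusted p = 0.0515 from edgeR without RT25 plate p02). Of 41 genes of the G1/S phase, 3 were higher and 3 lower (9 when adjusted over the list alone), among the latter Pcna (−0.29). Genes of primitive endoderm stood at 209 CPM in RT25 plate p07 and at 97.9 to 107 CPM in the other plates, none of 13 passed the test, and Dab2 and Sox17 had log2 fold changes of 1.82 (adjusted p = 0.186 from edgeR) and 2.59 (adjusted p = 0.113 from edgeR). With plates p01 and p02 alone, as a block, that of Dab2 was −0.0029, below 0.
Of 15631 genes tested, 638 were higher and 599 lower in the RT25 condition at an adjusted p under 0.05 from edgeR (1237 in all), of which 37 changed at least 2-fold. The count was 345 or 373 without RT100 plate p01 or p02, 491 or 247 without RT25 plate p01 or p02, and 1353 without RT25 plate p07. It was 3195 with a block on plates p01 and p02 and without p06 and p07, which changes 2 things at once, 2182 without the filter on low counts and 2133 with the tables from the HiSeq sequencer. From the UMI counts, gene counts and their variability, the paper concludes that the RT25 condition improved the quantitative performance.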

We thus applied the RT25 condition in subsequent experiments using real single cells. Note that, in the RT1.5625-RT6.25 condition, RT efficiency was maintained at an average level of over 90% (Fig. 2b). The average RT efficiency rapidly decreased below the RT1.56 low enzyme concentration. In addition, in actual experiments (not serially diluted experiments) at conditions below RT3.12, it was not guaranteed that enzymes could be collected given the viscosity and low volume of the mixture. Therefore, we validated the RT6.25 condition for subsequent analysis. It seems that UMI counts, gene counts, and ERCC capture efficiency (also called “ERCC spike-in RNA detection efficiency”) slightly increased in the RT6.25 condition, which although not being a major improvement, did at least not involve a decrease (Additional file 1: Figure S10). 

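For the RT6.25 condition (6.25% of the RT100 enzyme), 4 plates were compared with 4 plates of the RT25 condition, all with 10 pg of total RNA in 384 wells, 38.4 M fastq reads per plate and a Read2 length of 62 nt. A plate of each condition was prepared in each of 4 batches. The UMI counts of the authors summed to 11973903 to 12582835 per RT6.25 plate (median 12477158.5) and to 11014463 to 11584594 per RT25 plate (median 11344555). Plate means were compared with an exact two-sided permutation test (smallest p 0.029) and within batches with an exact sign-flip test (smallest p 0.125). Gene sums of 9141390 to 10356699 UMIs per plate (median 9707780, without spike-ins) were compared with edgeR's quasi-likelihood test.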

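The RT6.25 plates held slightly more UMIs, genes and spike-in UMIs than the RT25 plates. The UMI count per well was 32234 ± 741 (SD, n = 4 plates) in the RT6.25 condition and 29484.5 ± 613 (SD, n = 4) in the RT25 condition, a ratio of 1.09. The gene count was 6535 ± 96.5 and 6254 ± 61.3 (ratio 1.04), and the UMI count of spike-ins was 5806 ± 98.1 and 4981 ± 81.9 (ratio 1.17). The UMI conversion efficiency was 32.2% ± 0.741 and 29.5% ± 0.613, the spike-in share of UMIs 18.0% ± 0.306 and 16.9% ± 0.115. The CV of the UMI count over wells was 14.2% ± 0.494 in the RT6.25 condition and 19.5% ± 0.266 in the RT25 condition. All 4 RT6.25 plates lay on the same side of all 4 RT25 plates in each of these measures (exact permutation test, p = 0.029, the smallest possible); within batches all 4 pairs went the same way (exact sign-flip permutation test, p = 0.125, the smallest possible). With wells thinned to 10000 UMIs the ratio of gene counts was 1.005 (exact permutation test, p = 0.4).
Of 13 measured genes of the basement membrane, 5 were higher in the RT6.25 condition and none was lower (7 higher and 1 lower when adjusted over the list alone; fry adjusted p = 0.0470; adjusted p = 0.327 with an estimated correlation; fry adjusted p = 0.231 with the batches as a block). They included Hspg2, at 92.4 ± 4.77 CPM (SD, n = 4 plates) in the RT6.25 condition and 72.9 ± 1.00 CPM in the RT25 condition (log2 fold change 0.34, standard error 0.05, adjusted p = 7.46e-05 from edgeR), and Lamc1 (log2 fold change 0.29). Fn1 was higher by 0.25 on the log2 scale, Pdia4, a protein disulfide isomerase gene, by 0.52 and Prcc by 0.62. The mitochondrial ribosomal RNA mt-Rnr2 was at 2802 ± 738 CPM in the RT6.25 condition and 7306 ± 738 CPM in the RT25 condition (log2 fold change −1.38, standard error 0.11, adjusted p = 3.27e-08 from edgeR), and Rn18s-rs5 (−1.73), Eif4ebp2 (−1.33) and mt-Nd6 (−1.06) were lower too. Of 10 collagen genes 2 were higher (2 when adjusted over the list alone), of 41 genes of the G1/S phase 3 were higher and 1 lower (4 when adjusted over the list alone), and of 34 secreted ligands 2 were higher (2 when adjusted over the list alone). The fry test of the collagen genes and of the G1/S genes gave an adjusted p = 0.0470, which is an adjusted p = 0.327 and an adjusted p = 0.442 with an estimated correlation and an adjusted p = 0.231 with the block. Mcm2, a gene of the replication helicase, was higher (0.19) and Pcna lower (−0.19). Of 21 genes of pluripotency 2 were higher and 1 lower (4 when adjusted over the list alone; fry adjusted p = 0.368), with Lin28a higher (0.18) and Klf4 lower (−0.20). Without RT6.25 plate 4, Lin28a and Pcna did not pass (adjusted p = 0.0577 and 0.0526 from edgeR), nor did Lin28a without RT25 plate 1 (adjusted p = 0.0550 from edgeR).
Of 14118 genes tested, 365 were higher and 393 lower in the RT6.25 condition at an adjusted p under 0.05 from edgeR (758 in all, 462 with DESeq2), and 53 changed at least 2-fold. Without RT6.25 plate 3 or 4 the count was 495 or 406, and without RT25 plate 1, 3 or 4 it was 504, 487 or 422. From the UMI counts, gene counts and spike-ins, the paper proposes that these measures increased slightly in the RT6.25 condition.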

The cost of experimental preparation per cell was approximately ¥31–48 ($0.27–0.43) in the RT6.25 condition (Additional file 1: Figure S6a, Additional file 2: Table S1). The RT6.25 low-enzyme condition thus further reduced the experimental cost and slightly improved the quantitative performance.

### Quartz-Seq2 shows higher efficiency of UMI conversion and detects more biological pathways than Drop-seq

In the high-throughput single-cell RNA-seq methods, the total number of sequence reads generated by a deep sequencer is limited. Ideally, greater UMI counts should be generated from limited sequence reads because the increase in UMI count assigned to each cell leads to the detection of low-copy genes and the identification of cell type-specific genes using statistical tests. We compared Quartz-Seq2 to the high-throughput single-cell RNA-seq method using two distinct cell types. To prepare these two distinct cell types, we cultured G6GR ES cells and Dex-treated G6GR cells because it has been reported that almost all G6GR ES cells differentiated into primitive endoderm-like cells upon dexamethasone treatment [15, 23]. Drop-seq is one of the high-throughput single-cell RNA-seq methods and can capture thousands of cells and barcoded beads in half an hour [6]. The Drop-seq experiments were validated by species-mixing analysis (Additional file 1: Figure S11a, b). We performed Quartz-Seq2 and Drop-seq on a mixture of mouse ES cells and Dex-treated mouse ES cells (primitive endoderm (PrE) cells) and calculated the UMI conversion efficiency (Fig. 3a and Additional file 1: Figure S11c). 

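A mixture of mouse ES cells and cells on the way to primitive endoderm (PrE) was measured with both methods. The Drop-seq tables are 2 libraries with 145 M fastq reads, a Read2 length of 60 nt and 3576754 and 4637617 UMIs over 600 cell barcodes each. The Quartz-Seq2 plate with a similar number of reads per cell is 1 plate of 384 wells in the RT25 condition with 94 M reads (244792 per well), a Read2 length of 62 nt and 23382173 UMIs. The paper analysed fewer Drop-seq cells, so the 500 barcodes with most UMIs (290000 reads each) are given beside all 600 (241667 reads each). For differential expression, 100 ES-like and 100 PrE-like cells were drawn from each of 2 Drop-seq libraries and from each of 2 Quartz-Seq2 plates (RT25, and RT100 at 94 M reads), their UMIs were summed per library and cell type, and the sums were compared with edgeR's quasi-likelihood test. Cells were grouped by clustering without the marker genes and named by fixed markers of both cell types. The sums held 590583 to 842852 UMIs with Drop-seq and 5432875 to 5812925 UMIs with Quartz-Seq2.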

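The 2 Drop-seq libraries converted 3.20% and 2.47% of their fastq reads to UMIs of the 600 barcodes, and 3.07% and 2.35% to UMIs of the 500 largest barcodes. The Quartz-Seq2 plate in the RT25 condition converted 24.9% of 94 M reads. A further sequencing of the same plate with 76.8 M reads on a HiSeq sequencer gave 32.6%, and in the RT100 condition 174 M reads gave 14.9% and 15.2% in 2 plates and 94 M reads gave 23.4% in 1 plate. With 1 RT25 plate at 94 M reads, the difference between the methods was not tested.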

The effectiveness of Quartz-Seq2 ranged from 25 to 35% depending on the initial fastq read depth (Fig. 3), which was higher than that of Drop-seq.

**Fig. 3:**
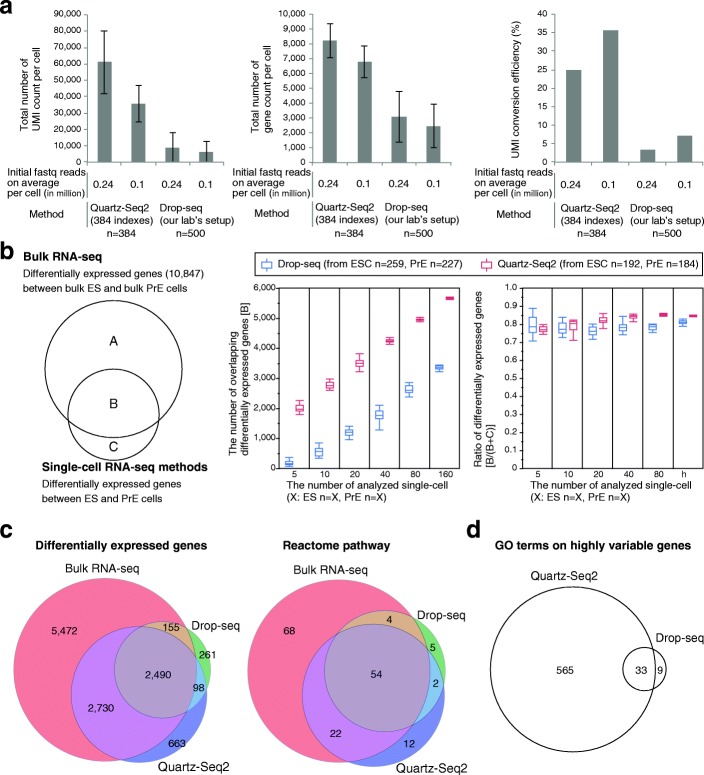
Quartz-Seq2 with high UMI conversion efficiency identified more differentially expressed genes and biological pathways. **a** UMI counts, gene counts, and UMI conversion efficiency for Quartz-Seq2 and Drop-seq experiments. These values depended on the initial fastq reads on average per cell. Error bars represent standard deviations. **b** We calculated overlapping differentially expressed genes between bulk RNA-seq data and single-cell RNA-seq data. We randomly picked up the indicated number of single cells and calculated differentially expressed genes 20 times. **c**, **d** We randomly selected 100 ES cells and 100 PrE cells for each method. **c** Venn diagram of genes that were differentially expressed between the ES cluster and the Dex-treated ES (PrE) cluster, as identified by Quartz-Seq2, Drop-seq, and bulk RNA-seq (*left*). The number of genes that differed in expression level between ES and PrE cells by at least twofold was determined (FDR < 0.05). We also present a Venn diagram of the Reactome pathway (*right*). **d** Venn diagram of Gene Ontology (*GO*) terms for genes with highly variable expression, as identified by Quartz-Seq2 and Drop-seq

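ES and PrE cells showed more genes per cell with Quartz-Seq2. The Quartz-Seq2 plate at 94 M reads held 8203 genes and 60891 UMIs per well on average (1 plate). The 500 largest barcodes of the 2 Drop-seq libraries held 3104 and 2703 genes and 8904 and 6828 UMIs per cell, and all 600 barcodes held 2620 ± 252 genes (SD, n = 2 libraries). Median UMI counts of ES-like and PrE-like cells lay between 3156 and 4028 with Drop-seq and between 49058.5 and 56894 with Quartz-Seq2.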

As Fig. 3a shows, Quartz-Seq2 detected more genes with high UMI conversion efficiency. To examine the power for identifying differentially expressed genes, we performed principal component analysis (PCA) and clustering. We randomly selected single cells from ES cluster cells and PrE cluster cells. The number of genes differentially expressed between two distinct cell types was calculated (ES and PrE cells; Additional file 1: Figure S11 h). We also identified differentially expressed genes (DEGs) between bulk ES cells and PrE cells by using conventional bulk RNA-seq. We then counted the number of overlapping DEGs between single-cell RNA-seq methods and bulk RNA-seq. We observed that this number linearly correlated with the cell number (Fig. 3b). Quartz-Seq2 required fewer cells for the detection of overlapping DEGs. These results showd that more genes that were differentially expressed between the two cell types were identified with Quartz-Seq2 (Fig. 3b, c). In addition, more biological pathways particularly associated with the differentially expressed genes were detected with Quartz-Seq2 (Fig. 3c). Furthermore, we calculated the highly variable expression of genes with Quartz-Seq2 and Drop-seq, which potentially include not only genes that are differentially expressed between cell types but also genes for which expression changes depending on the cell state in a cell type. 

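More genes differed between ES-like and PrE-like cells with Quartz-Seq2 than with Drop-seq at the same number of cells. With Quartz-Seq2, 5008 genes of 13296 tested changed at least 2-fold at an adjusted p under 0.05 from edgeR (n = 2 plates), and with Drop-seq 2674 genes of 8925 tested did (n = 2 libraries). Among the 8778 genes that were tested with both methods, 2816 passed with Quartz-Seq2 and 2647 with Drop-seq, and all of the 2238 genes that passed with both had the same direction. With 50 cells of each type, the numbers were 4339 with Quartz-Seq2 and 1606 with Drop-seq. The cells were 252 and 309 ES-like and 348 and 291 PrE-like barcodes in the Drop-seq libraries, and 192 and 191 ES-like and 187 and 188 PrE-like wells in the Quartz-Seq2 plates. The paper counted differing genes and their overlap with those of bulk RNA-seq. From this it states that Quartz-Seq2 identified more genes that differ between both cell types. Its simulation-based power analysis also detected more such genes with Quartz-Seq2. Bulk RNA-seq data were not analysed here.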

Terms related to the cell cycle state were only enriched for the genes calculated with Quartz-Seq2 (Fig. 3d). Note that simulation-based power analysis also showed that Quartz-Seq2 detected more DEGs than Drop-seq (Additional file 1: Figure S12a; see “Methods”). These results suggest that high UMI conversion efficiency with limited initial reads leads to more biological information being revealed, such as functional terms and biological pathways.

### Superiority of Quartz-Seq2 regarding quantitative performance in the same experimental design compared with other methods

To obtain additional evidence for the superiority of Quartz-Seq2 in terms of the UMI conversion efficiency and gene count, we compared it to other methods. Using mouse J1 ES cells, Ziegenhain et al. systematically compared the quantitative performance of several single-cell RNA sequencing (RNA-seq) methods (CEL-seq2(C1), SCRB-seq, MARS-seq, and Drop-seq) that use the UMI technique [21]. Therefore, we cultured J1 ES cells under 2i/LIF conditions in accordance with the procedure described in this previous paper [21]. We sorted J1 ES cells into five 384-well plates. 

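J1 mouse ES cells were measured in 384-well plates, 1 cell per well. The RT25 tables are 5 plates sequenced on a HiSeq sequencer at a Read2 length of 116 nt, with 20321763 to 23302968 UMIs per plate (median 23167805) from 56.4 to 63.7 M fastq reads, which is 146988 to 165826 reads per well. The paper compared methods at a smaller number of reads, with Read2 trimmed shorter and an Ensembl transcript annotation. The values here use the deposited depth and Read2 length, so the settings differ in more than depth. An RT25 plate from a NextSeq sequencer had 25689676 UMIs at 62 nt. The RT6.25 tables are 3 plates with the usual columns (20819568 to 25702404 UMIs, median 20905382) and 2 plates purified with 1 column (22386701 and 24331472 UMIs), all at 62 nt. The day of each plate is not in the labels, so days were not compared. Values are means over the wells of a plate, and plates are the replicates.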

Subsequently, we prepared sequence library DNA of Quartz-Seq2 (RT25) with 1152 wells (three 384-well plates) or 768 wells (two 384-well plates) on different days. To compare our data with those obtained in the previous study mentioned above, we used the same analytical conditions as previously applied, such as a HiSeq sequencer platform, Read2 length, the same genome file, and the same transcript annotation file.

First, we compared the quantitative performance between Quartz-Seq2 and other methods at 0.1 million initial fastq reads on average per cell (Fig. 4). 

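J1 ES cells in the RT25 condition had a UMI conversion efficiency of 36.7% ± 1.49 (SD, n = 5 plates), from 34.6% to 38.1% over the plates. Their UMI count was 57619 ± 3987 per well (SD, n = 5), with a CV over wells of 32.0% ± 1.15. The plate from the NextSeq sequencer, at more reads per well, had 30.3% and 66900 UMIs per well. The files of the other methods in this comparison were not analysed here.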

The results indicate that the UMI conversion efficiency levels of Quartz-Seq2 were approximately 32.55% (day 1) and 32.25% (day 2); the UMI conversion efficiency of the other methods ranged from 7.11 to 22.45%. The average gene counts using Quartz-Seq2 were approximately 6636 (day 1) and 6584 (day 2), while the average gene counts for the other methods ranged from 2738 to 5164. 

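The gene count of J1 ES cells was 7696 ± 154 per well (SD, n = 5 plates) in the RT25 condition, from 7492 to 7856 over the plates. The CV of the gene count over the wells was 12.6% ± 1.42. The plate from the NextSeq sequencer held 8566 genes per well.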

We also validated the quantitative performance for external control RNA. The levels of ERCC capture efficiency for Quartz-Seq2 were approximately 6.12% (day 1) and 6.38% (day 2), while the ERCC capture efficiencies for the other methods ranged from 0.76 to 3.22% (Fig. 4a; Additional file 1: Figure S13d). We also calculated the copy number of ERCC spike-in RNA at 50% detection probability. The copy number of ERCC spike-in RNA at 50% detection probability for Quartz-Seq2 was approximately 6.82 (day 1) and 6.57 (day 2), while those for the other methods ranged from 13.26 to 710.24 (Additional file 1: Figure S13d).

**Fig. 4:**
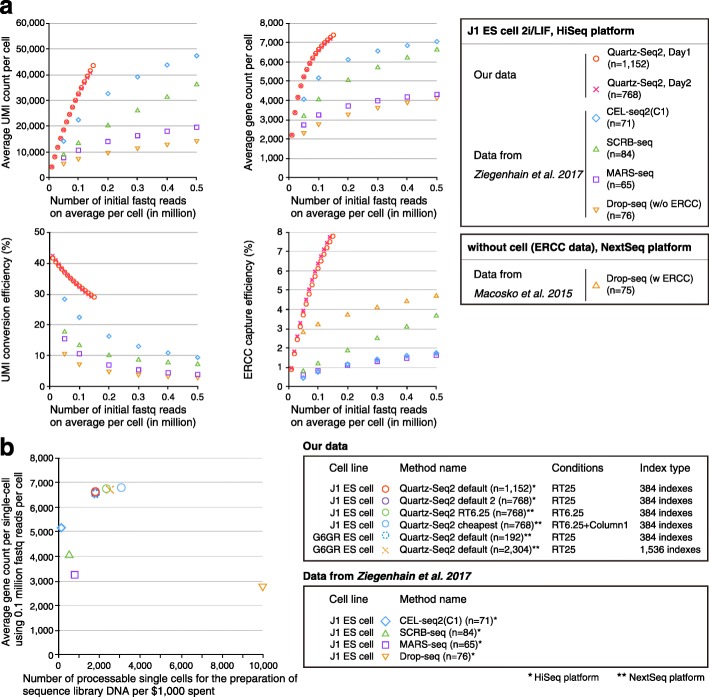
Quantitative comparison among Quartz-Seq2 and previously reported methods using embryonic stem cells. **a** We determined the UMI and gene counts with Quartz-Seq2 in the RT25 condition using J1 ES cells. We performed Quartz-Seq2 (RT25) with three sets of 384-well plates and two sets of 384-well plates on different days. We also estimated the UMI conversion efficiency of other single-cell RNA-seq methods (CEL-seq2(C1), SCRB-seq, MARS-seq, and Drop-seq) from a previous study that used mouse ES cells [21]. In our comparison, the Read2 length for transcript mapping was 45 nucleotides for all of the methods, including Quartz-Seq2. We estimated the average UMI and gene counts and the UMI conversion efficiency with various numbers of initial fastq reads for each method. The findings indicate that, compared with the other methods, Quartz-Seq2 has a superior ability to detect UMI and gene counts from limited initial amounts of data (under 0.2 million fastq reads). **b** To investigate the throughput capacity for establishing sequence library DNA, we estimated the number of processable single cells per $1000 spent on each method: Quartz-Seq2 (384 indexes, RT25) yielded 1785 cells, Quartz-Seq2 (384 indexes, RT6.25) yielded 2325 cells, Quartz-Seq2 (384 indexes, RT6.25 + column1) yielded 3058 cells, Quartz-Seq2 (1536 indexes, RT25) yielded 2500 cells, CEL-seq2(C1) yielded 111 cells, SCRB-seq yielded 500 cells, MARS-seq yielded 769 cells, and Drop-seq yielded 10,000 cells. The UMI conversion efficiency was approximately 32.55% (*n* = 1152), 32.25% (*n* = 768), and 32.12% (*n* = 192) for Quartz-Seq2 (384 indexes, RT25), 35.48% (*n* = 2304) for Quartz-Seq2 (1536 indexes, RT25), 34.04% (n = 768) for Quartz-Seq2 (384 indexes, RT6.25), 35.51% (*n* = 768) for Quartz-Seq2 (384 indexes, RT6.25 + column1), 22.4% for CEL-seq2(C1), 13.3% for SCRB-seq, 10.6% for MARS-seq, and 7.1% for Drop-seq. The average gene count was approximately 6636 (*n* = 1152), 6584 (*n* = 768), and 6529 (*n* = 192) for Quartz-Seq2 (384 indexes, RT25), 6712 (*n* = 2304) for Quartz-Seq2 (1536 indexes, RT25), 6753 (*n* = 768) for Quartz-Seq2 (384 indexes, RT6.25), 6794 (*n* = 768) for Quartz-Seq2 (384 indexes, RT6.25 + column1), 5164 for CEL-seq2(C1), 4044 for SCRB-seq, 3252 for MARS-seq, and 2738 for Drop-seq

We also performed simulation-based power analysis to estimate the power for identifying differentially expressed genes (Additional file 1: Figure S12b; see “Methods”). The true positive rate (TPR) at the data point of 128 cells ranged from 0.91 to 0.92, and the false discovery rate (FDR) at the data point of 128 cells ranged from 0.07 to 0.08. Therefore, the TPR and FDR for each method were comparable to each other. We found that Quartz-Seq2 detected more simulated DEGs than the different methods.

In particular, the UMI conversion efficiency and gene count of the Quartz-Seq2 method were significantly better than those of the other methods at approximately 0.1 million initial reads. We also estimated the UMI and gene counts and the UMI conversion efficiency at various numbers of initial fastq reads (Fig. 4a). We found that Quartz-Seq2 is greatly advantageous for detecting the UMI and gene counts from limited initial amounts of data (under 0.2 million fastq reads). These results showed that the quantitative performance of Quartz-Seq2 was almost always better than that of other methods under conditions with a limited number of initial fastq reads.

### Quartz-Seq2 achieves high UMI conversion efficiency at relatively low cost

The experimental cost for sequence library preparation is an important benchmark for single-cell RNA-seq methods because it is highly correlated with the throughput of single-cell RNA-seq methods within a limited budget. In the case of using 384 indexes, the library preparation cost of Quartz-Seq2 (RT25) is ¥63 ($0.56) (Additional file 1: Figure S6a). For Quartz-Seq2 with 384 indexes, we used three purification columns per 384-well plate at the cDNA purification step. To reduce the amount of enzyme solution in the downstream reaction after cDNA purification, we used one purification column per 384-well plate (Additional file 2: Table S1). In the previous subsection, we also described that the RT6.25 low-enzyme condition improved the experimental cost of Quartz-Seq2. The combination of the RT6.25 low-enzyme condition and reduction of the number of purification columns thus further improved the library preparation cost of Quartz-Seq2 (RT6.25 + column1) to ¥37 ($0.32) (Additional file 1: Figure S6a). For comparison, the library preparation costs of other methods that use a cell sorter range from ¥146 ($1.30) to ¥372 ($3.29) (Additional file 1: Figure S6a). Quartz-Seq2 is thus highly competitive with regard to cost with other single-cell RNA-seq methods that use a cell sorter.

To show the potential of Quartz-Seq2 for high-throughput performance, we additionally carried out Quartz-Seq2 (RT6.25 + column1) and Quartz-Seq2 (RT6.25) using J1 ES cells (Fig. 4b). 

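J1 ES cells in the RT6.25 condition held 58531 ± 7278 UMIs and 8212 ± 315 genes per well (SD, n = 3 plates) at a UMI conversion efficiency of 29.5% ± 1.03. Plates purified with 1 column held 60831 ± 3581 UMIs and 8253 ± 221 genes per well (SD, n = 2 plates) at 30.4% ± 1.31. The ratios of 1 column over the usual columns were 1.04 for the UMI count (exact permutation test, p = 0.6), 1.005 for the gene count (exact permutation test, p = 0.8) and 1.03 for the efficiency (exact permutation test, p = 0.5). With 2 plates against 3 the smallest two-sided p is 0.1, and without the plate p2 of 1 column the ratio of UMI counts was 0.996. The titles give both 1-column plates and plate p3 of the usual columns 1 mark and the other 2 plates another mark, which the paper does not explain, so the comparison is mixed with this grouping. Plate p3 held 66933 UMIs per well, more than the 1-column plates (58299 and 63363). Depth differed as well: p3 had 218439 fastq reads per well and the 1-column plates 186243 and 215143. Plates p4 and p5 had 188417 and 188102, so the UMI and gene counts are also mixed with depth.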

We estimated that the number of processable single cells per 1000 US dollars spent on Quartz-Seq2 ranges from 1785 to 3058 (Fig. 4b). We also calculated the total cost, including the sequencing and library preparation costs, for each method. The total cost per cell is extremely low (approximately ¥71–131, or $0.63–1.16) for Drop-seq. The total cost per cell is ¥97–183 ($0.85–1.62) for Quartz-Seq2. Thus, the total cost of Quartz-Seq2, a cell sorter-based method, approaches that typical of droplet-based methods (Additional file 1: Figure S6b). In summary, the Quartz-Seq2 method achieves the highest UMI conversion efficiency and high-sensitivity detection of genes under conditions with limited numbers of initial reads, providing single-cell RNA-seq data in a high-throughput manner.

### Demonstration of high-throughput Quartz-Seq2 analysis of 4484 mouse ES cells and differentiated conditions

To demonstrate the capability of Quartz-Seq2 for quantifying the transcriptome of a large number of cells and identifying rare cell populations, we analyzed approximately 4484 cells from a mixture of mouse ES cells and differentiation-induced cells. Cells were prestained with Hoechst 33,342 and/or Calcein-AM as an indicator of DNA content and culture condition (ES or PrE cells), respectively (Fig. 5a). Calcein-AM-positive and -negative cells were sorted to 12 384-well plates (4608 well in total) in a checkered pattern (Fig. 5a). These conditions maximize the likelihood of detecting the cell doublets caused by mis-sorting. In this analysis, as an average for cells, 0.1 M initial fastq reads were effectively converted to 35,915 ± 1188 UMI counts in a final gene expression matrix. 

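Each of 3 sets of 1536 wells (4 plates of 384 wells) held ES cells, stained with Calcein-AM, and unstained Dex-treated cells (PrE cells) in alternate wells, measured with Quartz-Seq2 in the RT25 condition. The sets had 153 M fastq reads each, 99609 per well, at a Read2 length of 62 nt, and held 54474953, 54948551 and 57218837 UMIs. Whether the sets come from the same pair of cell suspensions is not stated, so the source of the spread between them is open. The Calcein-AM class of a well was taken from the checkered pattern of Fig. 5a and the table of barcodes and wells. Wells with at least 4000 genes were kept, 4484 of 4608 (97.3%). They were clustered (no selection of variable genes, 20 principal components, 15 neighbours, Leiden resolution 1) without the genes the paper names, and the clusters were named by fixed markers. No doublet caller was run, and clusters with markers of both cell types are given as such. For gene-level tests, UMIs were summed per set and Calcein-AM class (23403466 to 25685603 UMIs of genes, median 25067500) and compared with edgeR, 3 sums against 3.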

The UMI conversion efficiency was 35.91 ± 1.18%.

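The 3 sets of ES and PrE cells had a UMI conversion efficiency of 36.3% ± 0.959 (SD, n = 3 sets). The UMI count was 36164 ± 955 and the gene count 6825 ± 57.4 per well. Without the spike-ins the efficiency was 32.6%.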

**Fig. 5:**
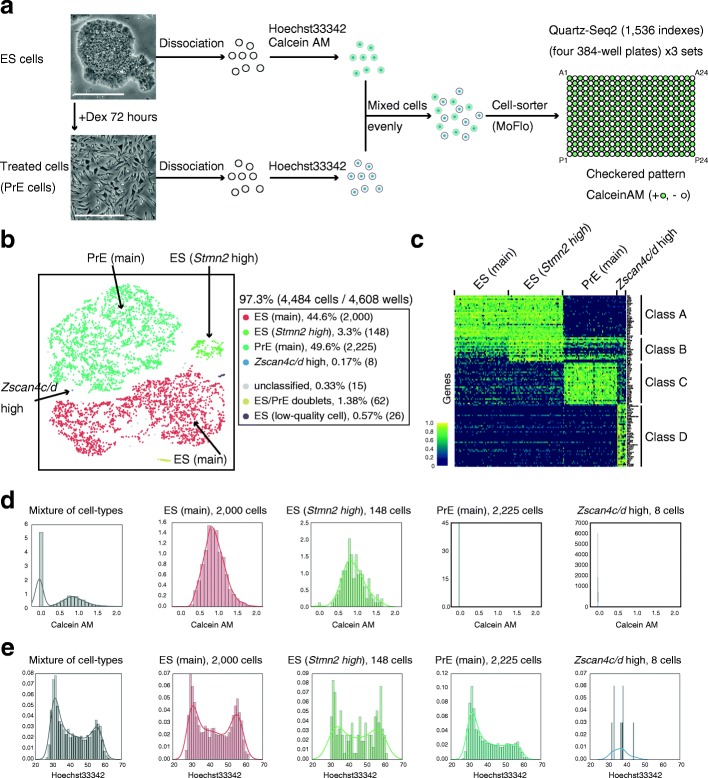
High-throughput Quartz-Seq2 analysis of 4484 cells from mouse embryonic stem cells and differentiated cells. **a** We successfully analyzed 97.3% of 4608 wells. The procedures for cell suspension as used in this assay are shown. Cells cultured under ES-maintenance and Dex-treatment conditions were separately dissociated into single cells, stained with Hoechst 33,342 and/or Calcein-AM, and mixed evenly. Calcein-AM-positive and -negative cells were sorted to 384-well plates in a checkered pattern. *White scale bars* represent 100 μm. **b** Clustering of 4484 single cells according to the transcriptome. Plotting of cells on t-SNE space with color labeling for each cluster. The percentage indicates the proportion of cells for each cluster relative to all cells analyzed. Numbers in parentheses indicate the numbers of cells making up the cluster. **c** Marker genes for each cluster identified by Quartz-Seq2. Cluster-specific or cluster-enriched genes were calculated for each cluster, and their expression is displayed as a color in a heatmap. No more than 50 cells are shown for simplicity. **d** Reconstructed distribution of Calcein-AM intensity for each cluster. The *x-axis* represents the intensity of Calcein-AM dye staining. **e** Reconstructed distribution of Hoechst 33,342 intensity for each cluster. The *y-axis* represents the density of cells. The *x-axis* represents the intensity of Hoechst 33,342 dye staining

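ES-like and PrE-like wells made up nearly all wells. ES-like wells were 1999 of 4484 (44.6%, 44.3% to 45.0% over the sets), a group of ES-like wells with high Stmn2 another 159 (3.55%), and PrE-like wells 2235 (49.8%, 49.3% to 50.4%). The rest were 64 wells with markers of both cell types (1.43%) and 27 with a high mitochondrial share (0.602%). Of the ES-like wells, 2157 of 2158 lay at a Calcein-AM-positive position (99.95%, exact 95% confidence interval from 99.7%), and of the PrE-like wells 2231 of 2235 lay at a negative one (99.8%, from 99.5%).
Genes of pluripotency were higher in Calcein-AM-positive wells, 17 of 21 measured genes, with 4 lower (21 past the threshold when adjusted over the list alone; fry adjusted p = 1.62e-05; adjusted p = 0.360 with an estimated correlation). Nanog, a transcription factor of the pluripotent state on chromosome 6 of GRCm38 from 122707489 to 122714633, had 726 ± 7.35 CPM (SD, n = 3 sets) in positive wells and 15.2 ± 10.3 CPM in negative wells, a log2 fold change of 5.59 (standard error 0.24, adjusted p = 1.96e-10 from edgeR). Sox2 (log2 fold change 5.32), Lefty2 (5.46), Zfp42 (3.76) and Utf1 (3.16) were higher too. Pou5f1 was higher as well (2.29), at 26.8 ± 8.23 CPM, and it may share reads with its pseudogenes.
Genes of primitive endoderm were lower in positive wells, 18 of 19 measured genes, with 1 higher (19 when adjusted over the list alone; fry adjusted p = 2.94e-06; adjusted p = 0.324 with an estimated correlation). Dab2, an endocytic adaptor of the primitive endoderm on chromosome 15 from 6299788 to 6440712, had 24.8 ± 9.63 CPM in positive and 1721 ± 21.5 CPM in negative wells, a log2 fold change of −6.12 (standard error 0.17, adjusted p = 3.21e-12 from edgeR). Gata4 (−5.94), Sox17 (−6.28), Pdgfra (−6.00) and Cubn (−6.71) were lower. So were 11 of 14 genes of the basement membrane, with 2 higher (13 when adjusted over the list alone; fry adjusted p = 2.94e-06; adjusted p = 0.324 with an estimated correlation), among them Lama1 (−4.57), Lamc1 (−3.60) and Col4a1 (−5.53, at 135 CPM against 6263 CPM). Of 41 genes of the G1/S phase, 30 were higher and 6 lower (36 when adjusted over the list alone; fry adjusted p = 2.03e-05; adjusted p = 0.360 with an estimated correlation), with Mcm2 higher (1.25). In all, 6575 of 16848 genes were higher and 6583 lower at an adjusted p under 0.05 from edgeR, and 6432 changed at least 2-fold.

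**Figure D2:**
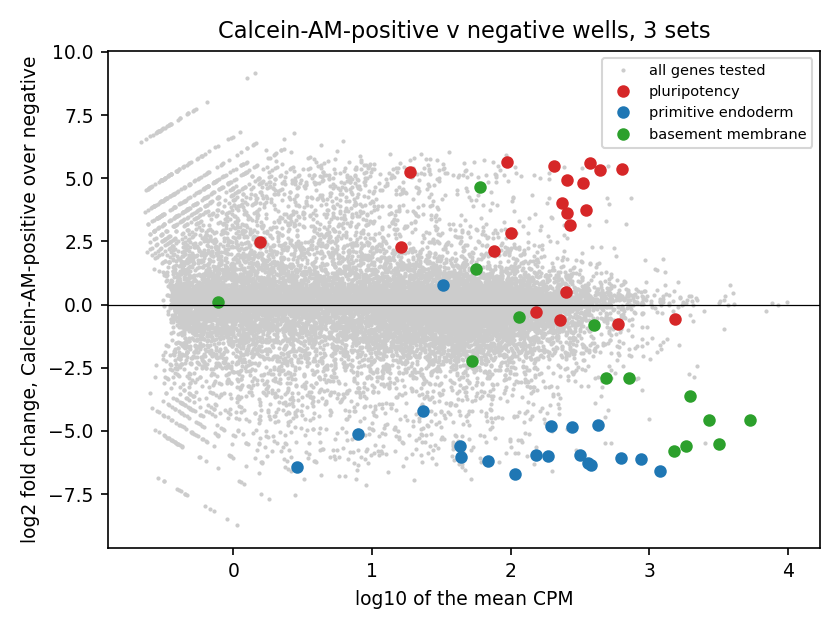
Log2 fold change of Calcein-AM-positive over negative wells (y axis) against the log10 of the mean CPM (x axis), 1 point per gene, from sums of 3 sets of 1536 wells. Grey points are all genes tested, red pluripotency, blue primitive endoderm and green basement membrane genes, and most red points lie above 0 and most blue and green points below it.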

Dimensionality reduction of the expression UMI matrix resulting from Quartz-Seq2 showed clear separation of six clusters, including the main populations of ES cells and PrE cells, as well as four small populations. 

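Plates of 384 wells held ES-like and PrE-like cells in like shares. The checkered sorting set the share of each suspension in every plate, so these shares do not test for a batch effect. Over the 12 plates, 44.6% ± 1.25 of the wells were ES-like (SD, 41.9% to 46.9%) and 49.8% ± 0.950 PrE-like (47.9% to 50.9%). Among the 15 nearest wells of an ES-like well, wells of its own plate were 1.09 times as frequent as with random mixing, and 1.08 times among PrE-like wells. For the sets of 1536 wells the ratio was 1.02 in both cell types. No p was computed for these ratios.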

We did not observe a clear batch effect among the 12 384-well plates (Additional file 1: Figure S15). One cluster contained a relatively high proportion of mitochondrial RNA (Additional file 1: Figure S16), which was judged to reflect low-quality cells [24]. 

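A cluster of 27 wells had a median mitochondrial share of 8.91% of its UMIs, against 4.34% in ES-like and 3.75% in PrE-like wells. Its wells held a median of 13825 UMIs and 4740 genes, and all 27 lay at Calcein-AM-positive positions (exact 95% confidence interval from 87.2%). With wells of at least 3000 genes the cluster took 1.24% of the wells, and with each set clustered alone 0.245%. From the mitochondrial share, the paper judged these to be low-quality cells.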

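A group of 64 wells carried markers of ES cells and of primitive endoderm. Its median was 68272 UMIs and 9162.5 genes per well, against 32031 UMIs and 7000 genes in ES-like wells and 30653 UMIs and 6731 genes in PrE-like wells. Of these wells, 28 lay at Calcein-AM-positive and 36 at negative positions (43.75% positive, exact 95% confidence interval 31.4% to 56.7%). Their share was 0.673% to 2.41% of the wells over the sets.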

Another cluster showed high values of detected UMI counts and gene counts, and expressed both ES and PrE marker genes, which were judged to represent doublets of an ES cell and a PrE cell (Additional file 1: Figure S16). To characterize the identified populations, we determined the genes that were specific or enriched for each cluster using binomial tests (Fig. 5c). 

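ES-like wells with high Stmn2 were 159, all at Calcein-AM-positive positions, and 2.74% to 3.99% of the wells of a set. Stmn2, a stathmin gene of neurons on chromosome 3 from 8509360 to 8561606, served to name this group, so its level in it is no separate result. They held a median of 40284 UMIs and 7615 genes per well. In positive wells as a whole, Stmn2 had 88.1 ± 17.1 CPM (SD, n = 3 sets) against 2.50 ± 2.02 CPM in negative wells. Rhox5, an X-linked homeobox gene, had a mean of 338 CPM over the wells of this group and 39.7 to 52.8 CPM in the other 4 ES-like clusters (not tested), while positive wells as a whole had less of it than negative wells (70.0 ± 3.92 against 129 ± 6.82 CPM, log2 fold change −0.88, adjusted p = 1.78e-09 from edgeR).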

Although cells in cluster 3 shared gene expression with the main population of ES cells (cluster 1), some genes, including *Stmn2* and *Rhox5*, were additionally expressed, suggesting that cluster 1 and cluster 3 shared the same cell type but had different cell states. Cluster 5 was a small population (0.17%; Fig. 6b) but was characterized by many specific marker genes (Fig. 5c), including *Zscan4c* and *Zscan4d*, which are known to be expressed in a subpopulation of mouse ES cells [25]. However, among our culture conditions, these genes were more expressed in the Dex-treatment condition than in the ES-maintenance condition. 

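Zscan4c and Zscan4d, genes of the 2-cell embryo on chromosome 7 (from 11005745 to 11010547 and from 11161374 to 11166159), were found together at 5 or more UMIs in 3 of 4484 wells (0.0669%, exact 95% confidence interval 0.0138% to 0.195%). The 3 wells held 6, 9 and 14 UMIs of Zscan4d and 3, 1 and 1 of Zscan4c at 17708, 25082 and 20095 UMIs per well. All 3 were Dex-treated cells, 1 in each set. The members of this gene family may share reads.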

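Of 2216 Calcein-AM-positive wells, 0 held 5 UMIs of Zscan4c and Zscan4d, which allows a share of up to 0.135%. Of 2268 negative wells, 3 did. At this cut-off the wells are too few to tell the classes apart (Fisher's exact test with wells as units, two-sided p = 0.25). In the clustering, 37 of the 38 UMIs of both genes lay in 1 PrE-like cluster of 205 wells and the other in another PrE-like cluster. Neither cluster has a well at a Calcein-AM-positive position. Any UMI of Zscan4d was found in 6 wells, 5 of them in the cluster of 205, a split that was not tested. With all genes used for clustering, 37 of the 38 UMIs lay in a cluster of 8 wells, and with wells of at least 3000 genes 43 of 44 lay in a cluster of 12 wells.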

Flow cytometry information on cells in cluster 5 also showed no fluorescence of Calcein-AM, indicating that these cells were from the suspension of Dex-treated cells (Fig. 5d). These observations are consistent with a previous study demonstrating that *Zscan4* was more expressed in a differentiation condition induced by the withdrawal of leukemia inhibitory factor [7].

**Fig. 6:**
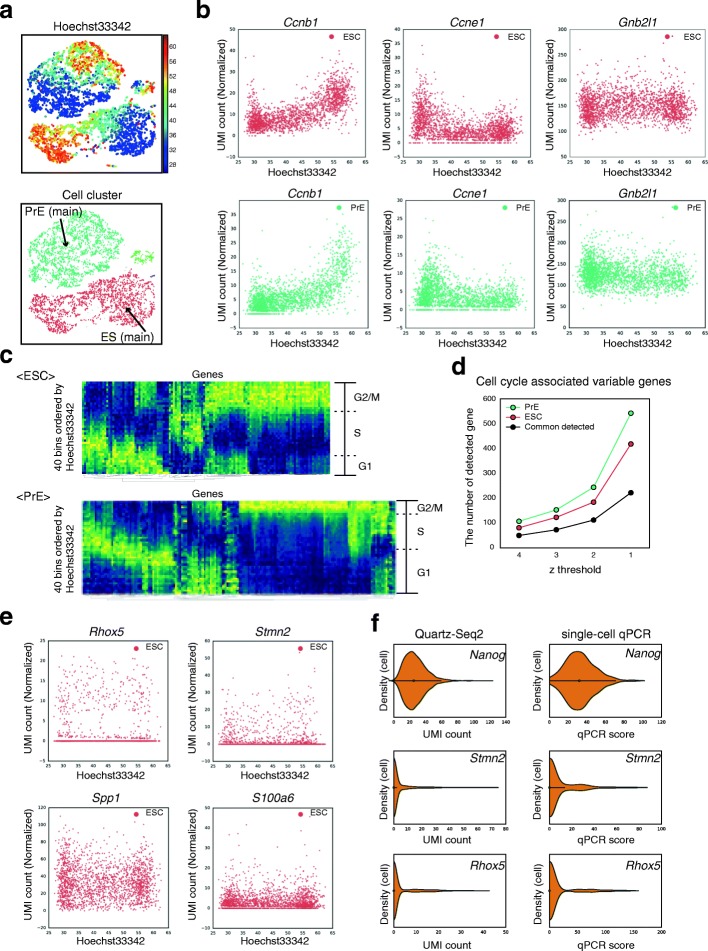
Quartz-Seq2 classified genes with variable expression within a cell type. **a** Plotting cells on t-SNE space with the colors representing the intensity of Hoechst 33,342 staining. **b** Dependence of expression of several genes on the intensity of Hoechst 33,342 staining (G_2_/M phase, *Ccnb1*; G_1_ phase, *Ccne1*; housekeeping gene, *Gnb2l1*). *Upper panels*: ES main population (cluster 1). *Lower panels*: PrE main population (cluster 4). **c** Identification of cell cycle-associated genes. Average gene expression of cells in a bin is depicted by color in the heatmap. Bins are arranged in order of Hoechst 33,342 staining intensity. **d** The number of cell cycle-associated genes identified for each z-threshold. CV values from which the z-score was calculated are as follows. ES cells (z = 4, 1.17; z = 3, 0.91; z = 2, 0.68; z = 1, 0.4). PrE cells (z = 4, 1.1; z = 3, 0.88; z = 2, 0.64; z = 1, 0.39). **e** Several examples of genes whose expression was variable but not associated with the phase of the cell cycle. **f** Single-cell qPCR detection of genes with variable expression

In the sampling of cells using a cell sorter, flow cytometry information, including the intensity of Hoechst 33,342 staining for each cell, was collected. Using this information, we reconstructed the distribution of Hoechst 33,342 staining intensity for each cluster (Fig. 5e). The main population of ES cells (cluster 1) showed an embryonic pattern of distribution of DNA content, which is characterized by a high ratio of cells in G_2_ and M phases to cells in the G_1_ phase. In contrast, the main population of PrE cells (cluster 4) showed a somatic pattern of distribution of DNA content. This was consistent with PrE cells being differentiated from ES cells. The cells in cluster 3, the gene expression of which was similar to that of the ES main population (cluster 1), showed an embryonic pattern rather than a somatic one. As the number of cells in cluster 5 that expressed *Zscan4c/d* was small, it was difficult to classify the observed pattern as the embryonic or somatic type. These findings indicate the usefulness of single-cell RNA-seq using flow cytometry for the reconstruction of population information after transcriptome-based clustering. For good interpretation of the distribution, a large number of cells for each cluster are required.

### Quartz-Seq2 classified genes with variable expression within a cell type

When cells were plotted on t-SNE (t-distributed stochastic neighbor embedding) space using transcriptome analysis and the intensity of Hoechst 33,342 staining was depicted using a color-based scale, the gradient pattern was easily observed for clusters 1, 3, and 4 (Fig. 6a), suggesting that Quartz-Seq2 was highly sensitive for detection of the cell cycle state. To examine this, we plotted the gene expression of several cell cycle markers against the intensity of Hoechst 33,342 staining. We observed a strong relationship between the gene expression of several cell cycle markers and DNA content (Fig. 6b). Using the intensity of Hoechst 33,342 staining as reference for the cell cycle phase, we calculated the relationship between the cell cycle phase and all genes detected in Quartz-Seq2 experiments (see “Methods”). The results enabled us to identify numerous genes for which the expression level changed in relation to the DNA content (Fig. 6c, d; Additional file 1: Figure S17). We call these genes “cell cycle associated variable genes”. These genes include cell cycle markers. Again, it was confirmed that the ratio of cells in G_1_ and S phases to those in G_2_ and M phases differed between ES and PrE cells (Fig. 6c). As we showed that the efficiency of UMI conversion was high in the Quartz-Seq2 method, we examined whether 10,000 initial reads are sufficient for cell cycle analysis (Additional file 1: Figure S18). In this analysis, the final UMI count was 4774 ± 62 and the UMI conversion efficiency was 47.74 ± 0.66% (*n* = 3, 1536 wells). Plotting cells on t-SNE space while using color to depict the intensity of Hoechst 33,342 staining revealed a gradient pattern, which was positively correlated with the expression of G_2_/M phase marker genes, including *Ccnb1* and *Top2a*, and negatively correlated with the expression of G_1_ phase marker genes such as *Ccne1* (Additional file 1: Figure S18). These observations demonstrate that Quartz-Seq2 with few initial sequence reads could analyze the cell cycle due to the high UMI conversion efficiency.

Within a single cell type, there are two types of cell state categories. One is the different stages of the cell cycle as mentioned above, and the other refers to cellular heterogeneity, which is only remotely related to the cell cycle phases. This means that genes with variable expression in a cell type include cell cycle associated variable genes and “variable genes the expression of which is less associated with the cell cycle phase” (Additional file 1: Figure S24). We determined the number of the latter group of genes by subtracting the former group from the genes with variable expression (Fig. 6e). For the main population of ES cells (cluster 1), we identified tens of variable genes the expression of which is less associated with the cell cycle phase. These genes included *Spp1*, *Rhox5*, and *S100a6*, which were previously identified as genes with highly variable expression by scRNA-seq (Fig. 6) [7, 13, 15]. 

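Rhox5 and S100a6 were among the most variable genes of Calcein-AM-positive wells. Variability was the variance over mean of a gene, ranked among 201 genes of like mean in each of 3 sets. Rhox5 stood at percentile 99.5 (8.92 times the median of genes of like mean) and S100a6, a calcium-binding protein gene, at 99.2 ± 0.574 (SD, n = 3 sets; 4.46 times). Spp1, which encodes osteopontin, stood at 94.4 ± 0.287 (5.69 times). Their Spearman correlations with a cell-cycle score over wells were 0.0193, 0.0076 and −0.0039. Of 7854 genes measured, 34 reached percentile 99 in every set and 28 of these had a correlation under 0.1 in size. The wells used include those with PrE markers at positive positions and the ES-like wells with high Stmn2, which also held more Rhox5. The paper used its main ES population alone. Col4a1 and Dab2 are among the 34, as is Rhox5 but not S100a6.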

We also identified *Stmn2*, *Dnmt3l*, *Tmsb4x*, and several other genes as novel variable genes the expression of which is less associated with the cell cycle phase. 

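In Calcein-AM-positive wells, Stmn2 varied 13.7 ± 0.911 times as much as genes of like mean (SD, n = 3 sets) and stood at percentile 99.3. These wells include the 159 ES-like wells with high Stmn2, a group named by this gene. The value is thus not one within the main ES population. Dnmt3l, a cofactor of DNA methylation, varied 4.79 ± 0.256 times as much (percentile 97.7) and Tmsb4x, which encodes an actin-binding peptide, 4.29 ± 0.386 times (percentile 93.5). Their correlations with the cell-cycle score were 0.0099 ± 0.0201, −0.0559 ± 0.0231 and −0.113 ± 0.0180.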

Single-cell RT-qPCR also showed high variability for *Stmn2* and *Rhox5* compared with that for *Nanog* (Fig. 6f). In previous studies, *Sgk1* and *Actb* were identified as genes with variable expression by scRNA-seq, which analyzed cells only in the G_1_ phase or cells without measuring the intensity of Hoechst 33,342 [7, 15]. 

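Sgk1, a serum-regulated kinase gene, varied 4.17 ± 0.25 times as much as genes of like mean (SD, n = 3 sets; percentile 98.7) and had a correlation of 0.172 ± 0.0342 with the cell-cycle score over wells. Actb varied 2.73 ± 0.0302 times as much (percentile 91.0), with a correlation of −0.0395 ± 0.0124. For the cyclin genes Ccnb1 and Ccne1 the correlations were 0.711 and −0.238, and for Top2a 0.589.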

In this study, these were classified as cell cycle associated variable genes (Additional file 1: Figure S17).

These results show that Quartz-Seq2 globally classified genes with variable expression within a cell type into cell cycle associated variable genes and variable genes the expression of which is less associated with the cell cycle phase by using Hoechst 33,342 staining intensity data obtained by flow cytometry.

### The global picture of cell-type composition in the stromal vascular fraction as revealed by Quartz-Seq2

Compared with cultured cells, fresh tissue samples tend to be composed of multiple cell types, whose sizes are highly variable. The use of fresh samples is one promising strategy to assess the robustness of high-throughput single-cell RNA-seq for various samples. Therefore, Quartz-Seq2 was applied to cells from the mouse stromal vascular fraction (SVF), which was taken from adipose tissue (Fig. 7a). SVF is thought to be one of the most important sources of mesenchymal stem cells (MSCs) due to its potential for use in cell therapies and the stimulation of endogenous repair [26–29]. However, the global picture of cell-type composition in SVF has not been clarified. To achieve this, we first observed the distribution of cell size in the SVF population and found it to be broad (5–13 μm, average 6.43 ± 1.35 μm; *n* = 200; Fig. 7a). This was confirmed by flow cytometry data that were obtained using a cell sorter. It is known that the typical amount of total RNA in a mammalian cell is approximately 10 pg [15, 17]. Thus, the average amount of total RNA in the SVF population of approximately 1.7 pg is relatively small.

**Fig. 7:**
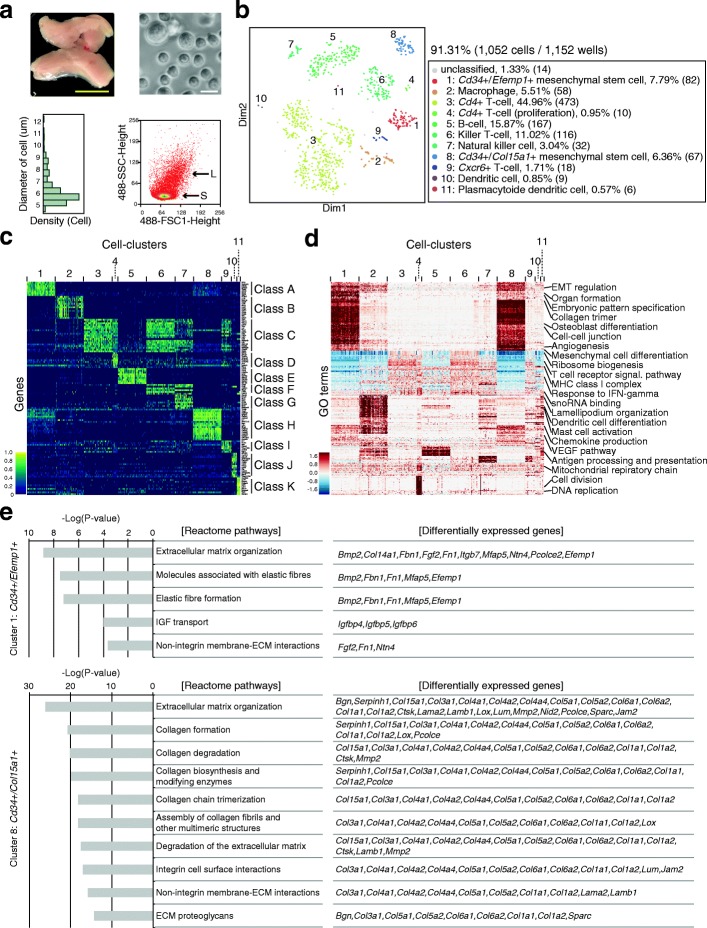
Quartz-Seq2 analysis of stromal vascular fraction (SVF) from mouse adipose tissue. **a** Morphology of SVF cells. Adipose tissue from a cell suspension of SVF was prepared. *Upper panels* present a photograph of adipose tissues and dissociated SVF samples. *Yellow scale bar* represents 1 cm. *White scale bar* represents 10 μm. *Lower panels* represent the distribution of cell size information with different platforms (*left*, diameter of cell size using photography; *right*, flow cytometry information using a cell sorter). The diameter of cell size for SVF samples was 6.43 ± 1.35 μm (*n* = 200). **b** Clustering of cells included in SVF. The transcriptome of approximately 1000 cells was quantified by Quartz-Seq2 and clustering on t-SNE space was performed. In accordance with the genes and functional terms enriched in each cluster, the cell type was annotated. The percentage indicates the proportion of cells for each cluster relative to all cells analyzed. Numbers in parentheses indicate the numbers of cells constituting the cluster. **c** Marker genes for each cluster were identified by Quartz-Seq2. Cluster-specific or cluster-enriched genes were calculated for each cluster, with their expression being displayed as color in a heatmap. No more than 50 cells are shown for simplicity. **d** The results of Gene Ontology (*GO*)-PCA analysis. Functional terms enriched in the genes with high factor loadings of PCA were calculated and the enrichment is displayed as color in the heatmap. No more than 50 cells are shown for simplicity. **e** Reactome pathway with genes differentially expressed between cluster 1 and cluster 8

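The stromal vascular fraction (SVF) of mouse adipose tissue holds blood cells, endothelial cells and mesenchymal cells. The tables are 3 plates of 384 wells, with 1 cell per well, in the RT25 condition, p03, p04 and p10, at 15.2, 12.9 and 16.1 M fastq reads and a Read2 length of 62 nt. They held 3670793, 3947097 and 4186968 UMIs. Which plate belongs to which mouse sample is not stated, and with 2 samples of 3 pooled mice each in the paper, at least 2 of the 3 plates share a sample, so a test over plates is not a test over mice. Wells with at least 500 genes were kept (1052 of 1152, 91.3%), clustered with 2000 variable genes at Leiden resolution 1 and named by fixed marker sets. The rule for when a marker counts as present, and the rule that leading genes can go against a name, were written after the clusters had been seen, and no doublet caller was run. Mesenchymal wells were clustered again at resolution 0.5 without the genes of the fixed lists, a resolution that was taken after resolution 1 was seen and before any gene-level test. The 1-like and 8-like groups, named after clusters 1 and 8 of the paper, were summed per plate (129930 to 374350 UMIs, median 248036) and compared with edgeR, 3 plates against the same 3.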

We collected cells in multiple 384-well PCR plates and analyzed their transcriptome using Quartz-Seq2. In this analysis, 38,450 ± 3513 initial fastq reads were converted to UMI counts in the final digital expression matrix. 

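The SVF plates p03, p04 and p10 converted 24.1%, 30.5% and 26.0% of their fastq reads to UMIs, 26.9% ± 3.31 on average (SD, n = 3 plates). Spike-in RNA took 48.1% to 52.8% of these UMIs. Without it the efficiency was 13.1%.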

The UMI conversion efficiency was 26.85 ± 2.70% (*n* = 3). 

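SVF wells held 10247 ± 673 UMIs and 2119 ± 27.7 genes on average (SD, n = 3 plates). The CV over the wells of a plate was 49.5% ± 2.26 for the UMI count and 54.3% ± 5.53 for the gene count. In the sets of ES and PrE cells these CVs were 33.3% and 17.4%. Mesenchymal-like wells had a median of 12367 UMIs without spike-ins, T cell-like wells 3428 and B cell-like wells 3142.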

We observed broader distributions of UMI counts and gene counts in SVF than in ES and 10 pg of total RNA. The gene counts correlated well with side scatter (SSC) values, which were associated with cell size (Additional file 1: Figure S19).

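T cells were the largest group of SVF wells. T cell-like wells were 507 of 1052 (48.2%, 48.1% ± 10.9 over 3 plates, SD). Of these, 95 were Cd4 T cell-like (9.03%) and 59 Cd8 T cell-like (5.61%). The other 353 were not named further, in clusters with 2 of 4 Cd4 T cell markers. The cluster of 95 wells has Foxp3, Ikzf2 and Il2ra, genes of regulatory T cells, among its leading genes, picked after these were seen. Cd4 is a leading gene of a T cell-like cluster of 176 wells, so 9.03% is not the share of wells with Cd4. B cell-like wells were 162 (15.4%), NK cell-like wells 31 (2.95%) and macrophage-like wells 24 (2.28%). Plasmacytoid dendritic cell-like wells were 6 (0.570%) and endothelial-like wells 4 (0.380%). Mesenchymal-like wells were 151 (14.4%, 14.5% ± 4.16 over plates), with 81 of the 1-like group (7.70%), 49 of the 8-like group (4.66%) and 21 of neither; at resolution 1 these were 24 (2.28%), 37 (3.52%) and 90. The Cd8 share was 3.59% at resolution 0.5 of the first clustering, 10.1% with wells of at least 1000 genes, 9.35% without the genes of the fixed lists and, chosen after the results were seen, 11.0% without plate p03, and the NK share was 4.98% at resolution 0.5 and 4.51% without p03. There were 17 clusters, and 167 wells (15.9%) lay in clusters without a name, 81 of them from plate p03 in a cluster of 83 wells with 7 of 8 T cell and 2 of 4 Cd4 T cell markers, so the T cell share leaves these out.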

Dimensionality reduction and clustering of single-cell transcriptome data showed the clear separation of 11 clusters (Fig. 7b). To annotate the cell type for each cluster, we identified differentially expressed genes and functional terms that were either specific or enriched for each cluster (Fig. 7c, d; Additional file 1: Figure S20). As Fig. 7c shows, clusters 1, 2, 5, and 8–11 expressed cluster-specific genes, and clusters 3, 4, 6, 7, and 9 shared expressed genes (marker class C) as well as differentially expressed genes of classes D–G. Taking these markers and functional terms as well as previous knowledge together, each cluster was identified as follows: two types of *Cd34*-positive MSC (cluster 1, 7.8% of cells from SVF population; cluster 8, 6.4%), two types of *Cd4*-positive T cells (cluster 3, 45.0%; cluster 4, 1.0%), *Cxcr6*-positive T cells (cluster 9, 1.71%), B cells (cluster 5, 15.9%), killer T cells (cluster 6, 11.0%), natural killer cells (cluster 7, 3.0%), macrophages (cluster 2, 5.5%), dendritic cells (cluster 10, 0.86%), and plasmacytoid dendritic cells (cluster 11, 0.57%). We noted that the sizes of the T cells and B cells from clusters 3–5, which were measured using a cell sorter, were smaller than those of MSCs and macrophages from clusters 1, 2, and 8 (Additional file 1: Figure S19). Using immunofluorescence observation, we confirmed that the sizes of CD4-positive T cells and CD79-positive B cells were smaller in SVF (Additional file 1: Figure S19). These results show that Quartz-Seq2 with flow cytometry data are useful for defining respective cell clusters with cell size information.

Subsequently, we investigated the gene expression of receptors and ligands in cells from the SVF. The variety of receptors expressed in each cluster was similar (Additional file 1: Figure S21). However, we found a wide variety of ligands expressed in clusters 1 and 8 (Additional file 1: Figure S21). It is known that MSCs secrete many paracrine mediators, which have a therapeutic effect [30, 31]. These results suggest that clusters 1 and 8 are MSCs, which secrete many paracrine mediators.

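Mesenchymal-like wells expressed more kinds of secreted ligands than blood cells. Of 84 ligand genes measured, 46.8 had at least 3 UMIs in mesenchymal-like wells at 100000 UMIs (mean of 20 draws), against 24.8 in macrophage-like, 12.95 in NK cell-like, 7.85 in T cell-like and 4.25 in B cell-like wells. Ligands took 12956 ± 1394 CPM in mesenchymal-like wells (SD, n = 3 plates), 15593 ± 2909 CPM in NK cell-like wells and 792 ± 164 CPM in T cell-like wells. Cxcl14, Ccl11, Cxcl1 and Ccl2 were the ligands with most UMIs in mesenchymal-like wells. Between the mesenchymal groups, 19 of 41 ligand genes were higher in 1-like and 13 in 8-like wells (36 past the threshold when adjusted over the list alone; fry adjusted p = 0.0489; adjusted p = 0.541 with an estimated correlation), with Ccl7, a chemokine gene, higher (log2 fold change 4.23, but 0.03 with sub-clustering at resolution 0.25) and Gas6 lower (−3.22).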

We focused on these two potential MSC clusters (1 and 8) because the heterogeneity of the MSC population has been discussed in many papers [32, 33]. 

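Cd34, a surface glycoprotein gene on chromosome 1 from 194938819 to 194961279, had 1487 ± 85.2 CPM (SD, n = 3 plates) in mesenchymal-like wells and was detected in 146 of 151 of them (96.7%). In T cell-like wells it had 2.05 CPM and was detected in 0.789%, at a median of 3428 UMIs per well against 12367 in mesenchymal-like wells. Pecam1 (Cd31) had 1 UMI in all mesenchymal-like wells (0.453 CPM) and 201 ± 17.1 CPM in B cell-like wells. Ptprc (Cd45) had 7.57 ± 4.41 CPM in mesenchymal-like wells and 1613 ± 47.8 CPM in T cell-like wells. Between the groups, Cd34 had 2006 ± 227 CPM in 1-like and 1468 ± 92.8 CPM in 8-like wells (log2 fold change 0.45, standard error 0.18, adjusted p = 0.0883 from edgeR). With sub-clustering at resolution 1 the adjusted p was 0.0248 from edgeR. The CPM of the groups count only genes that passed the filter on low counts, with TMM scaling. They are not on the scale of the CPM of all mesenchymal-like wells.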

By using Quartz-Seq2, clusters 1 and 8 were shown to have the *Cd31−*/*Cd34+*/*Cd45−* phenotype (Additional file 1: Figure S22). In a previous study, qPCR-based single-cell transcript analysis of the *Cd31−*/*Cd34+*/*Cd45−* population of SVF was reported. By analyzing 140 genes, the authors identified the *Cd55+*/*Dpp4+*/*Cd31−*/*Cd34+*/*Cd45−* cell population and showed that the administration of this population was effective for normalizing diabetic wound healing in mice [32]. They identified 13 marker genes for the *Cd55+*/*Dpp4+*/*Cd31−*/*Cd34+*/*Cd45−* population in mouse SVF. We compared the expression of those 13 genes between clusters 1 and 8 (Additional file 1: Figure S23). The results showed that almost all of the genes were more highly expressed in cluster 1 than in cluster 8, suggesting that the cluster 1 population was similar to the *Cd55+*/*Dpp4+*/*Cd31−*/*Cd34+*/*Cd45−* population. 

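Of the 13 marker genes that the paper took from another study, 11 were tested, 9 were higher in 1-like wells and none was lower (11 higher when adjusted over the list alone; fry adjusted p = 8.33e-04; adjusted p = 0.0546 with an estimated correlation). The paper chose this list for these cells, so the count is not independent evidence. Cd55, a complement regulator gene on chromosome 1 from 130439027 to 130462744, had 1061 ± 81.3 CPM in 1-like and 120 ± 32.4 CPM in 8-like wells (SD, n = 3 plates), a log2 fold change of 3.20 (standard error 0.24, adjusted p = 6.77e-08 from edgeR). Dpp4, a peptidase gene on chromosome 2 from 62330073 to 62412231, had 930 ± 142 and 86.5 ± 47.7 CPM (log2 fold change 3.58). Edn1 (3.52), Il13ra1 (2.87), Procr (2.03), Tek (1.55) and Cd248 (1.37) were higher in 1-like wells. Ace had a log2 fold change of 0.56 (adjusted p = 0.0704 from edgeR, 0.0405 without the filter on low counts and 0.0345 without plate p10), and Edn1 had an adjusted p = 0.0598 from edgeR with sub-clustering at resolution 0.25. From this difference, the paper proposes that its cluster 1 resembles a population with these markers.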

To further analyze the relationship between our identified clusters and previously reported heterogeneity of the MSC population, we examined the expression of typical MSC markers (*CD90*, *CD105, PDGFRa*, and *Sca-1*) [32, 34] as well as subpopulation-specific markers (*Pou5f1*, *Nanog*, *Sox2*, *Tnnt2*, and *Myog*) [35, 36]. *PDGFRa* (*Pdgfra*) and *Sca1* were expressed in both clusters 1 and 8, whereas *Cd90* was expressed at a higher level in cluster 8 than in cluster 1, and *Cd105* was not strongly expressed in either cluster. 

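Pdgfra and Ly6a (Sca1) were detected in 91.4% and 98.7% of the mesenchymal-like wells, and in 0.197% and 43.2% of the T cell-like wells, which were sampled less deeply (medians of 12367 and 3428 UMIs). Pdgfra, a growth factor receptor gene, was lower in 1-like wells, at 481 ± 64.1 CPM against 806 ± 208 CPM in 8-like wells (SD, n = 3 plates; log2 fold change −0.77, adjusted p = 0.0150 from edgeR), but did not pass without plate p03 or p10 (adjusted p = 0.117 and 0.199 from edgeR). Ly6a had 4283 ± 571 and 3015 ± 410 CPM (log2 fold change 0.50, adjusted p = 0.0716 from edgeR, and 0.0177 without plate p10). Thy1 (Cd90) was lower in 1-like wells, at 351 ± 175 against 799 ± 236 CPM (log2 fold change −1.15, standard error 0.30, adjusted p = 0.00823 from edgeR), but not past the threshold without plate p03 (adjusted p = 0.187 from edgeR) or at resolution 1 (adjusted p = 0.146 from edgeR). Eng (Cd105) had 74.2 ± 14.7 and 73.0 ± 13.1 CPM, and was detected in 45.0% of the mesenchymal-like and 0.789% of the T cell-like wells.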

*Cd90* and *Cd105* were, however, not specific to these MSC clusters. Neither pluripotent markers (*Pou5f1*, *Nanog*, and *Sox2*) nor skeletal and cardiomyogenic markers (*Tnnt2* and *Myog*) were detected in either cluster (Additional file 1: Figure S22). Collectively, our transcriptome analysis showed that the MSC population is divided into two clusters, suggesting that there is less heterogeneity of MSCs in the SVF than expected.

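Pou5f1, Nanog and Sox2, transcription factors of pluripotent cells, and Myog, a factor of skeletal muscle, had 0 UMIs in all 1052 SVF wells, which allows up to 0.521 CPM. Tnnt2, a troponin gene of heart muscle, had 0 UMIs in the 151 mesenchymal-like wells, which allows up to 1.59 CPM, and 5 UMIs in 3 other wells. These limits cover counting error only.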

Next, we investigated the difference between the two MSC clusters in SVF. We detected 182 differentially expressed genes between clusters 1 and 8 (Additional file 3: Table S2). 

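Between 1-like and 8-like wells, 556 of 4378 genes were higher and 497 lower in 1-like wells at an adjusted p under 0.05 from edgeR (n = 3 plates for each group), and 761 of these 1053 changed at least 2-fold. Of the paper's 182 genes, 181 were tested, 176 passed and all 176 had the paper's direction. The paper found its genes in the same SVF plates, so this is no independent evidence. Groups found by clustering differ by construction. The genes of the fixed lists were left out of the clustering, but they can vary together with the genes kept in it. Their test is thus not independent of the grouping. With them kept in, 81 wells were 1-like and 46 8-like, against 81 and 49 without them. Of the genes of the fixed lists, 109 of 157 tested passed (69.4%, against 24.1% of all genes), 53 higher in 1-like and 56 higher in 8-like wells. As 57 of the 157 are among the paper's 182 genes, this share is not independent of the paper's result; of the other 100, 53 passed. With sub-clustering at resolution 1, 687 genes passed.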

Cluster 8 was characterized by the enriched expression of genes that encode extracellular matrix proteins, including collagens, *Hspg2*, and *Bgn*. By contrast, cluster 1 was characterized by the expression of *IGFBPs* (*Igfbp4*, *Igfbp5*, *Igfbp6*), prostaglandin endoperoxidase synthases (*Ptgs2*), and secreted factors *Fgf2* and Bmp2. 

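Collagen genes were lower in 1-like than in 8-like wells, 16 of 20 measured genes, with 2 higher (18 past the threshold when adjusted over the list alone; fry adjusted p = 8.33e-04; adjusted p = 0.0546 with an estimated correlation). Col4a1, a chain of the basement membrane collagen on chromosome 8 from 11198423 to 11312826, had 174 ± 88.2 CPM in 1-like and 6065 ± 609 CPM in 8-like wells (SD, n = 3 plates), a log2 fold change of −5.17 (standard error 0.31, adjusted p = 1.01e-08 from edgeR). Col4a2 (−5.69), Col15a1 (−7.79) and Col5a3 (−4.77) were lower too. Of 13 genes of the basement membrane 10 were lower and none was higher (10 when adjusted over the list alone; fry adjusted p = 8.33e-04; adjusted p = 0.0546 with an estimated correlation), with Nid2 (−4.21) and Hspg2 (−1.92, at 252 ± 25.2 against 948 ± 244 CPM). Bgn, which encodes the proteoglycan biglycan, had a log2 fold change of −4.75. Of 9 adipogenic genes 7 were lower and 2 higher in 1-like wells (9 when adjusted over the list alone; fry adjusted p = 0.00211; adjusted p = 0.115 with an estimated correlation), among them Lpl (−4.02, at 445 ± 126 against 7150 ± 1282 CPM), Fabp4 (−5.87) and Pparg (−4.26). Cxcl14 (−10.04), Smoc2 (−8.67), Mmp3 (−7.48) and Col15a1 were among the largest falls. This ranking covers genes with a mean of at least 50 counts that passed and changed the same way in every plate.

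**Figure D3:**
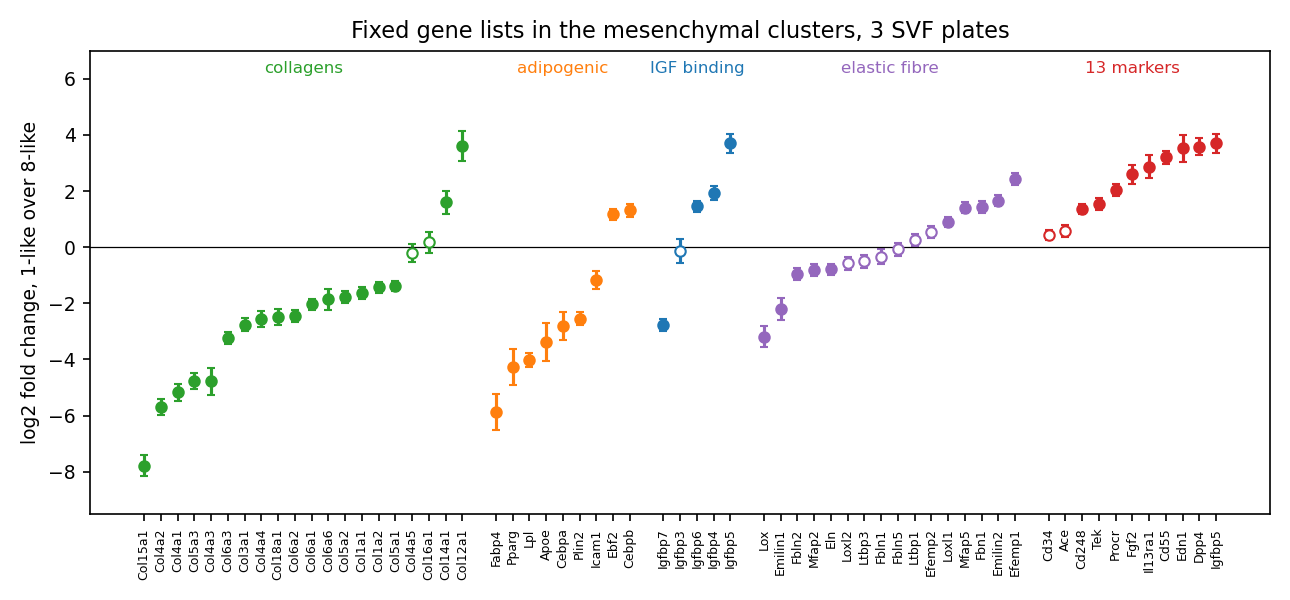
Log2 fold change of 1-like over 8-like mesenchymal wells (y axis) for genes of 5 lists (x axis), from sums of 3 plates. Filled points passed an adjusted p of 0.05, open points did not, and bars are standard errors; most collagen and adipogenic genes lie below 0 and the markers taken from another study above 0.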

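Igfbp5, a binding protein of insulin-like growth factors on chromosome 1 from 72857932 to 72874884, had 11468 ± 1234 CPM in 1-like and 899 ± 457 CPM in 8-like wells (SD, n = 3 plates), a log2 fold change of 3.70 (standard error 0.34, adjusted p = 5.71e-07 from edgeR). Igfbp6 was higher as well (1.45), and so was Igfbp4 (3349 ± 328 against 888 ± 376 CPM). Ptgs2, an enzyme of prostaglandin synthesis on chromosome 1 from 150100031 to 150108227, had 1177 ± 302 and 36.2 ± 55.0 CPM (log2 fold change 4.60). Fgf2 (2.60), Bmp2 (4.10), Aldh1a3 (4.26) and Tgfbr2 (1.28) were higher in 1-like wells, and so was Fn1 (1.74). With DESeq2, Aldh1a3 did not pass (adjusted p = 0.277). Pi16 (6.83), Sema3c (4.50) and Nov (4.93) were among the largest rises, and Dmkn and Krtdap had no UMIs in 8-like wells. Of 22 SVF genes that the paper names, 14 were higher and 5 lower (21 when adjusted over the list alone; fry adjusted p = 0.00204; adjusted p = 0.0716 with an estimated correlation), a list that is not independent evidence.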

Notably, the expression of stem cell-characteristic genes *Aldh1a3*, *Fgf2*, *Bmp2*, and *Tgfbr2* were identified as important modules in cluster 1, suggesting that this cluster included more stem-like phenotypes that secrete medicinal factors.

To leverage the power of the entire transcriptome analysis, we performed an enrichment analysis of biological pathways using the 182 genes differentially expressed between the two clusters (Fig. 7e; Additional file 4: Table S3). 

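Of 16 measured genes of the elastic fibre, 5 were higher and 5 lower in 1-like wells (13 past the threshold, 6 of them higher, when adjusted over the list alone; fry adjusted p = 0.236). Efemp1 (log2 fold change 2.43), Fbn1, which encodes fibrillin (1.43, at 3558 ± 78.8 against 1320 ± 404 CPM, SD, n = 3 plates), Mfap5 (1.41) and Emilin2 (1.66) were higher, and Lox, which crosslinks elastin and collagen, was lower (−3.19). Of 5 genes of IGF binding proteins 3 were higher and 1 lower (4 when adjusted over the list alone; fry adjusted p = 0.00211; adjusted p = 0.315 with an estimated correlation; fry adjusted p = 0.0758 with plates as a block). The lower one was Igfbp7 (−2.78).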

Cluster 1 was characterized by elastic fiber pathways and IGF transport pathways. Elastic fibers are constituents of various connective tissues and are related to vascular function [37]. Growth factors including FGF2, BMP2, IGFBPs, and PGE2 regulate growth and differentiation [38]. A tightly linked network of collagen metabolism pathways was found to be highly enriched in cluster 8. These results suggest that two MSC clusters of SVF have different functions. Cluster 1 could feature medicinal cells characterized by the expression of growth and development-related genes. In contrast, cluster 8 may be characterized by the production of extracellular matrix.

Taking the obtained findings together, our transcriptome analysis by Quartz-Seq2 successfully identified cell populations that consisted of various types of both large and small cells, which were isolated from in vivo tissue, and demonstrated that fresh SVF contains two closely related types of MSCs that have distinct characteristics.

## Discussion

The rate of conversion from initial reads to UMI counts has been low, especially in high-throughput single-cell RNA-seq. Ideally, greater UMI counts should be generated from limited sequence reads because the increase in UMI count assigned to each cell leads to the detection of low-copy genes and the identification of cell type-specific genes using statistical tests. To overcome these issues, we developed a novel high-throughput single-cell RNA-seq method, Quartz-Seq2. We calculated the UMI conversion efficiency, which indicated how effectively initial reads can be converted to UMI counts. The UMI conversion efficiency of Quartz-Seq2 was 1.44–4.55-fold higher than those of other single-cell RNA-seq methods (Fig. 4). Quartz-Seq2 could detect 1.28–2.41-fold more genes from limited fastq reads and at a lower cost (Fig. 4). Moreover, we decreased the cDNA preparation cost per cell of Quartz-Seq2 by 97.5–98.5% compared with that of Quartz-Seq (Additional file 1: Figure S6a). The total cost (cDNA preparation cost and sequence cost per cell) of Quartz-Seq2 as a cell sorter-based method approaches that of a droplet-based method (Additional file 1: Figure S6b). Furthermore, the use of evaporation-preventing oil might reduce the cDNA preparation cost of Quartz-Seq2 by 75% [2]. By cell barcoding, Quartz-Seq2 can pool cDNA of up to 1536 individual cells into one mixture. Streamlined and simplified experimental processes of Quartz-Seq2 allowed us to handle thousands of single cells within a few days. Quartz-Seq2 also showed high accuracy and high reproducibility, leading to precise measurement of the transcriptome from single cells (Fig. 2d, e). We demonstrated Quartz-Seq2 analyses on a total of approximately 9000 mouse ES cells as an in vitro sample and approximately 1000 cells from mouse SVF samples, including MSCs, as an in vivo sample.

We proposed that UMI conversion efficiency could be a useful variable for evaluating performance for the further development of high-throughput single-cell RNA-seq methods with shallow reads. The increase of initial sequence reads by additional sequencing does not cancel out the low efficiency of UMI conversion at an equal rate. For example, approximately 24,000 fastq reads were converted to approximately 11,000 UMI counts in Quartz-Seq2, while Drop-seq required approximately 169,000 fastq reads to generate the same UMI counts. Under these conditions, the difference in UMI conversion efficiency was 2.5-fold but the difference in required fastq reads to generate the same UMI count was sevenfold. This is because UMI counts do not increase linearly with an increase in initial sequence reads due to UMI filtering. Unfortunately, the rate of increase of sequence throughput was lower than that of the processing ability for single cells. It will thus continue to be important to utilize limited initial fastq reads for high-throughput single-cell RNA-seq methods.

Quartz-Seq2 is based on poly(A) tagging, which is one of the strategies of converting first-strand cDNA to amplified cDNA [19, 39]. However, the poly(A) tagging efficiency itself has not been improved for single-cell RNA-seq. In this study, three molecular biological improvements of Quartz-Seq2 contributed to the increase of amplified cDNA, which led to high UMI conversion efficiency (Fig. 2; Additional file 1: Figure S1). In addition, the improvement of poly(A) tagging steps was the most efficient approach to increase amplified cDNA for Quartz-Seq2 (up 360%; Additional file 1: Figure S1). Several previous studies improved the efficiency of conversion from an mRNA molecule to amplifiable cDNA, and showed that the increase of amplified cDNA is a good guidepost to improve UMI counts or quantitative performance for single-cell RNA-seq [3, 14, 15]. These results suggest that improved poly(A) tagging was the most important feature for the high UMI conversion efficiency of Quartz-Seq2.

Several improvements proposed in this study could contribute to the further development of other single-cell RNA-seq methods, as follows. (1) We showed that a decrease of enzyme concentration in RT solution led to decreases in technical error and cDNA preparation cost. (2) We applied the Sequence–Levenshtein distance for the design of cell barcodes containing RT primer sets. The use of primer sets designed in this study allows the user to correct mutations of at most two nucleotides of a cell barcode, including substitution, insertion, or deletion; the correction capability of these primer sets is higher than that of barcode sets used in previous studies [1, 3]. Such correction of the cell barcode increased the average UMI count by 3–5%. (3) We hope that the spin-down collection system developed in this study can be applied to other cell sorter-based single-cell RNA-seq methods [2, 3, 11, 12]. (4) In Quartz-Seq2, we improved the efficiency of poly(A) tagging itself (Fig. 2). Several single-cell RNA-seq methods, including Quartz-Seq, are based on poly(A) tagging [4, 5, 10, 15, 19, 40]. Such improvement may directly contribute to these methods having increased quantitative performance.

We achieved a marked improvement in UMI conversion efficiency at a low cost from initial reads to UMI counts, allowing us to analyze three- to tenfold more single cells in limited sequence experiments. However, it is difficult to sort more than 20,000 single cells in a day when using one cell sorter. While there is greater scalability for cell sampling in droplet-based single-cell RNA-seq methods than in cell sorter-based methods, these latter methods can utilize additional information obtained in flow cytometry [41, 42], which cannot be determined from transcriptome data alone. These two types of method provide complementary approaches for investigating complex biological phenomena. C1 Single-Cell Auto Prep System (Fluidigm) is another widely used platform for single-cell RNA-seq methods [43]. CEL-seq2 shows high UMI conversion efficiency, so it is a very convenient method for users of the C1 platform as a single-cell RNA-seq method based on UMI count [3]. Quartz-Seq2 cannot be performed with the C1 platform, but it can assimilate 1536 cell barcodes in a cell sorter in a high-throughput manner. We think that both methods can be effective as long as the most appropriate one is selected for each situation.

In this study, we showed that Quartz-Seq2 has advantages in gene detection and the identification of biological pathways via high UMI conversion efficiency (Fig. 3). Moreover, we analyzed thousands of single cells from all cell cycle phases within a cell type (Fig. 6). These specifications with Quartz-Seq2 allow us to perform the global classification of genes with variable expression in a cell type into cell cycle associated variable genes and variable genes the expression of which is less associated with the cell cycle phase.

While Hoechst 33,342 is used as an indicator of DNA content, FUCCI reporter systems monitor the ratio of activities for two different cell cycle-associated proteins. Therefore, the latter has an advantage in cell cycle analysis via providing more detailed resolution, although the introduction of reporter constructs into the cells cannot be applied for all purposes, especially for the analysis of human samples. A previous study utilizing the FUCCI fluorescent reporter system reported that competence to respond to specific differentiation signaling was limited to only an early or a late window of the G_1_ phase in human ES cells [44]. In the future, combining Quartz-Seq2 and FUCCI/FUCCI2 or other fluorescent reporter systems should lead to an understanding of the global picture of differentiation dynamics regarding competence, response, transition, and commitment because Quartz-Seq2 can analyze changes of cell state for thousands of cells.

In summary, Quartz-Seq2 can be used to obtain continuous data on cell states because of the large number of cells with which it deals and the high efficiency of use of initial sequence reads. Quartz-Seq2 can facilitate investigation of the cell state within a cell type, such as gradated or stochastic changes of the cell population in organism development and disease progression.

## Conclusions

In this study, we developed a high-throughput single-cell RNA-seq method, Quartz-Seq2, which can analyze cells numbering up to 1536 that are pooled together in a single sample. Quartz-Seq2 allows us to effectively utilize initial sequence reads from a next-generation sequencer. The UMI conversion efficiency in Quartz-Seq2 ranged from 32 to 35%, which is much higher than for other single-cell RNA-seq methods (7–22%). This was caused by the improvements in several molecular biological steps including poly(A) tagging. The technical gene expression variability of Quartz-Seq2 was close to the theoretical variability of a Poisson distribution. As we showed in the analysis of SVF and the ES/PrE mixture, cell types in the population were identified with marker genes and functional terms that characterized each cell type. We identified two types of *Cd34*-positive MSCs in SVF, namely, those that express numerous transcription factor-encoding and secreted protein-encoding genes specific to each. Quartz-Seq2 can also be used to provide continuous data on cell states because of the large number of cells with which it deals and the high efficiency in the use of initial sequence reads. Quartz-Seq2 should facilitate investigations of the cell state within a cell type, such as gradated or stochastic changes of cell populations in organism development and disease progression.

## Methods

### Cell culture

Mouse ES cells were cultured as described previously [15]. Briefly, 1.0 × 10^5^ cells were seeded on a 60-mm dish coated with gelatin (0.1%). Cells were maintained in GMEM-based medium containing 10% FBS and 1000 units/ml leukemia inhibitory factor (Millipore ESGRO). The cell line used in this study was G6GRGFP, which was established in a previous study [23]. It has been reported that almost all G6GRGFP differentiated into primitive endoderm-like cells upon dexamethasone treatment [15, 23]. To differentiate ES cells into primitive endoderm-like cells, 1.0 × 10^5^ cells were seeded on a 60-mm dish coated with gelatin and cultured in GMEM-based medium containing 10% FBS, 1000 units/ml LIF, and 100 mM dexamethasone for 72 h. We confirmed that almost all of the Dex-treated G6GR ES cells differentiated into primitive endoderm-like cells. Moreover, we cultured J1 ES cells in accordance with a procedure described in a previous report [21].

### Cell staining

To identify dead or damaged cells, propidium iodide (PI) was added to the cell suspension (final concentration 1–2 μg/ml). As an indicator of an undifferentiated state in a suspension containing a mixture of cells, Calcein-AM was used. Suspensions for cells cultured under maintenance and differentiation conditions were prepared independently, and cells in the maintenance condition were treated with 1 μg/ml Calcein-AM for 10 min on ice. After washing with PBS, cell suspensions of ES cells and PrE cells at the same concentration were mixed. Hoechst 33,342 was used as an indicator of the DNA content in a cell. The procedures were performed as described previously [15].

### Single-cell preparation for stromal vascular fraction

These experiments were carried out in accordance with the protocol approved by the Committee on Animal Research at Nara Institute of Science and Technology and the RIKEN Animal Experiment Committee. Subcutaneous fat tissues from three- to four-month-old ICR male mice (*n* = 3 per sample, two biological replicate samples) were minced into small pieces and incubated with 0.4 U/mL collagenase NB4G (Serva) at 37 °C for 35 min in a shaking water bath. The digested solution was sequentially filtered through 100- and 40-μm cell strainers (Corning), followed by centrifugation at 250×*g* for 5 min to remove mature adipocytes. The pellet was treated with erythrocyte lysis buffer (BD Biosciences) and centrifuged at 180×*g* for 5 min. The nucleated cells were suspended in HBSS with 0.1% BSA, filtered through a 20-μm cell strainer (pluriSelect), and then kept on ice (Cell solution A). The cell aggregates that did not pass through the 20-μm strainer were further treated with Accutase (Thermo Fisher Scientific) at 37 °C for 15 min to dissociate them into single cells, centrifuged at 180×*g* for 5 min, and suspended in HBSS with 0.1% BSA (Cell solution B). Cell solutions A and B were mixed and again filtered through the 20-μm cell strainer, followed by centrifugation at 180×*g* for 5 min. The pellet was resuspended with HBSS with 0.1% BSA, stained with PI, and used for single-cell analysis.

### RNA preparation

Total RNA was purified from cultured cells using Direct-zol RNA MiniPrep kit (Zymo Research) with TRIzol RNA Isolation Reagents (Thermo). We measured the concentration of purified total RNA using a NanoDrop 1000 Spectrophotometer (Thermo). We confirmed that the RNA integrity number of total RNA was over 9.5 using an Agilent RNA 6000 Nano Kit (Agilent). Estimation of the average amount of total RNA per single cell for respective samples was performed in accordance with our previous study [15]. For high-throughput single-cell RNA-seq, we prepared total RNA from a single cell with ERCC spike-in RNA. First, we diluted the ERCC spike-in RNA tenfold. We then added 6 μL of 1:10 diluted ERCC spike-in RNA per 10 μg of total RNA. We used diluted 10 pg of total RNA with ERCC spike-in RNA for the technical validation of Quartz-Seq2. For single cells, we used the same concentration of ERCC spike-in RNA.

### Bulk RNA-seq methods for populations of cells

We prepared sequence library DNA with 1 μg of total RNA using NEBNext Poly(A) mRNA Magnetic Isolation Module and NEBNext Ultra Directional RNA Library Prep Kit. The total RNA did not contain ERCC spin-in mix I. In addition, we used SuperScript III instead of ProtoScript in the RT step and KAPA HiFi DNA polymerase instead of NEBNext High-Fidelity PCR DNA polymerase in the PCR step. The resulting sequence library DNA was analyzed by HiSeq2500.

### Design of cell barcodes

The selection of 384 or 1536 sequences for v3.1 and v3.2 barcode primer sets was performed as described below. First, 1582 or 4714 candidate sequences were created using the DNABarcodes package of R Bioconductor for the v3.1 set with 14-mer and the v3.2 set with 15-mer, respectively (version 1.0.0). To reduce the loss of reads converted into UMI counts, we applied the Sequence–Levenshtein distance as an edit distance in order to maximize the ability to correct errors that occur during the synthesis of oligonucleotides or sequencing [22]. The minimum distance between any two sequences was controlled to 5, leading to the correction of a maximum of two errors of substitution, insertion, or deletion. As the base composition of the created sequences was not uniform, we selected 384 or 1536 sequences from among 1582 or 4714 created sequences so that the variance of base composition decreased. These sequences are listed in Additional file 5: Table S4.

### Single-cell collection using flow cytometry

Stained cells were analyzed using flow cytometry SH800 (Sony) or MoFlo Astrios EQ (Beckman Coulter). For SH800, we used 130-μm microfluidic sorting chips. For MoFlo Astrios EQ, we used 100-μm nozzle sizes. Each cell sorter was equipped with a custom-made splash-guard to prevent contamination from unexpected droplets between the target well and neighboring wells. We used two sets of RT primer for Quartz-Seq2. The set of v3.1 RT primers has 384 kinds of unique cell barcodes, with a length of 14 nucleotides (OPC purification, FASMAC). The set of v3.2 RT primers has 1536 kinds of unique cell barcodes, with a length of 15 nucleotides (OPC purification, Sigma). The set of v3.1 RT primers corresponds to one set of the 384-well PCR plate with lysis buffer, the wells of which have unique barcodes. The set of v3.2 RT primers corresponds to four sets of the 384-well PCR plate with lysis buffer. The RT primer position in the 384-well plate and the sequence were as described in Additional file 5: Table S4. Single cells were isolated in the 384-well PCR plate with 1 μL of lysis buffer (0.1111 μM respective RT primers, 0.12 mM dNTP mix, 0.3% NP-40, 1 unit/μL RNasin plus) containing ERCC spike-in RNA. During single-cell sorting, the 384-well PCR plate was kept on a 384 aluminum stand at 4 °C. For Moflo Astrios EQ, we used G5498B-060 Insert 384 Eppendorf twin.tec PCR as a 384 aluminum stand (Agilent). For SH800, we used an SH800 384 aluminum stand (Sony). Immediately after the cell collection, the plate was temporarily sealed with LightCycler 480 Sealing Foil (Roche) and the sealed 384-well PCR plate was centrifuged at 10,000 g and 4 °C for 1 min using TOMY MX307, equipped with a Rack-in-Rotor and centrifugation rack PCR96-02. These steps were very important to collect the droplet with a single cell in lysis buffer in an efficient manner. By altering the volume of lysis buffer from 0.4 μL (as described in the original Quartz-Seq paper) to 1 μL (Quartz-Seq2), bubbling of lysis buffer was not required before single-cell sorting and the lysis buffer could easily be handled. We then peeled open the temporary seal and re-sealed it with Agilent PlateLoc Thermal Microplate Sealer (Agilent). We agitated the plate at 2600 rpm and 4 °C for 1 min using ThermoMixer C (Eppendorf), after which we centrifuged the plate again. The resulting 384-well plate was then immediately cryopreserved at −80 °C and maintained under such conditions until subsequent RT for cell barcoding. After cryopreservation, we performed subsequent whole-transcript amplification using the cryopreserved 384-well PCR plate within a few months.

### Whole-transcript amplification of Quartz-Seq2

Cryopreserved 384-well plates with single-cell lysate were centrifuged at 10,000 g and 4 °C for 1 min. Subsequently, we denatured total RNA in each 384 plate at 70 °C for 90 s and hybridized the RT primer to poly-adenylated RNA at 35 °C for 15 s using the C1000/S1000 thermal cycler. The resulting plates were again centrifuged at 10,000 g and 4 °C for 1 min. Next, the plates were placed on the 384 aluminum plate at 0 °C. We peeled away the seal and added 1 μL of RT premix (2× Thermopol buffer, 5 units/μL SuperScript III, 0.55 units/μL RNasin plus) to 1 μL of lysis buffer for each well using a Mantis microfluidic dispensing system (Formulatrix) or a 384 Transfer Plate system (1859-384S, Watson). The above RT solution was used for the RT25 condition. For the RT100 condition, we used the following RT solution: 2× Thermopol buffer, 20 units/μL SuperScript III, and 2.2 units/μL RNasin plus. We sealed the plates again and agitated them at 2600 rpm and 4 °C for 1 min. The plates were then centrifuged at 10,000 g and 4 °C for 1 min. We then performed RT at 35 °C for 5 min and 50 °C for 50 min. The RT was stopped at 70 °C for 15 min. Then, the plates were placed on a prechilled aluminum block, after which we peeled off their seals. Subsequently, we turned the plates upside down on the assembled collector type A or type B (Additional file 1: Figure S4). We mainly used type A. We centrifuged the plates with an assemble collector at 3010 g and 4 °C for 3 min with swing-bucket rotors. Subsequently, we collected the cDNA solution into a disposable reservoir. Typically, we obtained 650–700 μL of cDNA solution from one 384-well PCR plate. We purified and concentrated the cDNA solution using the DNA Clean & Concentrator™-5 kit (Zymo Research). We used three purification columns for one 384-well PCR plate in the case of the v3.1 RT primer system (384-cell barcode). Purified cDNA was extracted into 20 μL of nuclease-free water from one column purification and transferred into an eight-linked PCR tube (TaKaRa). The PCR tubes were placed on an aluminum PCR stand at 0 °C. We added 25 μL of TdT solution (1× Thermopol buffer, 2.4 mM dATP, 0.0384 units/μL RNase H (Invitrogen), 26.88 units/μL terminal transferase (Roche)) into 20 μL of extracted cDNA using a pipette at 0 °C. The resulting 45 μL of TdT solution was mixed with a pipette at 0 °C or ThermoMixer at 2000 g and 0 °C for 1 min. Immediately thereafter, the PCR tubes were centrifuged at 10,000 g and 0 °C for 1 min. We used a C1000/S1000 thermal cycler equipped with the 96-Deep Well Reaction Module for the following steps. The PCR tubes were placed on the block of the thermal cycler, which had been prechilled to 0 °C. We then performed a poly(A) tailing reaction at 37 °C for 75 s. The solution was inactivated at 65 °C for 10 min. The PCR tubes were placed on an aluminum PCR stand at 0 °C. We then dispensed approximately 11 μL of solution into four wells from 45 μL of TdT solution. We added 46.16 μL of PCR I premix (1.08492× MightyAmp Buffer version 2, 0.06932 μM Tagging primer, 0.05415 units/μL MightyAmp DNA polymerase) to 11 μL of TdT solution for the respective wells of the PCR tube. MightyAmp DNA polymerase, which was used in Quartz-Seq and Quartz-Seq2, are marketed as Terra PCR Direct polymerase [15]. We performed gentle inversion mixing on the resulting solution in the PCR tube. The tubes were then centrifuged at 10,000 g and 4 °C for 1 min. Subsequently, the solution was mixed with ThermoMixer at 2000 rpm and 4 °C for 2 min. Then, we spun down the tube again. Next, we denatured the solution at 98 °C for 130 s and hybridized tagging primer to poly(A)-tailed cDNA at 40 °C for 1 min. After that, we performed the Increment step by heating to 68 °C at 0.2 °C every second and performed second-strand synthesis at 68 °C for 5 min. The tubes were placed on an aluminum PCR stand at 0 °C. We added 50.232 μL of PCR II premix (0.99697× MightyAmp Buffer version.2, 1.8952 μM gM primer) to 56.16 μL of PCR I solution. We performed gentle inversion mixing on the resulting solution in the PCR tube. The tubes were then centrifuged at 10,000 g and 4 °C for 1 min. Subsequently, the solution was mixed with ThermoMixer at 2000 rpm and 4 °C for 2 min, after which we spun down the tube again. We then placed it on the block of the thermal cycler at 68 °C. Subsequently, we amplified the cDNA for 11 cycles under the following conditions: 98 °C for 10 s, 65 °C for 15 s, and 68 °C 5 min. We then incubated the tube at 68 °C for an additional 5 min. Finally, we transferred all of the PCR solution, derived from one 384-well PCR plate, to a 50-mL polypropylene centrifuge tube (Watson). Typically, we obtained approximately 1.2 mL of PCR solution per 384-well PCR plate. We added 32 μL of 3 M sodium acetate (pH 5.2) and 6420 μL PB-Buffer (Qiagen) to the PCR solution. The mixture was then purified using a MinElute Spin Column (Qiagen). Purified cDNA was extracted into 40 μL of nuclease-free water. We additionally purified the cDNA with 32 μL of Ampure XP beads. Finally, we obtained 32 μL of purified cDNA. We checked the length distribution of amplified cDNA with an Agilent High Sensitivity DNA Kit (Agilent). The typical average size of the amplified cDNA in Quartz-Seq2 was approximately 1400 bp (Additional file 1: Figure S2c). Primer sequences are listed in Additional file 5: Table S4.

In the case of the usage of the v3.2 RT primer in Quartz-Seq2, we modified the above steps as follows. After RT, we collected cDNA solution into a disposable reservoir from four sets of 384-well plates, which corresponded to 1536 wells. We purified and concentrated the cDNA solution using eight purification columns for four 384-well PCR plates in the case of the v3.2 RT primer system. In the PCR step, we amplified cDNA for nine cycles with the following conditions: 98 °C for 10 s, 65 °C for 15 s, and 68 °C for 5 min. Finally, we transferred all of the PCR solution derived from four 384-well plates to a 50-mL polypropylene centrifuge tube (Watson). Typically, we obtained approximately 3.5 mL of PCR solution per four 384-well PCR plates. We added 88 μL of 3 M sodium acetate (pH 5.2) and 17.6 mL of PB-Buffer (Qiagen) to the PCR solution. The mixture was purified using the MinElute Spin Column (Qiagen). Subsequently, cDNA was again purified using Ampure XP magnetic beads.

For the Quartz-Seq1-like reaction, we performed the following procedure in accordance with our previous study. We added 1 μL of RT premix (2× PCR buffer, 5 units/μL SuperScript III, 0.55 units/μL RNasin plus) to 1 μL of lysis buffer. We then performed RT at 35 °C for 5 min and 45 °C for 20 min. This RT was stopped at 70 °C for 15 min. We added 5 μL of ExoIB solution (1.6× Exonuclease I buffer, 3.2× PCR buffer, 16 mM DTT) and 20 μL of TdT solution (1× PCR buffer, 3 mM dATP, 0.0384 units/μL RNase H (Invitrogen), 33.6 units/μL terminal transferase (Roche)) into 20 μL of extracted cDNA using a pipette at 0 °C. The PCR tubes were placed on the block of the thermal cycler that had been prechilled to 0 °C. We performed a poly(A) tailing reaction at 37 °C for 75 s. We then denatured the solution at 98 °C for 130 s and hybridized tagging primer to poly(A)-tailed cDNA at 40 °C for 1 min. After that, we performed second-strand synthesis at 68 °C for 5 min. Subsequently, we amplified the cDNA via a PCR reaction for 12 cycles.

### Preparation of truncated sequence adaptor

The truncated sequence adaptor was composed of an rYshapeP5 primer (HPLC-purified) and rYshapeP7LT primers (HPLC-purified), which had a TruSeqLT-compatible pool barcode. We prepared 100 μM respective primers with adaptor buffer (10 mM Tris-HCl pH 7.8, 0.1 mM EDTA pH 8.0, 50 mM NaCl). We added 5 μL of 100 μM rYshapeP5 primer and rYshapeP7LTxx primer into a single PCR tube. We denatured the solution at 90 °C for 90 s. After that, we achieved annealing by cooling to 10 °C by 0.5 °C every 30 s and then maintaining the sample at 4 °C. We then placed the tube on an aluminum PCR stand at 0 °C. Subsequently, we added adaptor buffer, which was prechilled at 0 °C, to 10 μL of 50 μM truncated adaptor. Finally, we obtained about 50 μL of 10 μM truncated adaptor. We cryopreserved 1 μL of 10 μM truncated adaptor in a PCR tube at −80 °C until usage in the adaptor ligation step. Primer sequences are listed in Additional file 5: Table S4.

### Sequence library preparation of Quartz-Seq2

We added 130 μL of nuclease-free water including 5–10 ng of amplified cDNA into a Crimp-Cap microTUBE with AFA Fiber. We then performed cDNA fragmentation using an LE220 Focused-ultrasonicator (Covaris) under the following conditions: duty factor 15%, peak incident power 450 W, cycles per burst 200, and treatment time 80 s. We purified and concentrated the cDNA solution using the DNA Clean & Concentrator™-5 kit. Purified cDNA was extracted into 10 μL of nuclease-free water from one column purification and transferred into an eight-linked PCR tube (TaKaRa).

We then added 2 μL of End-Repair premix (1.4 μL of End repair & A-tailing buffer and 0.6 μL of End repair & A-tailing Enzyme (KAPA Biosystems)) to 10 μL of fragmented cDNA solution. Subsequently, we mixed the solution by pipetting on an aluminum PCR stand at 0 °C. The PCR tubes were placed on the block of the thermal cycler, which had been prechilled to 20 °C. We then incubated the tubes at 37 °C for 60 min and 65 °C for 30 min. After this, we added 2 μL of adaptor buffer (1.5 μM truncated adaptor, 10 mM Tris-HCl pH 7.8, 0.1 mM EDTA pH 8.0, 50 mM NaCl) and 8 μL of ligation premix (6 μL of ligation buffer, 2 μL of DNA ligase (KAPA Biosystems)) at 4 °C. The 22 μL of ligation solution was well mixed by pipetting at 4 °C. Then, we performed adaptor ligation at 20 °C for 15 min. After ligation, we added 18 μL of Ampure XP beads to 22 μL of adaptor ligation solution and mixed them well. Adaptor-ligated cDNA was extracted into 20 μL of nuclease-free water. We added 32 μL of PCR premix (25 μL of 2×KAPA HiFi ready mix, 1.75 μL of 10 μM TPC2 primer (HPLC-purified), 10 μM P5-gMac hybrid primer (HPLC-purified)) to 18 μL of adaptor-ligated cDNA. We denatured the solution at 98 °C for 45 s. Subsequently, we amplified cDNA for eight cycles under the following conditions: 98 °C for 15 s, 60 °C for 30 s, and 72 °C for 1 min. Finally, we additionally incubated the tube at 72 °C for 5 min.

We added 40 μL of Ampure XP beads to 50 μL of PCR solution. Purified sequence-library DNA was eluted into 20–30 μL of nuclease-free water. We checked the DNA concentration and DNA size of sequence library DNA using the Agilent High Sensitivity DNA Kit (Agilent) and QuantiFluor® dsDNA System (Promega). We also prepared sequence library DNA with Tn5 transposase, in accordance with a modified version of a procedure used in a previous study [6]. Specifically, the modifications were as follows. We used 0.75 ng of amplified cDNA for the Nextera XT library preparation kit. We amplified sequence library DNA with the P5-gMac hybrid primer and the Nextera XT primer, which has the P7 sequence.

### Deep sequencing for Quartz-Seq2

We analyzed the sequence library DNA from Quartz-Seq2 using NextSeq500 (Illumina) and HiSeq2500 (Illumina). For the Read1 sequence, we used a custom sequence primer named Read1DropQuartz primer (HPLC-purified). In the case of the v3.1 RT primer, sequence specification was as follows (Read1, 22 cycles; Index1, 6 cycles; Read2, 64–118 cycles). In the case of the v3.2 RT primer, sequence specification was as follows (Read1, 23 cycles; Index1, 6 cycles; Read2, 63 cycles). When Read1 length was within 64 nucleotides we mainly used the NextSeq 500/550 High Output v2 Kit (75 cycles), which can be used for sequencing up to 92 nucleotides. For long sequences (over 64 nucleotides), we analyzed sequence library DNA using the HiSeq Rapid SBS Kit v2. Sequence analysis with HiSeq2500 was supported by the Genomic Network Analysis Support facility (GeNAS) in RIKEN and Phyloinformatics Unit of RIKEN Center for Life Science Technologies (formerly GRAS) in RIKEN.

### Amplification-free single-cell qPCR analysis

Amplification-free single-cell qPCR was performed in accordance with our previous study with the following modifications [15]. We collected a single cell into 1 μL of lysis buffer (2.5 μM random hexamer, 1 mM dNTP mix, 0.3% NP40, 2 units/μL RNasin plus) of a 384-well PCR plate (Eppendorf) using SH800. The resulting 384-well PCR plate was cryopreserved at −80 °C. We denatured total RNA in the 384-well PCR plate at 70 °C for 1.5 min using a C1000/S1000 thermal cycler and hybridized the random primer to RNA at 0 °C for 2 min. We added 1 μL of RT solution (2× SSIV buffer, 10 mM DTT, 2 units/μL RNasin plus, 20 units/μL SuperScript IV) to the lysis buffer. Subsequently, we performed RT at 23 °C for 10 min and 50 °C for 10 min. The RT was stopped at 80 °C for 10 min. The resulting solution was diluted with qPCR solution (10 mM Tris-HCl pH 8.0, 0.05% Tween-20). The obtained diluted solution was then used for qPCR detection with QuantiTect SYBR Green PCR Master Mix and the LightCycler480 system. For primer sets for each gene, see Additional file 5: Table S4.

### Drop-seq experiments and data analysis

Drop-seq was performed as reported previously [6] and in line with an online protocol (http://mccarrolllab.com/dropseq/), but with the following modifications: flow rates for oil and aqueous suspensions were 14,000 μl/h and 4000 μl/h, respectively. The diameter of droplets was 95–100 μm. Microfluidic devices were fabricated by Fluidware Technologies (Japan). The lot number of barcoded beads was 051415 (ChemGenes). Data analysis for Drop-seq was performed as described online (http://mccarrolllab.com/dropseq/). The versions of the software and databases were as follows: STAR: v2.5.1b; mouse genome, GRCm38/mm10; genome annotation, gencode GRCm38.p4 vM9; and Drop-seq tools, v1.11.

### Quartz-Seq2 read alignment and generation of digital expression data

The structure of the sequence library and data processing was designed based on those of Drop-seq ([6] and online as referenced above). BCL files generated by Illumina NextSeq500 were converted to fastq files by bcl2fastq2 (v2.17.1.14) with demultiplexing pool barcodes. The --mask-short-adapter-reads parameter was set to 20. If needed, fastq reads were randomly downsampled by seqtk software (version sgdp). We mainly trimmed read2 length to 62 nucleotides for Quartz-Seq2 by using FASTX-Toolkit (version 0.0.14). Fastq files for Read1 and Read2 were converted to a bam file by FastqToSam of Picard tools (version 1.134). Extracting cell barcodes and UMI (also called as molecular barcode) and filtering out of reads with low barcode quality were performed using Drop-seq tools (version 1.11). The resulting bam files were re-converted to fastq files by SamToFastq of Picard tools, and mapped to the mouse genome (GRCm38/mm10) using STAR (version 2.5.1b). After sorting the resulting bam files using SortSam of Picard tools, the unaligned bam and aligned bam were merged by MergeBamAlignment of Picard tools. Then, gene names were assigned to each record using TagReadWithGeneExon of Drop-seq tools and gtf file (version gencode GRCm38.p4 vM9). For the correction of errors of cell barcodes considering the Sequence–Levenshtein distance, a custom-made Python program (correct_bacode.py) was used, which enabled the correction of up to two nucleotide errors of substitution, insertion, or deletion. This program used Python2 (version 2.7.11+), PypeR (version 1.1.2), R (version 3.2.3), Bioconductor (version 3.2), and the Bioconductor package DNABarcodes (version 1.0.0). Finally, the UMI for each gene for each cell was counted using DigitalExpression of Drop-seq tools, which generated the digital expression matrix. To generate a non-UMI-filtered matrix, a custom-made Python program that counts reads for each gene for each cell was used. To compare the quantitative performance between Quartz-Seq2 and reported data in Fig. 4, we used Ensembl75 as a reference transcript. Moreover, we trimmed the read2 length to 45 nucleotides for the comparison.

### Dimensionality reduction, clustering, and term analysis

Cells with low detected gene counts were removed for further analysis (Quartz-Seq2 on ES/PrE mixture, 4000 genes; Quartz-Seq2 on SVF, 500 genes). Total counts of each cell were normalized to 10,000 or the mean of total UMI counts for cells. UMI counts had 1 added to them and were then log-transformed (natural logarithm), after which they were scaled to have mean and variance for each gene of 0 and 1, respectively. For PCA, UMI counts for all detected genes (for ES/PrE mixture) or genes with highly variable expression (for SVF) were used. For t-SNE, the top 10 to 40 principal components of matrices produced by PCA were used. For clustering, the DBSCAN algorithm was used. The values of the parameter epsilon were 0.69 for Quartz-Seq2 on the 4500 mouse ES/PrE mixture, 5 for Quartz-Seq2 on the 384 mouse ES/PrE mixture, 3 for Drop-seq on the 500 mouse ES/PrE mixture, and 2.2 for SVF analysis. Significantly enriched Gene Ontology (GO) terms with the top principal components were calculated using the GO-PCA package [45].

### Identification of differentially expressed genes for each cluster

Marker genes for each cluster were identified based on a generalized linear model. The difference in deviance between two models, in which the gene was or was not differentially expressed between two clusters, was calculated for the genes. To filter out noise, pseudocount 1 was added to the averaged gene expression in clusters and only genes with fold change of 2 or more between two clusters were further analyzed. *P* values were calculated as 1 − cumulative density function of a chi-squared continuous random variable for difference in deviance. After corrections for multiple testing, genes with FDR of less than 0.05 were identified as differentially expressed genes for the cluster. For comparison between differentially expressed genes identified by scRNA-seq methods and those identified by bulk RNA-seq, this pseudocount was not added.

### Identification of variable genes in the same cell-type

To identify genes for which the expression changes depending on the phase of the cell cycle, we used the intensity of Hoechst 33,342 staining measured using a cell sorter. First, cells were discretized into 40 equal-sized buckets based on the rank of Hoechst 33,342 staining intensity. Then, the CV of averaged UMI counts for a gene in each bin was calculated. After z-scaling of this, genes with high z-scores were identified. To identify genes whose expression fluctuates in a manner not relating to the cell cycle phase, we calculated the CV of UMI counts for a gene in each cell and the CV of averaged UMI counts for a gene in each bin. After z-scaling of such data, the genes for which the difference between two scaled CVs was large were identified as “variable genes the expression of which is less associated with the cell cycle phase”.

### Enrichment analysis on pathway and GO terms

Pathways that were particularly enriched for the differentially expressed genes were calculated using the ReactomePA package of R Bioconductor (version 1.14.4) [46] and Metascape (http://metascape.org/) [47]. The cut-off parameter for the q value was 0.05. Terms that were enriched for genes with highly variable expression were calculated using DAVID, the Database for Annotation, Visualization and Integrated Discovery (version 6.8) [48, 49]. Ontology used for calculation was GOTERM_BP_FAT, GOTERM_MF_FAT, and GOTERM_CC_FAT. The terms with FDR < 0.05 were identified as enriched terms.

### Quantitative analysis for external RNA molecules

To calculate the ERCC capture efficiency, we determined the slope of regression between the input ERCC molecules and detected UMI counts for each ERCC. We tested our calculation using digital expression matrix (GSM1599501) of the inDrop single-cell sequence method as a control, and confirmed that our calculated ERCC capture efficiency (7.2%) approximately matched their reported ERCC capture efficiency (7.1%). To calculate the copy number of ERCC spike-in RNA at the 50% detection probability, the method of Svensson et al. was used [50]. We confirmed that our calculated results and those in the paper by Svensson et al. were approximately similar. For calculation of ERCC capture efficiency and the copy number of ERCC spike-in RNA at the 50% detection probability for previous data, we used the concentration of ERCC spike-in RNA, which was reported by the original authors. For the paper by Ziegenhain et al. [21], we confirmed the concentration by personal communication.

### Simulation-based power analysis

PowsimR was used to perform power analysis [51]. The parameters of the negative binomial distribution, namely, mean, dispersion, and dropout probability, were estimated by the function estimateParam with the following parameters: sigma = 1.96, distribution = “NB,” RNAseq = “singlecell”, and normalization = “scran”. To simulate differential expression between two groups using these parameters, the number of genes is represented by the number of detected genes (count > 0) in each method. Differentially expressed genes set up simulations with number of detected genes, 23.6% genes being differentially expressed, log fold change sample from a narrow gamma distribution (shape 1.02, rate 0.78). That parameter was derived from parameter estimates based on bulk RNA-seq data from mouse ES and PE cells (*n* = 3). The function simulateDE was used to run power analysis with the following parameters: DEmethod = MAST and normalization = scran. The results of power simulation were plotted using R with ggplot2 packages.

### Data resources

Raw and processed data files for Quartz-Seq2 and Drop-seq experiments are available under GEO (accession GSE99866; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE99866) for single-cell RNA-seq data and DRA002954 for bulk-RNA-seq data. A custom-made python program (correct_bacode.py) has been deposited under GitHub (DOI: 10.5281/zenodo.1118151, https://github.com/rikenbit/correct_barcode/).

## Additional files

Additional file 1: Supplemental note and supplemental figures.

Additional file 2: **Table S1.** Cost calculation for Quartz-seq2.

Additional file 3: **Table S2.** Differentially expressed genes between clusters 1 and 8.

Additional file 4: **Table S3.** Enrichment analysis of biological pathways using the genes differentially expressed between clusters 1 and 8.

Additional file 5: **Table S4.** Primer sequences.

Additional file 6: **Table S5.** Buffer composition for the poly-tailing step.

## Abbreviations

bp: Base pair
CV: Coefficient of variation
DEG: Differentially expressed gene
Dex: Dexamethasone
ES: Embryonic stem
FDR: False discovery rate
GO: Gene Ontology
MSC: Mesenchymal stem cell
PCA: Principal component analysis
PCC: Pearson’s correlation coefficient
PCR: Polymerase chain reaction
PrE: Primitive endoderm
RT: Reverse transcription
SCC: Spearman’s rank correlation coefficient
SSC: Side scatter
SVF: Stromal vascular fraction
TdT: Terminal deoxynucleotidyl transferase
TPR: True positive rate
t-SNE: t-Distributed stochastic neighbor embedding
UMI: Unique molecular identifier

# Supplementary material for: Quartz-Seq2: a high-throughput single-cell RNA-sequencing method that effectively uses limited sequence reads
**Source:** Genome Biol. 2018 Mar 9;19:29. doi: 10.1186/s13059-018-1407-3

## Supplemental Note and Supplemental Figures

### Quartz-Seq2: a high-throughput single-cell RNA-sequencing method that effectively uses limited sequence reads

Yohei Sasagawa<sup>1†</sup>, Hiroki Danno<sup>1†</sup>, Hitomi Takada<sup>2†</sup>, Masashi Ebisawa<sup>1</sup>, Kaori Tanaka<sup>1</sup>, Tetsutaro Hayashi<sup>1</sup>, Akira Kurisaki<sup>2\*</sup>, and Itoshi Nikaido<sup>1,3\*</sup>

<sup>†</sup>These authors contributed equally to this work.

## Supplemental Note

### RT primer and byproduct synthesis

We reported in our previous Quartz-Seq paper that the poly-A tagging strategy has great potential for increasing the number of genes detected [1]. However, the efficiency of poly-A tagging itself for single-cell RNA-seq has not been improved. To convert more cDNA molecules to amplifiable cDNA, we attempted to improve the poly-A tagging efficiency (Additional file 1: Fig. S1). However, we should first focus on suppressing the synthesis of byproducts because the byproducts from whole-transcript amplification cause severe problems that prevent quantitative performance via a low mapping ratio [1].

It has been reported that byproducts could be synthesized from reverse-transcription (RT) primers in poly-A tagging-based methods ([1-3], Additional file 1: Fig. S2a). Quartz-Seq required RT primer digestion by exonuclease I treatment to suppress byproduct synthesis. We thus investigated whether column purification could be used instead of exonuclease I treatment. The cDNA purified using columns was used for whole-transcript amplification based on conditions similar to those in Quartz-Seq. We found that cDNA purified with original Quartz-Seq RT primer (70-mer) was not associated with the synthesis of byproducts upon column purification for the pooling of cell-barcoded cDNA. On the other hand, we observed an enormous amount of byproduct synthesis when using long RT primer (126-mer). The length of DNA thus affects the tendency for byproduct synthesis [1]. Therefore, we designed a relatively short RT primer (v3.1: 73-mer), which has a cell-barcode sequence and a UMI sequence. This is designed based on the RT primer conjugated to barcoded beads of Drop-seq. This is because Drop-seq RT primer is relatively short, at the same length as the original Quartz-seq primer [1,4]. By using the v3.1 RT primer, we succeeded in amplifying cDNA without byproduct synthesis (Additional file 1: Fig. S2b). Thereafter, we used v3.1 RT primers for the technical development of Quartz-Seq2.

### **Streamline for pooling of cell-barcoded cDNA**

After cell barcoding in reverse transcription, labeled cDNA is pooled and purified for subsequent whole-transcript amplification. A low volume of reverse-transcription solution for cell barcoding is efficient for cost reduction [4-6]. On the other hand, the pooling of labeled cDNA at a low volume from a PCR plate is complicated and time-consuming using pipette tips. Ideally, cell-barcoded cDNA should be pooled and purified with minimal loss for the subsequent whole-transcript amplification step in an expeditious manner. Therefore, we validated and streamlined the pooling step of cell-barcoded cDNA at a low volume. We collected 2  $\mu$ L of solution from every well of a 384-well PCR plate and estimated the collection efficiency. By using an eight-channel pipette, we collected  $79.6 \pm 2.4\%$  ( $n=3$ ) of solution in approximately 10 min from every well of a 384-well PCR plate. We also developed a spin-down collection system for the PCR plate (Figure 1 and Additional file 1: Fig. S4). Using this collection system (type A), we collected  $88.7 \pm 0.99\%$  ( $n=3$ ) of solution in 5 min from two to four plates. The collection efficiency of cDNA solution was improved by approximately 10% by constructing this spin-down collection system. In addition, the collection time per 384-well plate using this collection system was four- to eightfold faster than with a multi-channel pipette. We also validated the purification efficiency of cell-barcoded cDNA. We determined the qPCR score with eight genes using purified first-strand cDNA and unpurified first-strand cDNA. The purification efficiency was 93.77% ( $n=4$ ) (Additional file 1: Fig S3a). By combining our approach with the spin-down collection system, we estimated that 80%–82% of cell-barcoded cDNA could theoretically be used for subsequent whole-transcript amplification in our system.

To import more cDNA molecules into subsequent whole-transcript amplification, we attempted to improve the efficiency of conversion from target RNA to first-strand cDNA in reverse transcription. First, we performed reverse transcription under conditions with various buffers and temperatures (Additional file 1: Fig. S3b). The Spearman's rank correlation coefficient (SCC) between the Quartz-Seq-like condition (PCR buffer, 45°C, 20 min) and positive control was 0.6957. In contrast, the SCC between the modified condition (T100, 50°C, 50 min) and the positive control was 0.8996. Moreover, reverse-transcription efficiency was slightly improved by approximately 20% on average (Additional file 1: Fig. S3b). These results show that

the modified RT condition reduced the bias of sequence preference in reverse transcription. In addition, we could import more cDNA molecules into subsequent whole-transcript amplification.

### **Relationship between sequence platform and Quartz-Seq2**

We also focused on the relationship between sequencing platform and Quartz-Seq2. We did not observe clear differences between the NextSeq500 and HiSeq2500 sequencing platforms for determination of the UMI count and the gene count for Quartz-Seq2 (Additional file 1: Fig. S14a). On the other hand, the unique mapping ratio and UMI count clearly depended on the Read2 length for transcript mapping (Additional file 1: Fig. S14c, d). In this regard, the number of detected genes slightly depended on Read2 length (Additional file 1: Fig. S14d). 

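For 6 plates with 10 pg of RNA (3 RT25 and 3 RT100), libraries were sequenced on a HiSeq sequencer with 74 M reads at 98 nt and on a NextSeq sequencer with 104 M reads at 62 nt, so sequencer, reads and Read2 length cannot be told apart. The UMI count per well was 50463 ± 4751 on the HiSeq (SD, n = 6 plates) and 47206 ± 4370 on the NextSeq, higher on the HiSeq in 6 of 6 plates. The gene count was 7219 ± 291 and 7638 ± 291, lower on the HiSeq in every plate (ratio 0.945). The UMI conversion efficiency was 26.2% ± 2.47 and 17.4% ± 1.61, and spike-ins took 12.3% and 14.1% of the UMIs. For each measure the exact sign-flip permutation test gave p = 0.03125, the smallest p that 6 pairs allow.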

Long Read2 length led to better UMI counts, but high sequencing cost (Additional file 1: Fig. S14b). Therefore, in this study, we mainly used the NextSeq500 sequence platform and a Read2 length of 62 due to the cost performance of this combination.

### **Library preparation method for Quartz-Seq2**

Moreover, we mainly used the adaptor ligation method for sequence library preparation of Quartz-Seq2. 

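The cDNA of 1 plate with 10 pg of RNA per well in the RT100 condition was made into libraries by ligation and by Nextera, 3 of each at 74 M reads and a Read2 length of 62 nt, and 1 of each at 116 nt. Libraries from the same cDNA are not biological or plate replicates, so no p is given for their UMI counts. The ligation libraries held 16353574 to 16667554 UMIs and the Nextera libraries 16341349 to 16480901 UMIs. Per well this was 42957 ± 414 and 42729 ± 182 UMIs (SD, n = 3 libraries), and 6510 ± 25.0 and 6568 ± 16.2 genes. The ratio of ligation to Nextera was 1.01 for UMIs and 0.991 for genes, and at 116 nt the ratio of UMIs was 0.987.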

We did not observe a clear difference between the two sequence library preparation methods (ligation and Nextera/Tn5 transposase) regarding determination of the UMI count and the gene count. However, we could easily identify specific familiar genes (such as *Pou5f1* and *Gapdh*) using the ligation method (Additional file 1: Fig. S14e). Therefore, we mainly used the ligation method for Quartz-Seq2.

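Pou5f1, a transcription factor of pluripotent cells on chromosome 17 from 35506018 to 35510772, had 328 CPM in the ligation libraries and 33.4 CPM in the Nextera libraries (9.83-fold at 62 nt, 9.09-fold at 116 nt). Gapdh, a glycolytic enzyme gene on chromosome 6 from 125161715 to 125166467, had 4903 and 786 CPM (6.24-fold and 5.49-fold). Eno1b (7.87-fold) and Ube2s (13.4-fold) were higher with ligation, and Snhg9 (0.143-fold) and Ddx23 (0.196-fold) lower. Nanog (0.931-fold) and Sox2 (0.981-fold) differed little. Several of these genes have pseudogenes and may share reads with them. Of 10510 genes with a mean of at least 50 counts per library, 241 were at least 2-fold higher and 119 at least 2-fold lower with ligation, and 195 and 98 of these were so at 116 nt too.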

### **References**

1. Sasagawa Y, Nikaido I, Hayashi T, Danno H, Uno KD, Imai T, et al. Quartz-Seq: a highly reproducible and sensitive single-cell RNA sequencing method, reveals non-genetic gene-expression heterogeneity. *Genome Biol.* 2013;14:R31.

2. Tang F, Barbacioru C, Wang Y, Nordman E, Lee C, Xu N, et al. mRNA-Seq whole-transcriptome analysis of a single cell. *Nat. Methods*. 2009;6:377–82.
3. Kurimoto K. An improved single-cell cDNA amplification method for efficient high-density oligonucleotide microarray analysis. *Nucleic Acids Res*. 2006;34:e42–2.
4. Macosko EZ, Basu A, Satija R, Nemesh J, Shekhar K, Goldman M, et al. Highly Parallel Genome-wide Expression Profiling of Individual Cells Using Nanoliter Droplets. *Cell*. 2015;161:1202–14.
5. Klein AM, Mazutis L, Akartuna I, Tallapragada N, Veres A, Li V, et al. Droplet Barcoding for Single-Cell Transcriptomics Applied to Embryonic Stem Cells. *Cell*. 2015;161:1187–201.
6. Bose S, Wan Z, Carr A, Rizvi A, Vieira G, Pe'er D, et al. Scalable microfluidics for single-cell RNA printing and sequencing. *Genome Biol*. 2015;16:120.

## Supplemental Figures

### Fig. S1. Summary of improvements conferred by Quartz-Seq2

Target RNA was converted into amplifiable cDNA with a cell barcode sequence via several steps. We show a summary of the improvements in each step in the boxes. To convert more mRNA molecules to first-strand cDNA, we improved the efficiency of reverse transcription. Moreover, we used low-enzyme concentration for reverse-transcription. To collect more cDNA molecules for subsequent steps, we improved the collection efficiency in pooling steps. In addition, to convert more cDNA molecules to amplifiable cDNA, we improved the poly-A tagging efficiency. Finally, we reduced the PCR bias using an UMI sequence in the reverse-transcription primer.

### Fig. S2. Suppression of byproduct synthesis for poly-A tagging strategy

a) A schematic representation of the suppression of byproduct synthesis. RT primer remained in purified cDNA solution. Survival RT primer could be targeted with terminal transferase to attach a poly-A tail, the same as in the first-strand cDNA. Both types of resulting DNA had complementary sequences at both ends. The total length of the byproduct was shorter than first-strand cDNA. Previously, we reported that the length of target DNA is important for the suppression of byproduct synthesis. Specifically, the byproduct tended to form a pan-like structure, which prevented binding between PCR primer and template DNA. Finally, byproduct amplification was suppressed.

b) The effect of RT primer on byproduct synthesis. We used three kinds of RT primer (Quartz-Seq RT primer, v2 RT primer, and v3.1 RT primer) for whole-transcript amplification, in accordance with the Quartz-Seq-like conditions. First-strand cDNA with respective RT primer was treated with column purification and/or exonuclease I digestion. After that, purified cDNA solution was used for whole-transcript amplification. The yellow arrowhead indicates the byproduct derived from RT primer.

c) Typical cDNA pattern of Quartz-Seq2 from a 384-well plate containing 10 pg of total RNA.

**Fig. S3. The efficiency of first-strand cDNA synthesis and column purification**

a) We validated the purification efficiency. We prepared first-strand cDNA with 1 ng of total RNA and 1 ng of total RNA with 10 ng of tRNA using oligo-dT primer (mixture of v3.1). We performed column purification for first-strand cDNA solution using DNA Clean & Concentrator™-5 kit.

Thereafter, we determined the qPCR scores for eight genes (*Eef1b2*, *Nanog*, *Pou5f1*, *Sox2*, *Utf1*, *Spp1*, *Ywhae*, and *Tbp*) using purified first-strand cDNA and unpurified first-strand cDNA. We estimated the purification efficiency using the slope score of linear regression analysis by comparison between unpurified and purified conditions. The purification efficiency was 93.77% (n=4). The 10 ng of tRNA as carrier RNA. We thus investigated whether column purification could be used instead of exonuclease I treatment, which reached 95.52% (n=4) (p-value, 0.987). SCC stands for Spearman's rank correlation coefficient, while PCC stands for Pearson's correlation coefficient.

b) Improvement of reverse-transcription efficiency. We prepared first-strand cDNA using 200 pg of total RNA and poly-dT primer (mixture of v3.1) under six conditions (n=4). We also prepared first-strand cDNA using 200 pg of total RNA and random hexamer as a control for comparison (n=4). For the reverse transcription with random hexamer, we used the SuperScript IV system in accordance with the manufacturer's instructions. We determined qPCR scores for eight genes (*Eef1b2*, *Nanog*, *Pou5f1*, *Sox2*, *Utf1*, *Spp1*, *Ywhae*, and *Tbp*) using the above cDNA. We describe the respective conditions (buffers and temperature conditions) for reverse transcription with poly-dT primer in the boxes. In Quartz-Seq, the reverse-transcription buffer and temperature conditions were as follows (PCR buffer and 35°C for 5 min, 45°C for 20 min). Finally, we adopted the following conditions for Quartz-Seq2 (T100 buffer and 35°C for 5 min, 50°C for 50 min). Details of the buffer compositions are presented in Additional file 5: Table S4. We estimated the relative efficiency of reverse transcription using the slope score of linear regression analysis by comparison between poly-dT conditions and random hexamer conditions. In the Quartz-Seq condition, the relative efficiency of reverse transcription was 48.48%. In the Quartz-Seq2 condition, the relative efficiency was 59.02%.

**Fig. S4. How to assemble collector unit for pooling of cell-barcoded cDNA**

a) Dimensional outline of the stainless-steel frame adaptor for collector type A. The metal frame was made by bending and welding one stainless-steel panel at a small factory (Yakkensha or AS ONE Corporation).

b) Assembly of collector type A. (1) First, we prepared a disposable one-well reservoir (Nalgene Microplate Robotic Reservoir with Flat Bottom 1200-1301, Thermo Scientific). (2) We put the metal frame around the one-well reservoir. (3) To prevent the spilling of liquid from the source plate to the reservoir plate, we sealed the foresides of the reservoir with paraffin film (Parafilm). (4) We then turned the reaction 384-well PCR plate upside down on the assembled collector type A. (5) Next, we set it on a centrifuge adaptor. (6) We then centrifuged the plate with the assemble collector at 3,010 g and 4°C for 3 min with swing-bucket rotors. By using spin-down collection (type A), we collected  $88.7 \pm 0.99\%$  (n=3) of solution in 5 min from two to four plates. We mainly used type A for cDNA collection.

c) Assembly of collector type B. (0) By using type B, cDNA solution of 384 wells was collected and split into eight wells in a reservoir. (1) We prepared an eight-well disposable reservoir. (2) We put a joint-adaptor (384 Transfer Plate 1859-3845, Watson/Fukaekasei) around the eight-well reservoir. The joint-adaptor has 384 funnel-shaped wells, which enable liquid transfer. (3) We turned the reaction 384-well PCR plate upside down on the assembled collector type B. (4) We then fixed the assembled one using metal holders (Watson/Fukaekasei). (5) Next, we set it on a centrifuge adaptor. (6) We centrifuged the plate with the assemble collector at 3,010 g and 4°C for 3 min with swing-bucket rotors. By using spin-down collection (type B), we collected  $86.9 \pm 0.4\%$  (n=2) of solution in 5 min from two to four plates.

**Fig. S5. Reproducibility of improvement of poly-A tagging reaction**

a) Bar plot represents the relative DNA yield in various poly-A tagging conditions using first-strand cDNA purified from 1 ng of total RNA (n=3 for each condition). We quantified cDNA yield (400–5,900 bp) and byproduct DNA yield (100–400 bp) by Fragment Analyzer (Advanced Analytical). A red color indicates the conditions for which Quartz-Seq2 was used.

- b) Another experiment for the improvement of poly-A tagging efficiency with T55 buffer and the “Increment” condition.
- c) The improvement of cDNA yield with the combination of T55 buffer and “Increment” (T55+Inc) was confirmed by qPCR assay. We detected eight genes (*Eef1b2*, *Nanog*, *Pou5f1*, *Sox2*, *Utf1*, *Spp1*, *Ywhae*, *Tbp*) with amplified cDNA of Figure 2a and nonamplified cDNA. We prepared nonamplified cDNA with 200 pg of total RNA and random hexamer. SCC stands for Spearman’s rank correlation coefficient.

**Fig. S6. Cost comparison of single-cell RNA-seq methods including Quartz-Seq2**

- a) Costs of sequence library DNA and sequence analysis with NextSeq500 for single-cell RNA-seq methods. Quartz-Seq refers to the method that we previously developed. We show the cost in Japanese currency [the monetary unit is the yen (¥)]. The exchange rates for one US dollar and one euro were 113 yen and 131 yen on average in November 2017. The blue bar represents the sequence cost, if we prepare 0.1 M or 0.2 M fastq reads on average for a single cell. The cost of several methods is derived from a previous study (asterisks) [1].
- b) The relative total cost including preparation cost and sequence cost for single-cell RNA-seq methods.

1. Ziegenhain C, Vieth B, Parekh S, Reinius B, Guillaumet-Adkins A, Smets M, et al. Comparative Analysis of Single-Cell RNA Sequencing Methods. *Mol. Cell*. 2017;65:631–4.

**Fig. S7. Cost reduction via a low concentration of enzymes in reverse transcription for Quartz-Seq2**

- a) The step of reverse transcription has the highest cost in the single-cell experimental part of Quartz-Seq2. We present the different proportions of costs associated with each of the experimental steps. The step of reverse transcription accounts for approximately 65% of the total cost in the “RT100” condition. We thus established the “RT25” condition by reducing the enzyme concentration to 25% in reverse transcription (for details, see Methods). Moreover, the number

of columns for the concentration of first-strand cDNA affected the cost for the process downstream of purifying cDNA. The use of a small number of columns also decreased the cost.

b) Assay assessing the use of a low enzyme concentration in reverse transcription. We reverse-transcribed 200 pg of total RNA into first-strand cDNA with two buffers (PCR buffer and T100 buffer). T100 buffer was used for the reverse-transcription step of Quartz-Seq2. We reduced the levels of reverse transcriptase and RNase inhibitor in the reverse-transcription premix as follows: RT100 (20 units/ $\mu$ L SuperScript III, 2.2 units/ $\mu$ L RNasin plus), RT80 (16 units/ $\mu$ L SuperScript III, 1.76 units/ $\mu$ L RNasin plus), RT60 (12 units/ $\mu$ L SuperScript III, 1.32 units/ $\mu$ L RNasin plus), RT40 (8 units/ $\mu$ L SuperScript III, 0.88 units/ $\mu$ L RNasin plus), and RT20 (4 units/ $\mu$ L SuperScript III, 0.44 units/ $\mu$ L RNasin plus). We determined the expression of four genes by qPCR for the respective conditions (n=4). We show the relative qPCR score, which is normalized by RT100 with PCR buffer for the respective genes.

c) We prepared first-strand cDNA using 200 pg of total RNA and poly-dT primer (mixture of v3.1) under serially diluted enzyme conditions (technical replicates, n=5). The detail of enzyme concentration is presented in the figure. We determined qPCR scores for ten genes (*Eef1b2*, *Nanog*, *Pou5f1*, *Sox2*, *Fn1*, *Spp1*, *Utf1*, *Atp5a*, *Rex1*, and *Lefty2*) using the above cDNA. For Figure 2b, we calculated the average relative qPCR score with 10 genes per technical replicate.

d) Bar plots present the amount of amplified cDNA from three technical replicates of a 384-well plate with 10 pg of total RNA in all wells for the “RT100” and “RT25” conditions. The y-axis represents the yield of amplified cDNA. The cDNA yields from 10 pg of total RNA were  $55.9 \pm 5.5$  ng for “RT100” and  $65.7 \pm 2.5$  ng for “RT25.” The presented p-value was obtained using two-tailed Welch's t-test.

**Fig. S8. Low enzyme concentration in reverse transcription improved the variability of UMI counts and gene counts**

For three conditions [Quartz-Seq-like, Quartz-Seq (RT100), Quartz-Seq (RT25)], we performed three batch experiments using all wells of a 384-well plate, which contained 10 pg of total RNA. For Quartz-Seq2, we used different enzyme concentrations for reverse transcription. We used the following reverse-transcription premix: RT100 (2x Thermopol buffer, 20 units/ $\mu$ L SuperScript

III, 2.2 units/ $\mu$ L RNasin plus) and RT25 (2x Thermopol buffer, 5 units/ $\mu$ L SuperScript III, 0.55 units/ $\mu$ L RNasin plus) for Quartz-Seq2. The presented p-value was obtained using two-tailed Welch's t-test between the RT100 condition (three 384-well plates) and the RT25 condition (three 384-well plates). The UMI conversion efficiency levels at approximately 0.096 M fastq reads on average per well were as follows: Quartz-Seq-like ( $14.83 \pm 1.3\%$ , three 384-well plates), Quartz-Seq2 (RT100) ( $27.76 \pm 1.05\%$ , three 384-well plates), and Quartz-Seq2 (RT25) ( $31.25 \pm 0.81\%$ , three 384-well plates). We prepared library DNA with Tn5 transposase for the batch 3 experiment for the Quartz-Seq-like condition (asterisks). For accurate comparison of quantitative performance, we removed batch 3 of Quartz-Seq-like in Figure 2.

b) We analyzed the same sequence library DNA with NextSeq500 and HiSeq2500. Read2 lengths of NextSeq500 and HiSeq2500 were 62 and 98, respectively. Circles represent the data from NextSeq500. Triangles represent the data from HiSeq2500.

#### **Fig. S9. Calculation of UMI conversion efficiency**

We performed the conversion from fastq reads as initial reads to UMI counts via several steps. We define the formula for calculating the UMI conversion efficiency (boxed region). Each parameter is defined as follows:  $UMI_{sc}$ : the number of UMI count, assigned to a single-cell sample,  $fastq_{sc}$ : the number of fastq reads derived from each single-cell sample,  $fastq_{non-sc}$ : the number of fastq reads derived from non-single-cell samples, which include experimental byproducts such as WTA adaptors, WTA byproducts, and non-STAMPs. Initial fastq reads are composed of  $fastq_{sc}$  and  $fastq_{non-sc}$ .

#### **Fig. S10. Effect of lower enzyme concentration on quantitative performance of Quartz-Seq2**

We prepared sequence library DNA of Quartz-Seq2 from 10 pg of total RNA of four 384-well plates by using two different reverse-transcription premixes as follows: RT25 (2x Thermopol buffer, 5 units/ $\mu$ L SuperScript III, 0.55 units/ $\mu$ L RNasin plus) and RT6.25 (2x Thermopol buffer, 1.25 units/ $\mu$ L SuperScript III, 0.1375 units/ $\mu$ L RNasin plus) for Quartz-Seq2. We performed four-batch experiments on different experimental days for the RT25 and RT6.25 conditions.

a) We present the quantitative performances of Quartz-Seq2. b) Technical variability of Quartz-Seq2 with RT25 and RT6.25. We present the distribution of gene expression variability from 1,536 wells. We show the mean and S.D of dispersion in a box. c) Quantitative performance of ERCC spike-in RNA for Quartz-Seq2 under two different conditions. The x-axis represents the average of the detection limit. The y-axis represents the ERCC capture efficiency.

**Fig. S11. Technical introduction to Drop-seq**

a) We observed a clear knee in the cumulative distribution plot of the UMI count, which corresponded to the cell barcodes derived from cells.

b) We validated our technical introduction to Drop-seq using a species mixing experiment. Specifically, we performed a Drop-seq experiment using a mixture of mouse ES cells and human iPS cells. We analyzed 16,000 barcode beads. We confirmed that sequence reads of each cell barcode were exclusively mapped to mouse and human transcripts.

c) Schematic representation of the experimental design for the validation of Drop-seq and Quartz-Seq2. ES cells and Dex-treated ES cells were dissociated from each other. Dex-treated ES cells differentiated into primitive endoderm-like cells. The cell suspensions for these were equally mixed. We used this mixture of cells for Drop-seq and Quartz-Seq2 in the “RT25” condition.

d) Knee plot of UMI count for Drop-seq using a mixture of ES cells and Dex-treated ES cells. We selected 500 STAMPs for downstream analysis of Drop-seq.

e) The number of UMI count and gene count per cell in the selected number of STAMPs.

f) Distribution of gene count for Quartz-Seq2 using ES cells and Dex-treated ES cells. We excluded low-quality cells that expressed fewer than 4,000 genes.

g) Drop-seq and Quartz-Seq2 could distinguish between ES cells and differentiated cells by principal component analysis. It is known that the *Dab2* gene is highly expressed in differentiated cells. Red dots represent differentiated cells that highly express the *Dab2* gene.

h) Schematic representation of filtering before the calculation of differentially expressed genes between ES and Dex-treated ES cells (PrE cells).

**Fig. S12. Simulation-based power analysis for Figures 3 and 4**

a) We performed simulation-based power analysis by using the data set of Quartz-Seq2 and Drop-seq in Figure 3 with G6GR ES cells. The true positive rate (TPR) and false discovery rate (FDR) were determined for 0.24 million reads on average per cell for the following sample sizes:  $n = 16$ ,  $n = 32$ ,  $n = 64$ ,  $n = 128$ ,  $n = 256$ , and  $n = 512$  per group. Line plots represent the median of 25 simulations. We also show the absolute numbers of true-positive-simulated genes and false-discovery-simulated genes. Line plots represent the median and S.D. of 25 simulations.

b-c) Simulation-based power analysis by using the data set of Quartz-Seq2 and other methods presented in Figure 4 with J1 ES cells. True positive rate (TPR) and false discovery rate (FDR) were determined for 0.1 million reads on average per cell for the following sample sizes:  $n = 16$ ,  $n = 32$ ,  $n = 64$ ,  $n = 128$ ,  $n = 256$ , and  $n = 512$  per group. Line plots represent the median of 25 simulations. We also show the absolute numbers of true-positive-simulated genes and false-discovery-simulated genes. Line plots represent the median and S.D. of 25 simulations.

**Fig. S13. Assessment of quantitative performance for external control RNA using Quartz-Seq2 data and previously reported data**

a) Quantitative data of ERCC spike-in RNA about Quartz-Seq2 data, including 25 batch experiments corresponding to 11,520-well samples. We plotted the ERCC capture efficiency and average detection limit at respective data points of initial fastq reads for 25 batch experiments. All batch experiments can ensure 30,000 fastq reads/well on average (red line). We calculated the ERCC capture efficiency and detection limit for CEL-seq2(C1), CEL-seq2, and MARS-seq by using a digital expression matrix from Svensson et al. [2]. We observed that these performances strongly correlated with the numbers of initial fastq reads and samples. Nevertheless, Quartz-Seq2 had good performance equivalent to or higher than the range of fewer initial fastq reads.

b) Further comparison of the detection limit between Quartz-Seq2 and CEL-seq(C1). We reanalyzed CEL-seq2(C1) ( $n=96$ ) with SRA files, which were also used by Svensson et al. [2-3], using our pipeline. First, we confirmed that the detection limit of reanalyzed CEL-seq2(C1) was not an underestimate compared with that of previously analyzed CEL-seq2(C1). We observed

that the detection limit of all Quartz-Seq2 data from 25 batch experiments was lower than that of CEL-seq2 in the range of 30,000 initial fastq reads.

c) Strong correlation between the quantitative performance of ERCC spike-in RNA and the average amount of total RNA per single cell. The x-axis represents the average amount of total RNA per single cell. The y-axis represents the ERCC capture efficiency or average detection limit of ERCC spike-in RNA. We also show Spearman's rank correlation (SCC) between the average amount of total RNA per single cell and the quantitative performances of ERCC spike-in RNA from respective batch experiments.

d) We show the ERCC capture efficiency and detection limit from respective single-cell RNA methods using J1 ES cells.

2. Svensson V, Natarajan KN, Ly L-H, Miragaia RJ, Labalette C, Macaulay IC, et al. Power analysis of single-cell RNA-sequencing experiments. *Nat. Methods*. 2017;6:150.

3. Hashimshony T, Senderovich N, Avital G, Klochendler A, de Leeuw Y, Anavy L, et al. CEL-Seq2: sensitive highly-multiplexed single-cell RNA-Seq. *Genome Biol*. 2016;17:892.

**Fig. S14. Sequence platform and sequence library preparation for Quartz-Seq2**

a) There was no obvious difference between the NextSeq500 platform and the HiSeq2500 platform for Quartz-Seq2. We analyzed the same sequence library DNA with these different platforms. We did not observe any clear differences in UMI count and gene count.

b) We show the relative costs with the three sequence platforms for Quartz-Seq2. Read2 sequence of Quartz-Seq2 was used for the mapping to transcript. A Read2 length of 62 nt in NextSeq500 was the most cost-effective setting for Quartz-Seq2.

c) Read2 length affected the unique mapping ratio. We prepared the three kinds of sequence library DNA from the same amplified cDNA of Quartz-Seq2. We prepared the library DNA using the ligation method and the Nextera method. We also prepared data comprising a mixture of ligation data and Nextera data.

**Fig. S15. We did not observe a clear batch effect among the twelve 384-well plates in Quartz-Seq2**

We plotted the 4,484 cells on t-SNE space with color labeling for each 384-well PCR plates.

**Fig. S16. Quality check of high proportion of mitochondrial RNA for a cell cluster**

We show the UMI count, gene count, and the proportion of mitochondrial RNA for each cluster. We present the mean UMI count for each cluster. In cluster 2, both marker genes (ES and PrE marker genes) were expressed. In addition, the UMI count of cluster 2 was about twice those of clusters 1 and 4. Therefore, cluster 2 was judged to represent doublets of an ES cell and a PrE cell. Moreover, we determined the UMI count derived from mitochondrial genes. We also calculated the proportion of mitochondrial RNA for respective cell clusters. In cluster 6, the proportion was higher than for the other cell clusters.

**Fig. S17. Magnified version of Figure 6c**

**Fig. S18. Quartz-Seq2 with ultra-shallow fastq reads enables identification of heterogeneity of cell cycle phase within a cell type.**

a) Cells are plotted on t-SNE space with coloring representing the intensity of Hoechst 33342 staining. We used 0.01 M fastq reads on average per cell as initial reads. b) Identification of cell cycle-associated genes.

**Fig. S19. Correlation between gene count and cell size in SVF populations**

a) Distribution of gene counts from respective single cells. We excluded those single cells expressing 500 or less different genes. b) Correlation between gene count and cell size from flow cytometry data. Each dot represents a single cell. Different colors are used to identify the different cell clusters. c) Distribution of cell size for each cell cluster. d) Immunofluorescence images of stromal vascular fraction. Yellow arrow-heads represent stained cell with antibody. White scale bars represent 10  $\mu$ m.

**Fig. S20. Full-sized image of Figure 7d**

**Fig. S21. Expression profile of ligand and receptor genes for stromal vascular fraction**

We present the gene expression using Quartz-Seq2 data and previous reported list of ligand and receptor genes [4]. Listed gene expression is displayed as a blue color in a heatmap. Class labeling of single-cells in stromal vascular fraction is displayed as each color. a) Heatmap of gene expression for ligand gene. b) Heatmap of gene expression for receptor gene.

4. Ramilowski JA, Goldberg T, Harshbarger J, Kloppman E, Lizio M, Satagopam VP, et al. A draft network of ligand–receptor-mediated multicellular signalling in human. *Nat Commun.* 2015;6:7866.

**Fig. S22. Expression profile of previously reported MSC marker genes for stromal vascular fraction**

We present the gene expression using Quartz-Seq2 data. We used a previously reported list of marker genes (*Thy1/Cd90*, *Eng/Cd105*, *Pdgfra*, *Lys6a/Sca1*, *Tnnt2*, *Nanog*, *Pou5f1*, *Sox2*, *Myog*, *Cd34*, *Cd31*, *Cd45*) in MSCs.

**Fig. S23. Expression profile of previously reported ASC marker genes for clusters 1 and 8**

We present the gene expression using Quartz-Seq2 data. We used a previously reported list of marker genes in CD34+/CD55+/Dpp4+ adipose-derived stem cells (ASC). Almost all marker genes were enriched in cluster 1.

**Fig. S24. Definition of “variable genes the expression of which is less associated with the cell cycle phase”**

a) In our strategy, cells were discretized into 40 equal-sized buckets based on the rank of Hoechst 33342 staining intensity. Then, the CV of averaged UMI counts for a gene in each bin was calculated (as mentioned in Methods). b) We represented the definition of “variable genes the expression of which is less associated with the cell cycle phase”.

Fig. S1

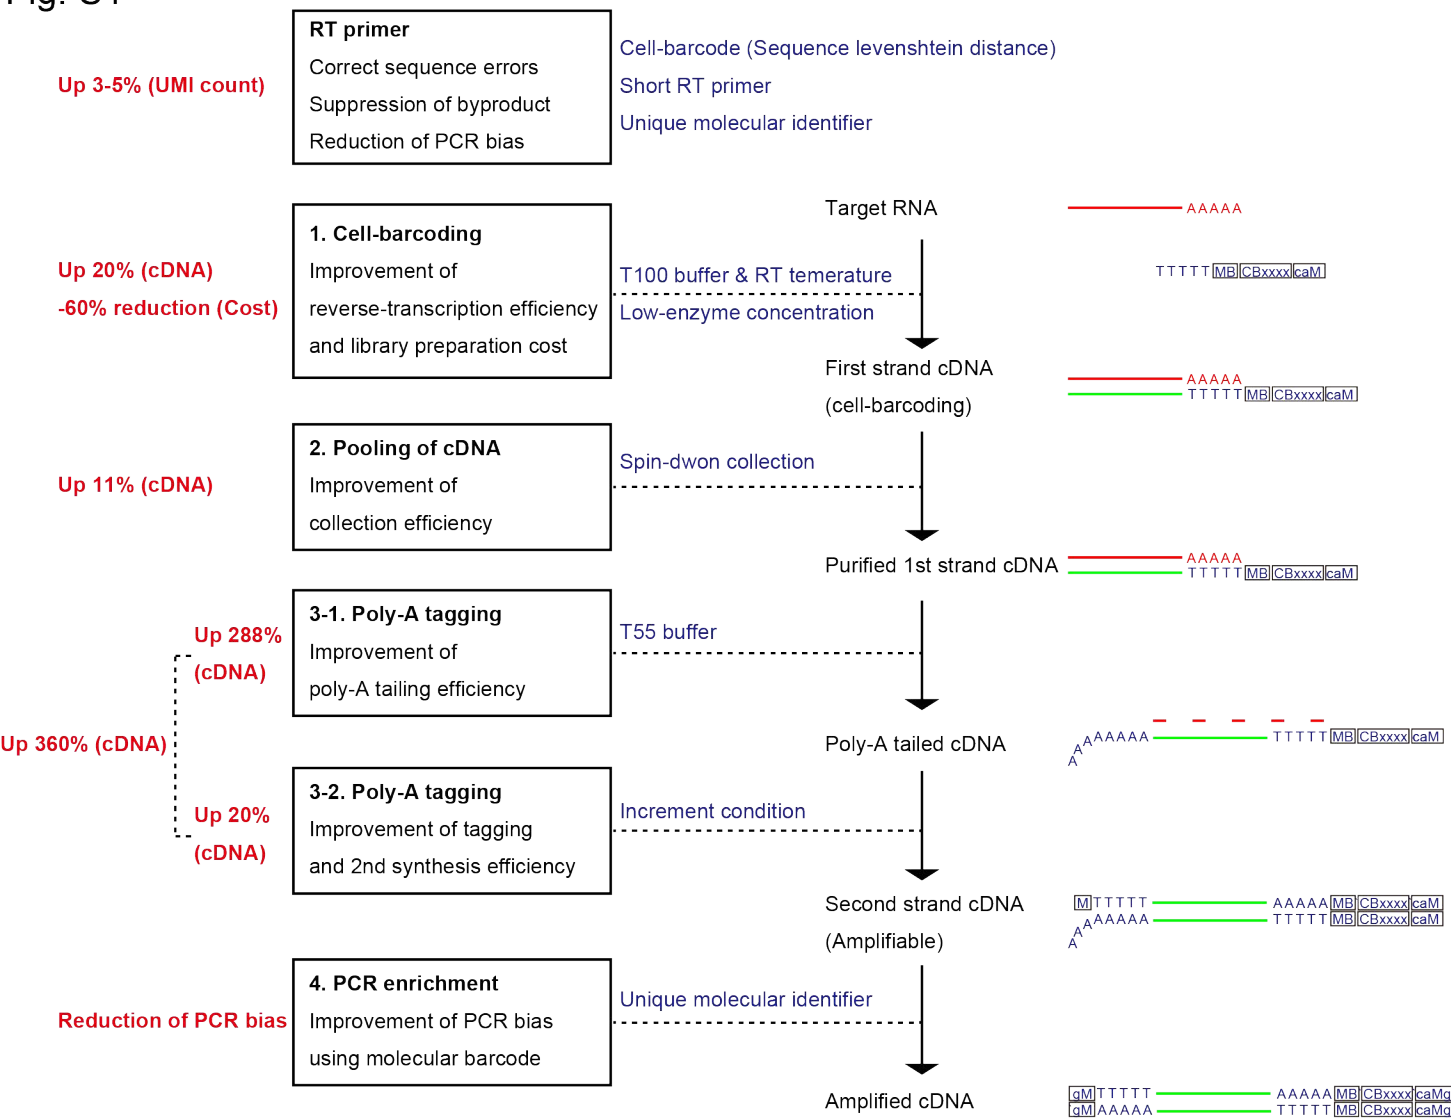

Fig. S2

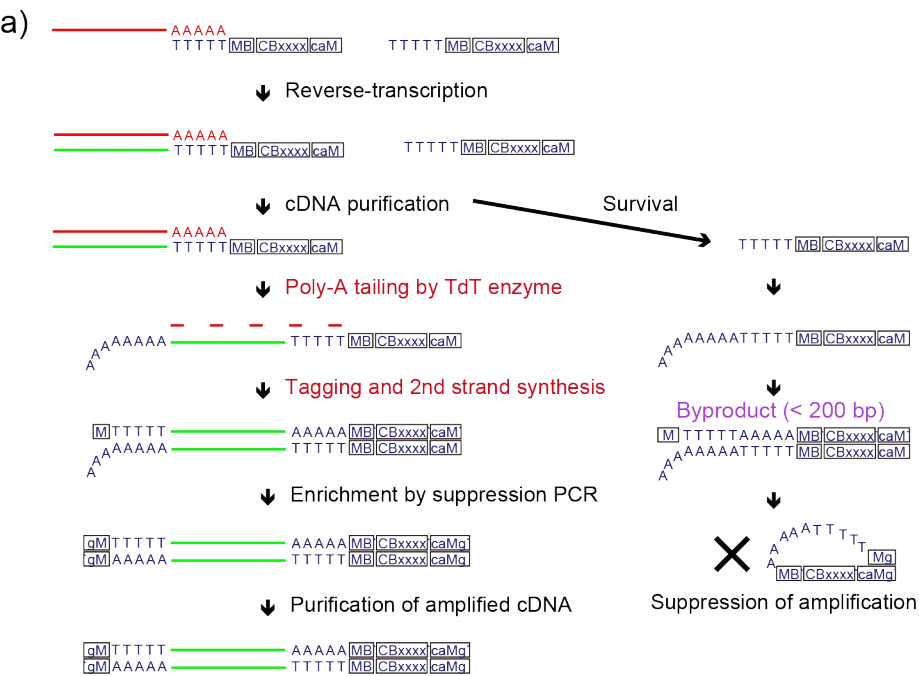

b)

Quartz-Seq RT primer (70mer)

Column (+), Exo I (-)

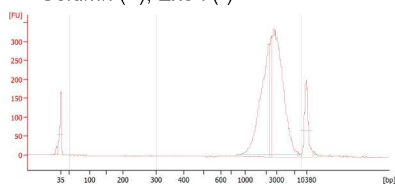

v2 RT primer (126mer)

Column (+), Exo I (-)

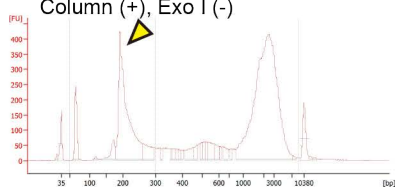

v3.1 RT primer (Quartz-Seq2) (73mer)

Column (+), Exo I (-)

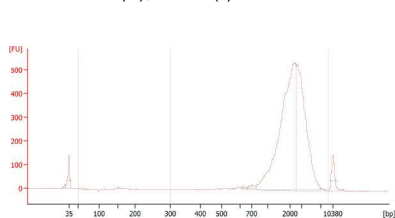

c)

T55 (Quartz-Seq2)

Column (+), Exo I (-)

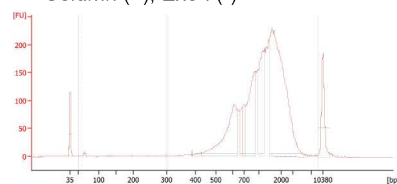

NBF40

Column (+), Exo I (-)

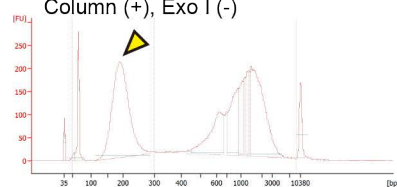

NBF40

Column (+), Exo I (-)

3 additional purification (+)

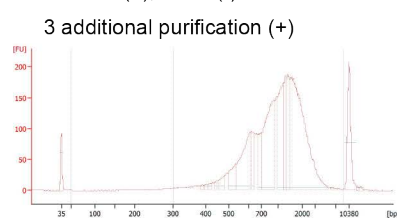

T55

Column (+), Exo I (+)

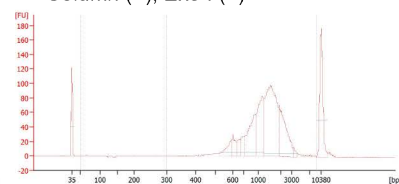

NBF40

Column (+), Exo I (+)

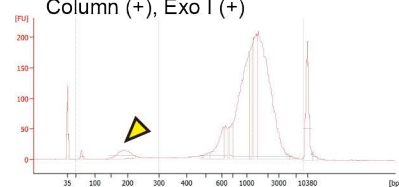

NBF40

Column (+), Exo I (+)

3 additional purification (+)

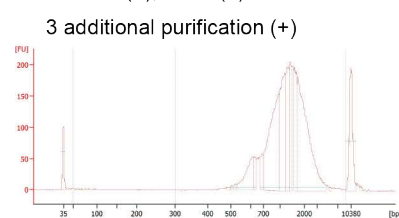

Fig. S3

a)

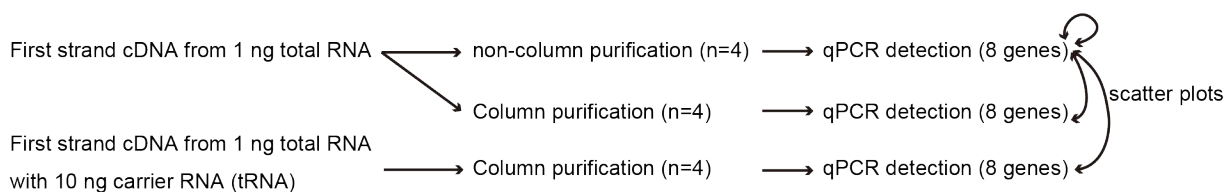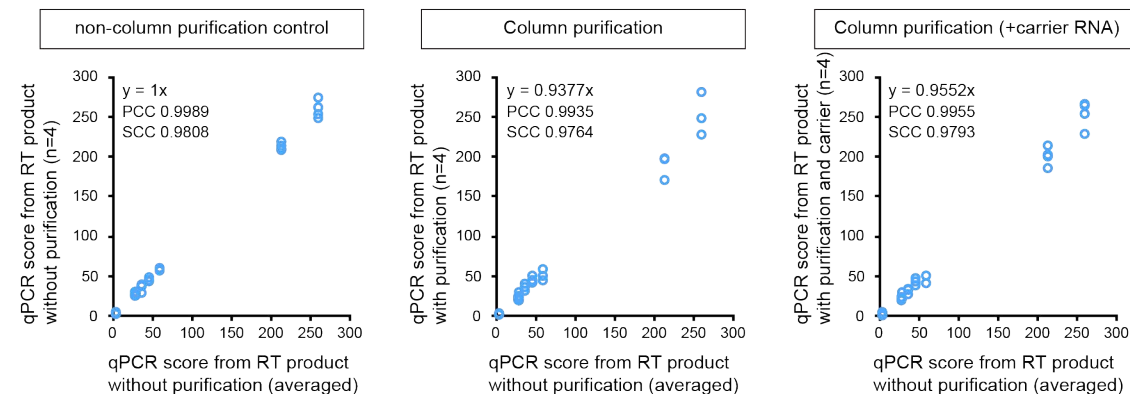

b)

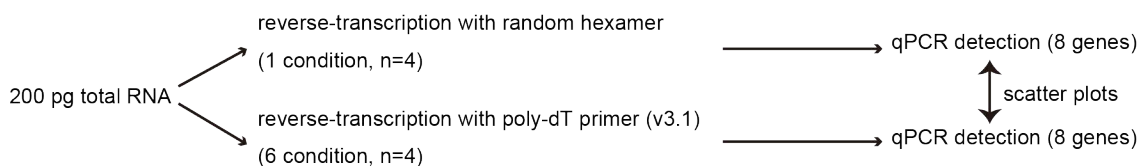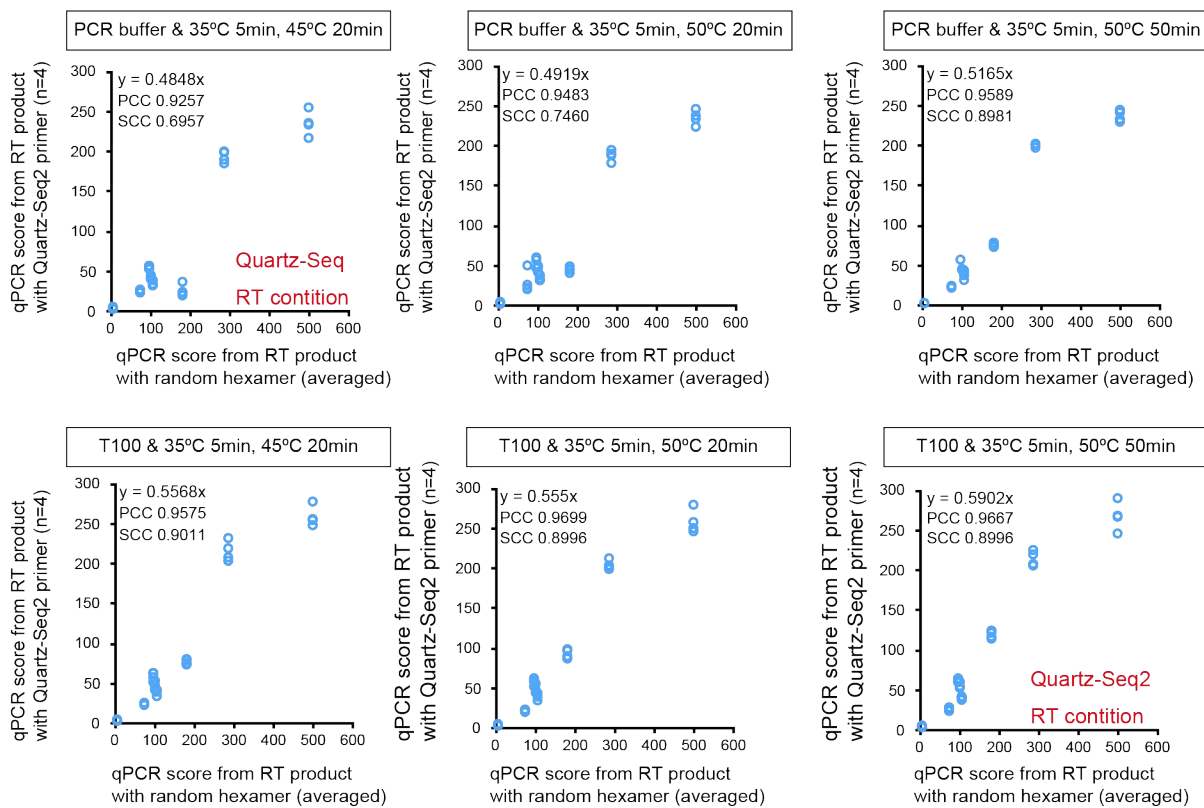

Fig. S4

a)

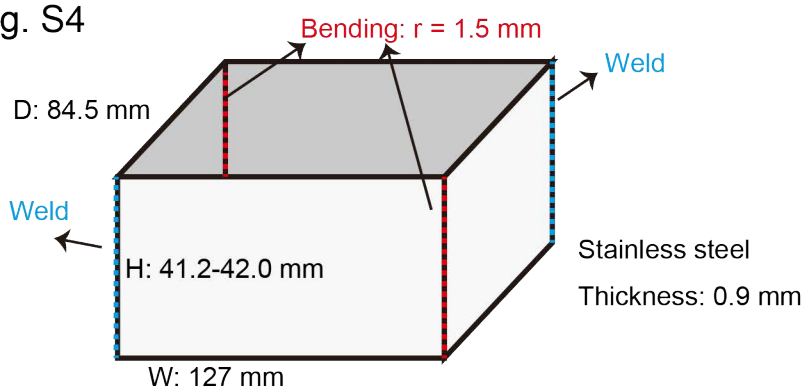

b)

1. One well reservoir

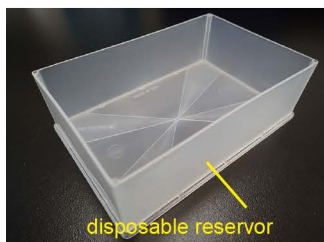

2. Equipment of metal frame

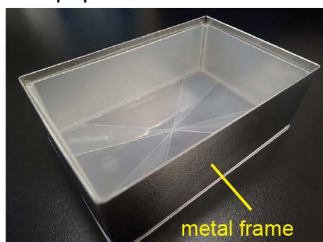

3. Equipment of paraffin films

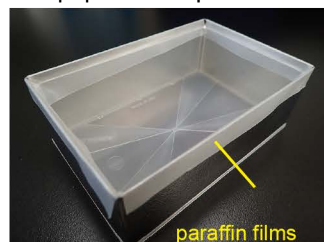

4. Place a reaction plate

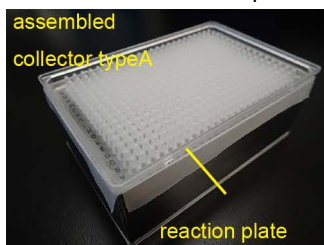

5. Set on centrifuge adaptor

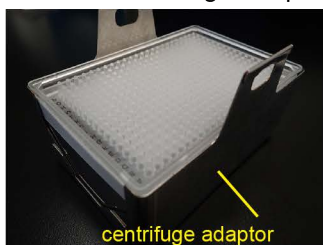

6. Set on centrifuge rotor

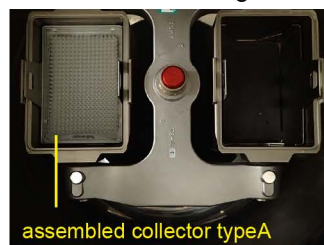

c)

0. preparation for assembling

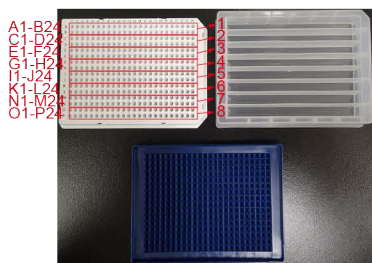

1. Eight well reservoir

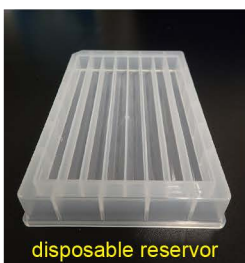

2. Equipment of transfer-plate

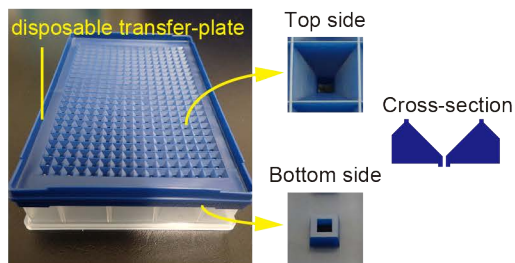

3. Place a reaction plate

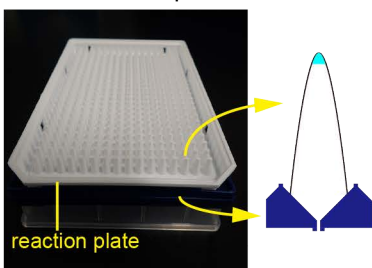

4. Fixation

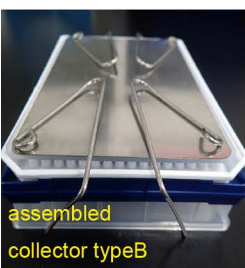

5. Set on centrifuge adaptor

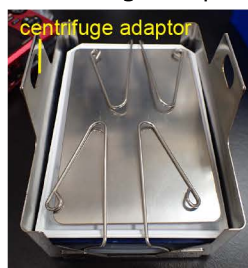

6. Set on centrifuge rotor

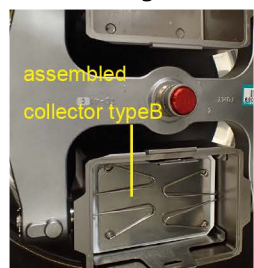

Fig. S5

a)

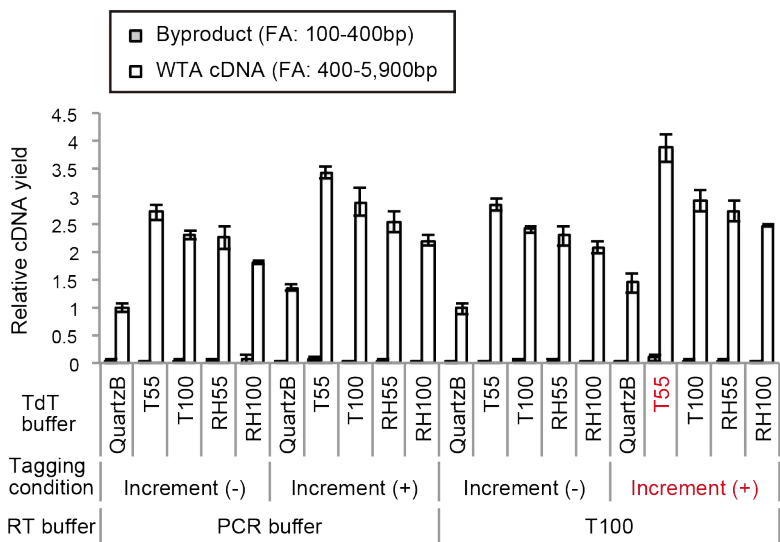

b)

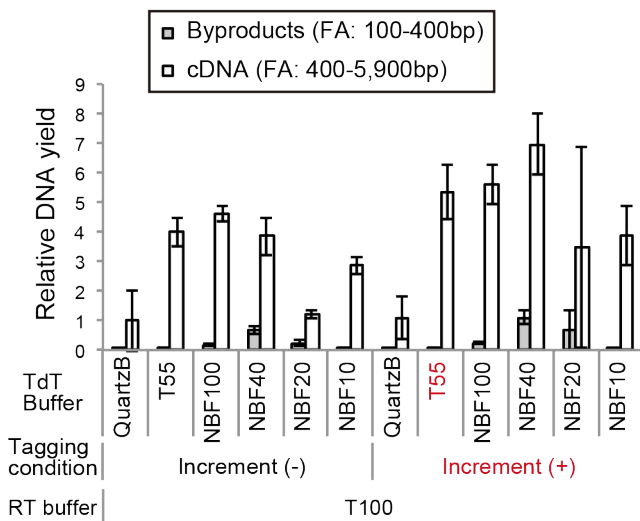

c)

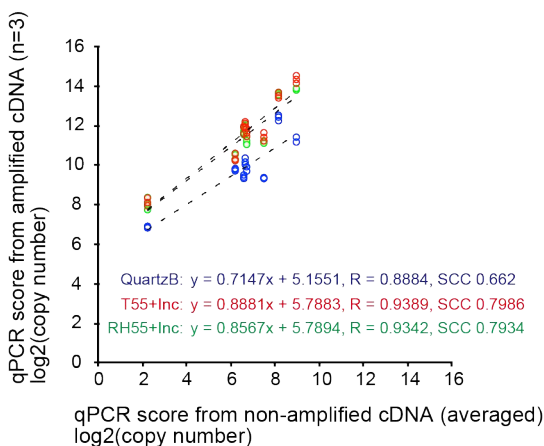

Fig. S6

a)

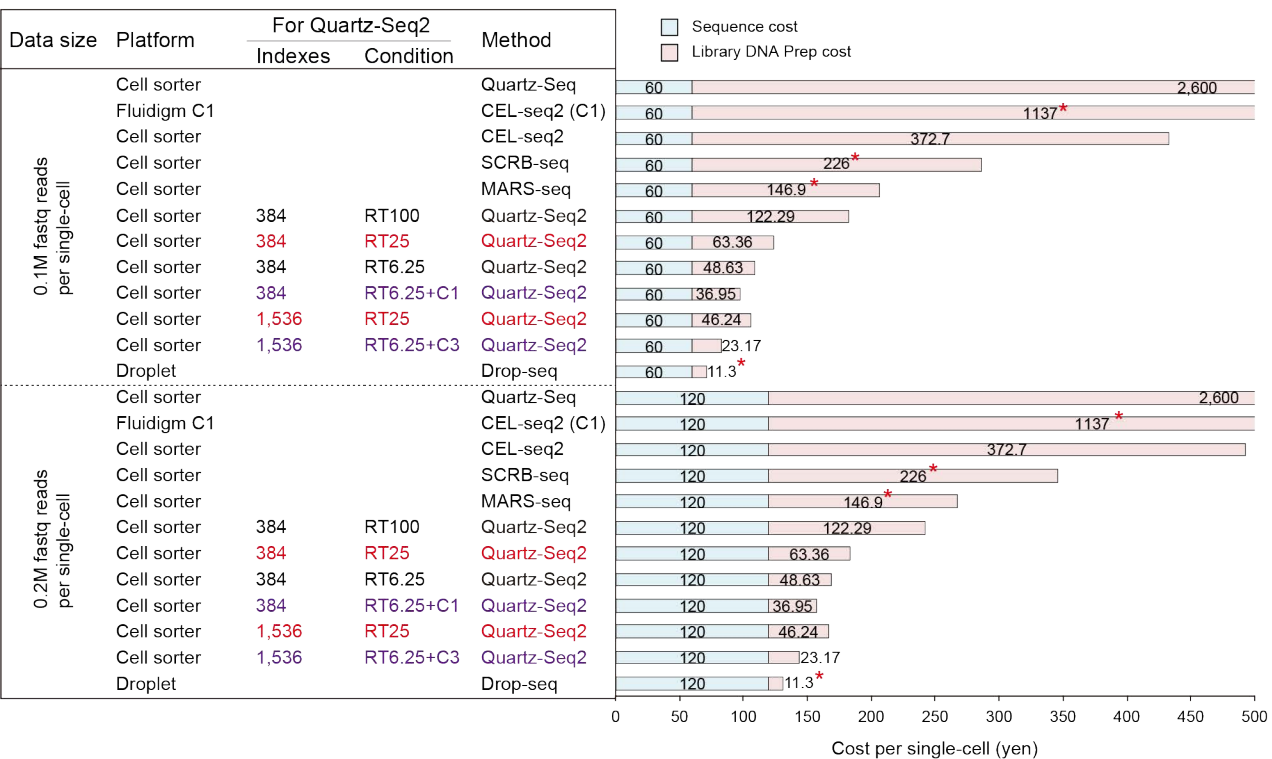

b)

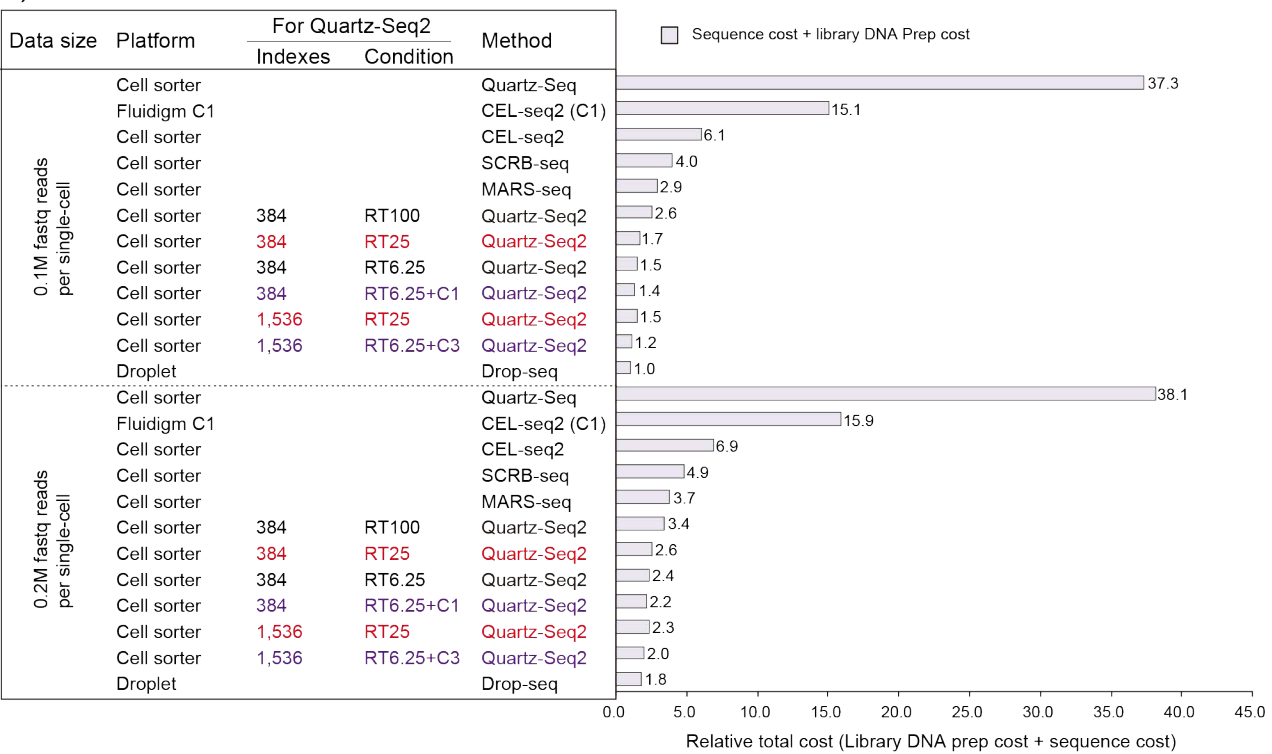

Fig. S7

a)

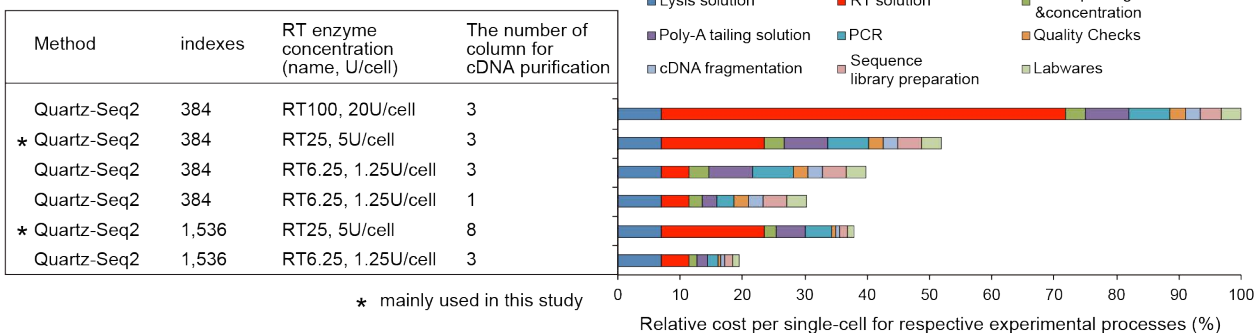

b)

Reverse-transcription buffer  
PCR buffer (Quartz-Seq)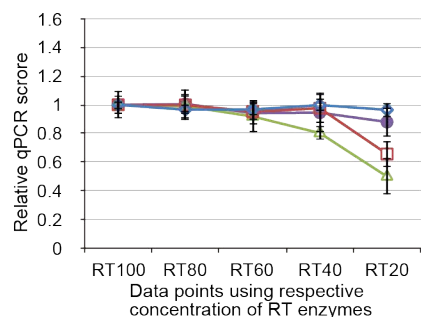Reverse-transcription buffer  
T100 buffer (Quartz-Seq2)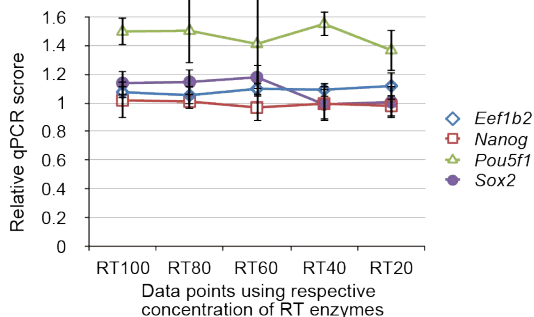

c)

[10 genes RT-qPCR x n=5] x [16 data points (RT enzymes)]

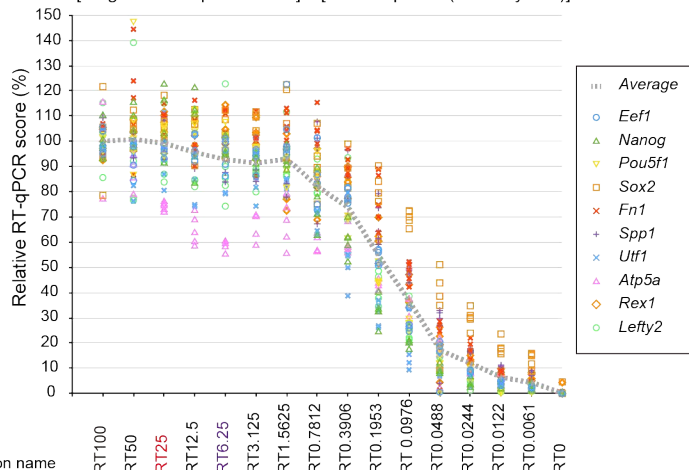

d)

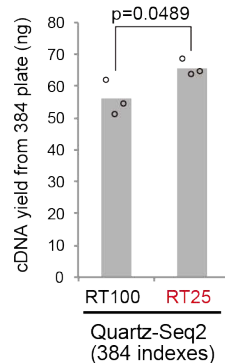

Condition name

RT enzymes concentration

Information about unit for RT enzymes

|         |     |    |       |    |
|---------|-----|----|-------|----|
| 100%    | 20U | 5U | 1.25U | 0U |
| 50%     |     |    |       |    |
| 25%     |     |    |       |    |
| 12.5%   |     |    |       |    |
| 6.25%   |     |    |       |    |
| 3.125%  |     |    |       |    |
| 1.5625% |     |    |       |    |
| 0.7812% |     |    |       |    |
| 0.3906% |     |    |       |    |
| 0.1953% |     |    |       |    |
| 0.0976% |     |    |       |    |
| 0.0488% |     |    |       |    |
| 0.0244% |     |    |       |    |
| 0.0122% |     |    |       |    |
| 0.0061% |     |    |       |    |
| 0%      |     |    |       |    |

SuperScript III reverse-transcriptase in RT solution(unit/uL)

2.2U 0.55U 0.135U 0U

RNase inhibitor (Unit/well) in RT solution (unit/uL)

Data points using respective concentration of RT enzymes

Fig. S8

a)

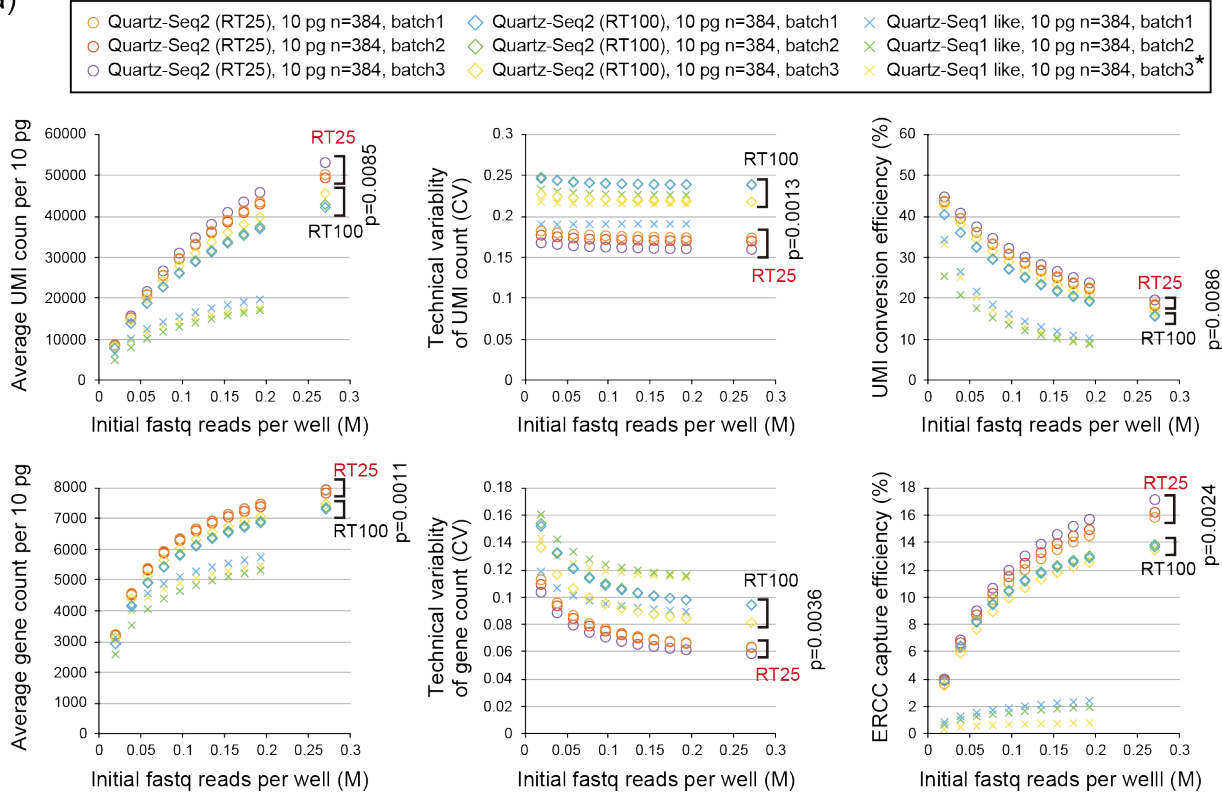

b)

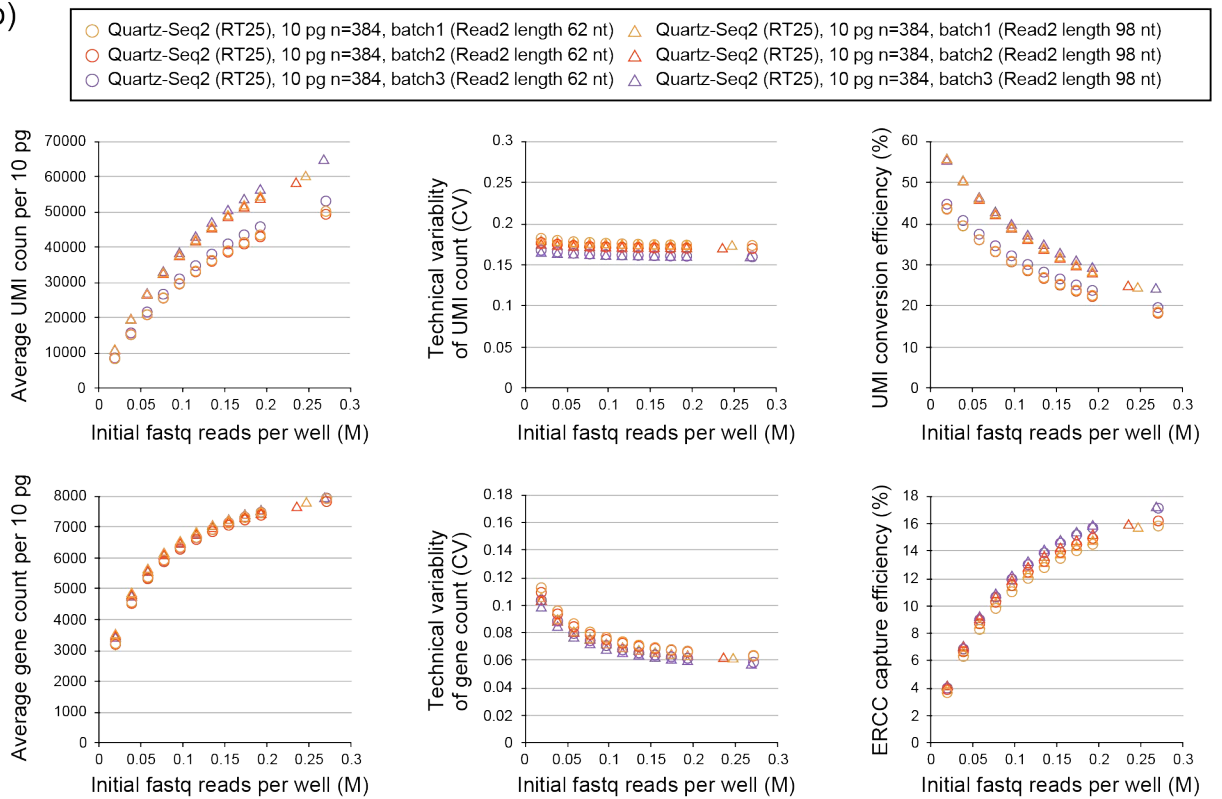

Fig. S9

$$\text{UMI conversion efficiency} = \frac{\sum UMI_{sc}}{\sum fastq_{sc} + fastq_{non-sc}}$$

UMI conversion  
efficiency

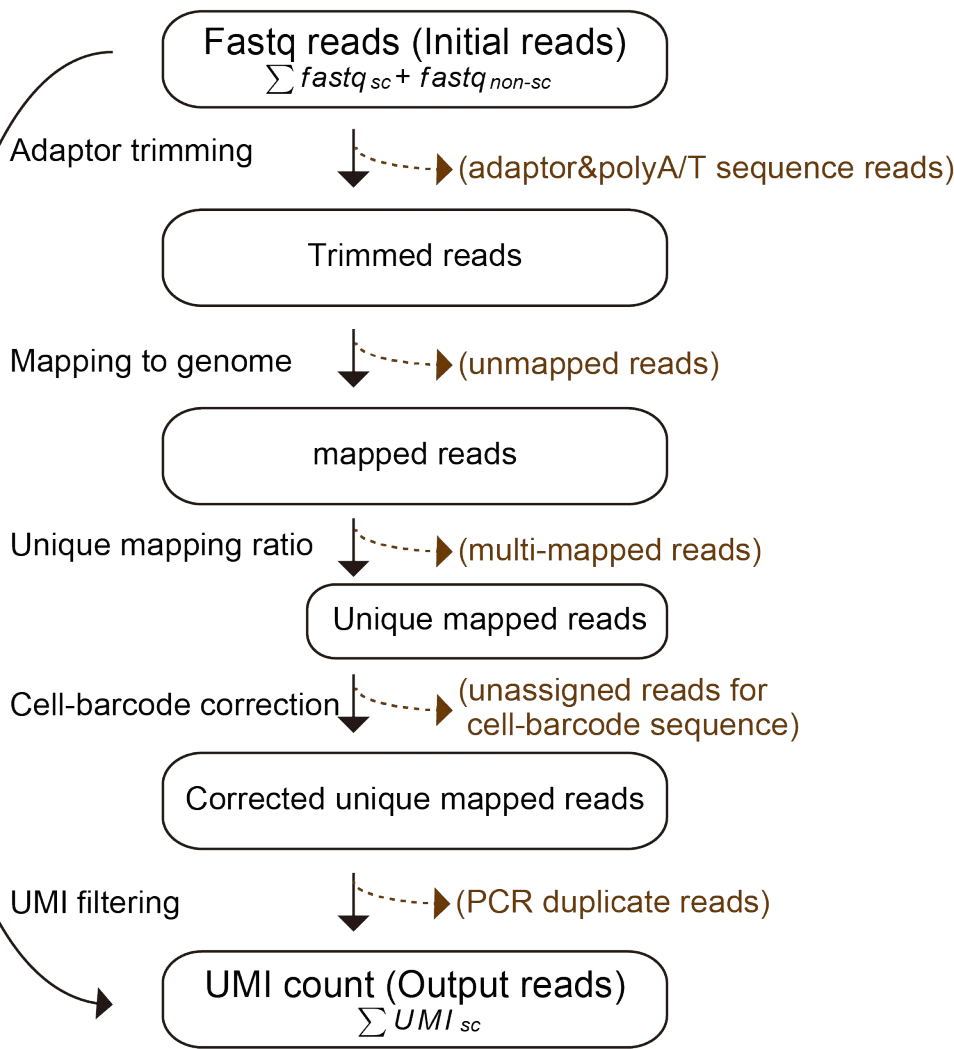

Fig. S10

a)

| Sample name          | Sample                        | Method      | Type of indexes | Concentration of RT enzymes (%) | Experimental Day & batch number | The number of initial fastq reads per well (on average) |
|----------------------|-------------------------------|-------------|-----------------|---------------------------------|---------------------------------|---------------------------------------------------------|
| RT25_mES10pgV31_p24  | mouse 10 pg total RNA (n=384) | Quartz-Seq2 | 384             | 25                              | Day 1 & batch 1                 | 100,000                                                 |
| RT25_mES10pgV31_p25  | mouse 10 pg total RNA (n=384) | Quartz-Seq2 | 384             | 25                              | Day 1 & batch 2                 | 100,000                                                 |
| RT25_mES10pgV31_p28  | mouse 10 pg total RNA (n=384) | Quartz-Seq2 | 384             | 25                              | Day 2 & batch 3                 | 100,000                                                 |
| RT25_mES10pgV31_p29  | mouse 10 pg total RNA (n=384) | Quartz-Seq2 | 384             | 25                              | Day 2 & batch 4                 | 100,000                                                 |
| RT625_mES10pgV31_p22 | mouse 10 pg total RNA (n=384) | Quartz-Seq2 | 384             | 6.25                            | Day 1 & batch 1                 | 100,000                                                 |
| RT625_mES10pgV31_p23 | mouse 10 pg total RNA (n=384) | Quartz-Seq2 | 384             | 6.25                            | Day 1 & batch 2                 | 100,000                                                 |
| RT625_mES10pgV31_p26 | mouse 10 pg total RNA (n=384) | Quartz-Seq2 | 384             | 6.25                            | Day 2 & batch 3                 | 100,000                                                 |
| RT625_mES10pgV31_p27 | mouse 10 pg total RNA (n=384) | Quartz-Seq2 | 384             | 6.25                            | Day 2 & batch 4                 | 100,000                                                 |

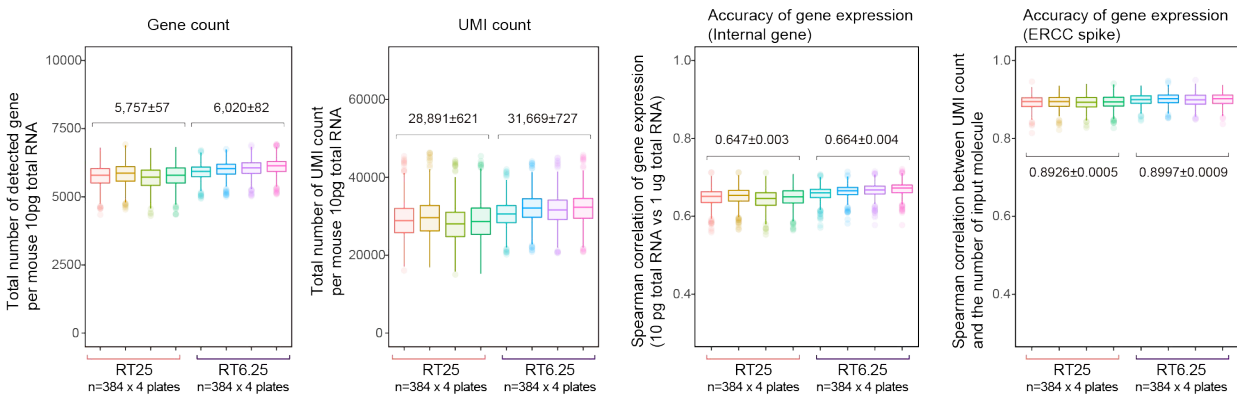

b)

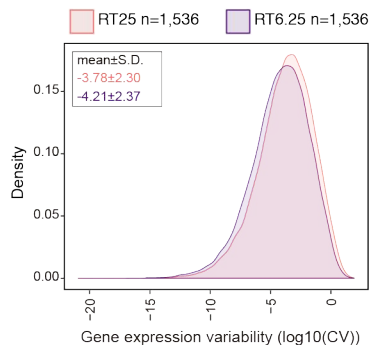

c)

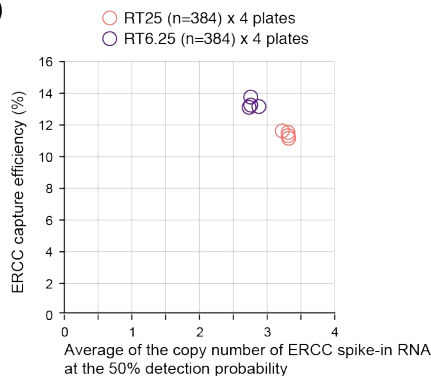

Fig. S11

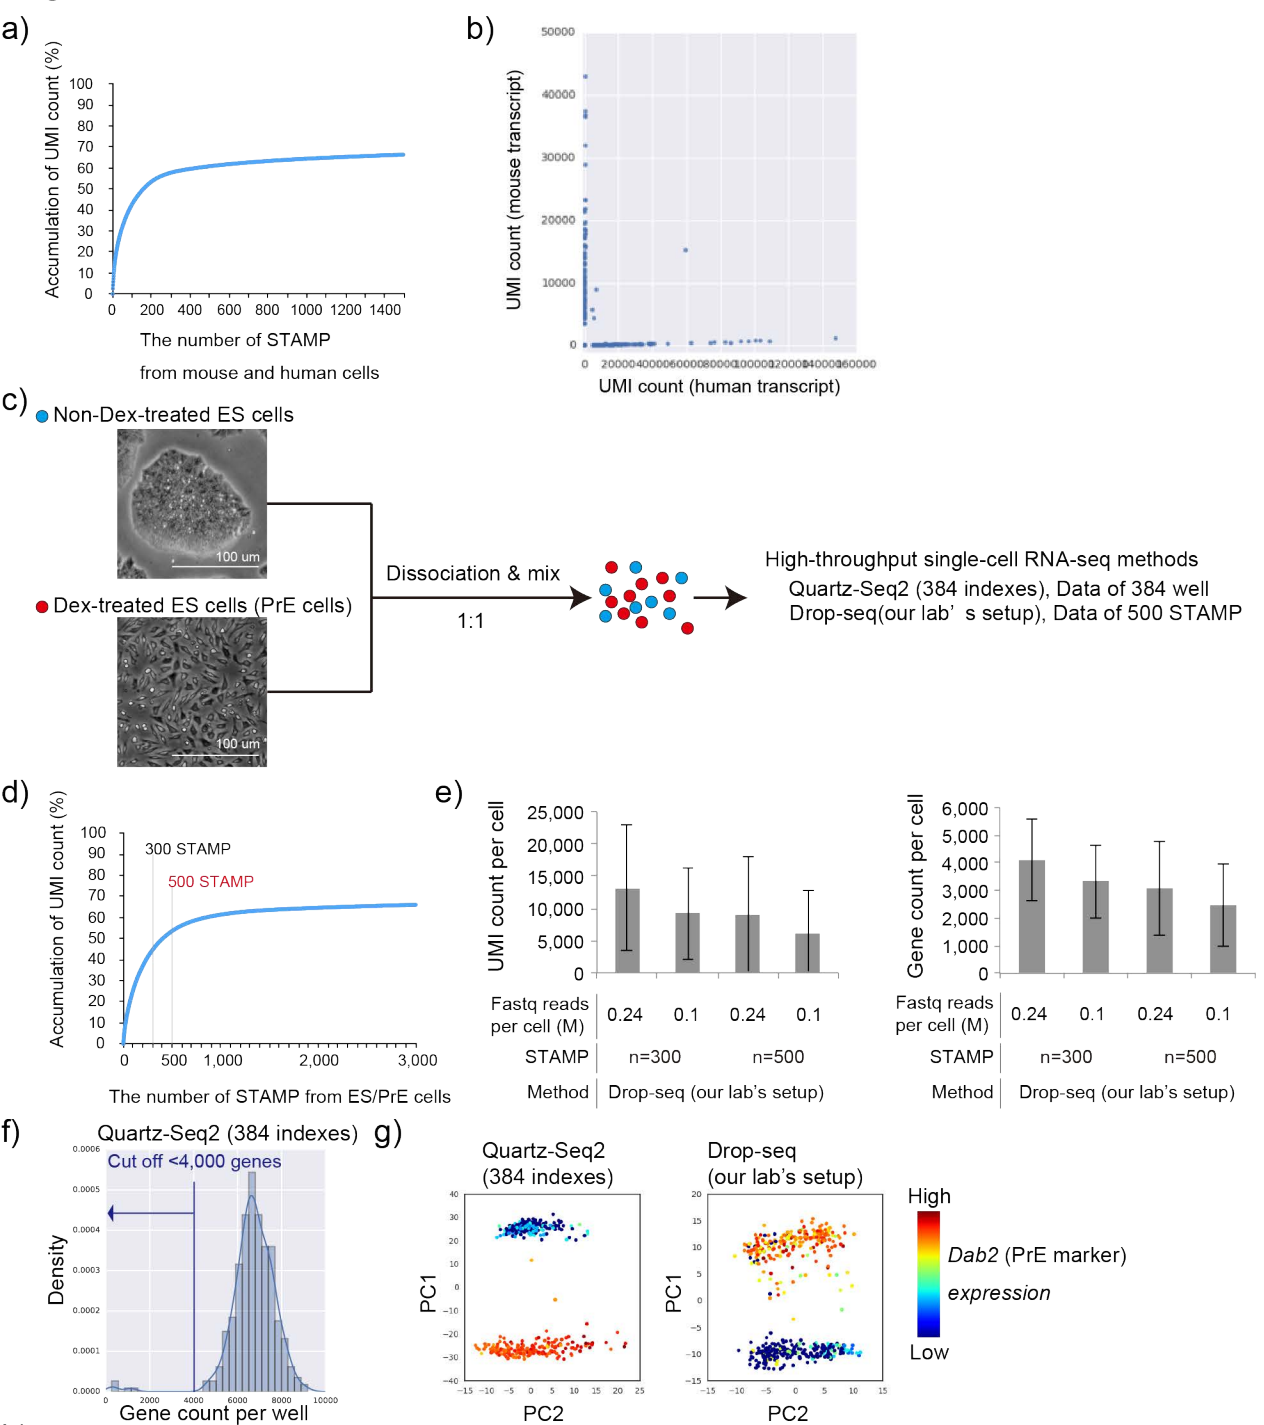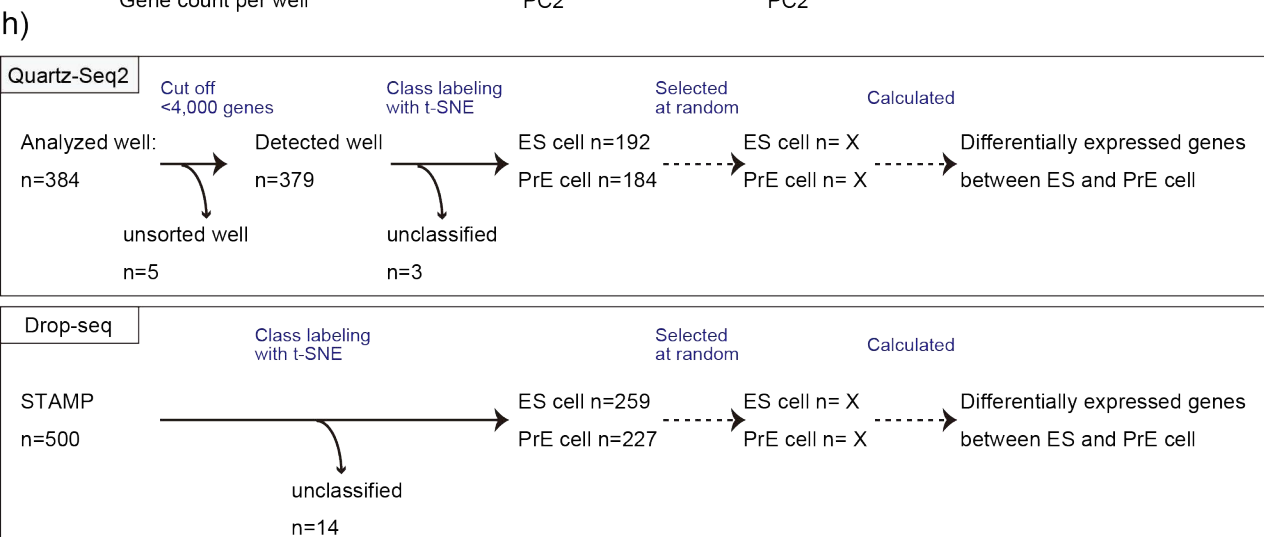

Fig. S12

a)

| Method      | Sample                               | Data     | Related figure |
|-------------|--------------------------------------|----------|----------------|
| Drop-seq    | G6GR ES cell (non-dex treated) n=192 | Our data | Figure 3       |
| Quartz-Seq2 | G6GR ES cell (non-dex treated) n=259 | Our data | Figure 3       |

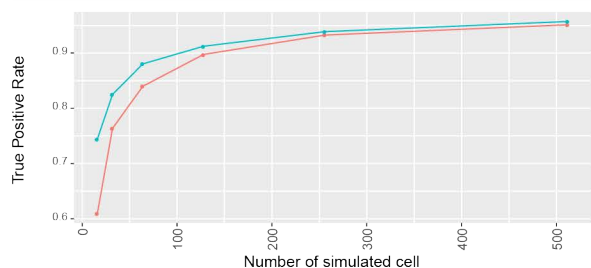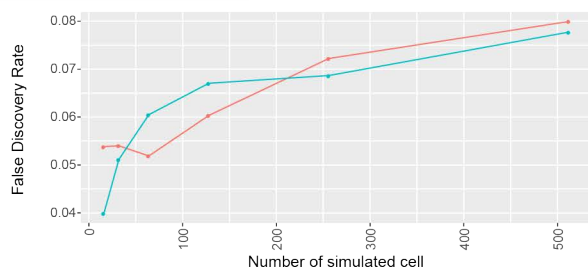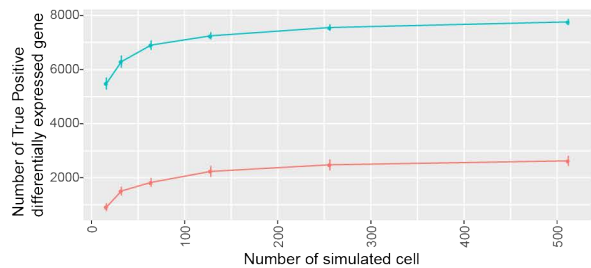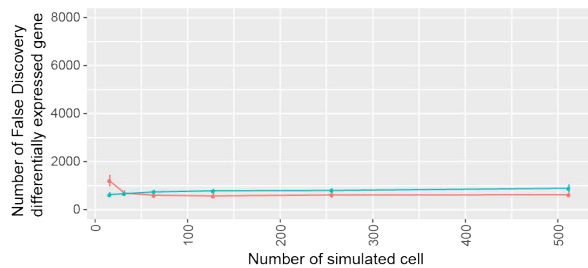

b)

| Method                        | Sample                      | Data                         | Related figure |
|-------------------------------|-----------------------------|------------------------------|----------------|
| Quartz-Seq2 (RT25) Day1       | J1 ES cell (2i/LIF) n=1,152 | Our data                     | Figure 4       |
| Quartz-Seq2 (RT25) Day2       | J1 ES cell (2i/LIF) n=768   | Our data                     | Figure 4       |
| Quartz-Seq2 (RT6.25, Column1) | J1 ES cell (2i/LIF) n=768   | Our data                     | Figure 4       |
| CEL-seq2                      | J1 ES cell (2i/LIF) n=71    | <i>Ziegenhain et al.2017</i> | Figure 4       |
| SCR-seq                       | J1 ES cell (2i/LIF) n=84    | <i>Ziegenhain et al.2017</i> | Figure 4       |
| MARS-seq                      | J1 ES cell (2i/LIF) n=65    | <i>Ziegenhain et al.2017</i> | Figure 4       |
| Drop-seq                      | J1 ES cell (2i/LIF) n=76    | <i>Ziegenhain et al.2017</i> | Figure 4       |

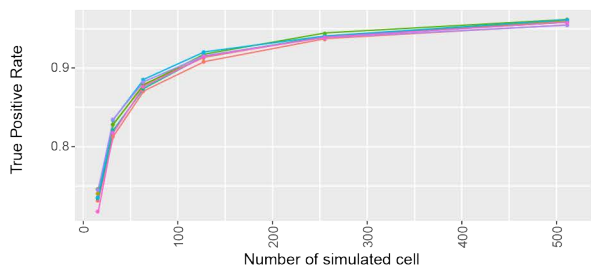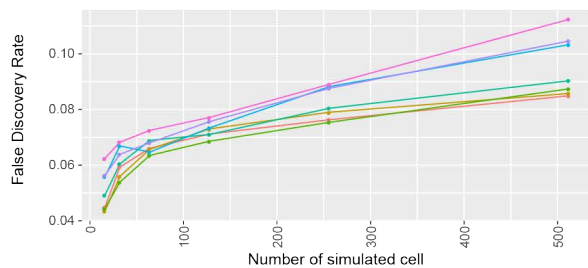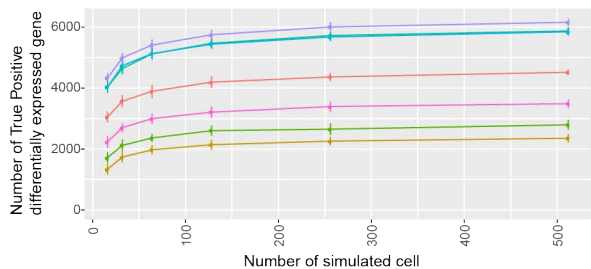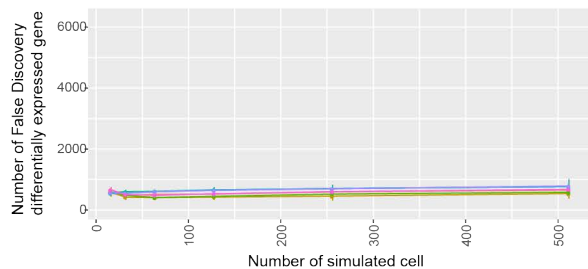

c)

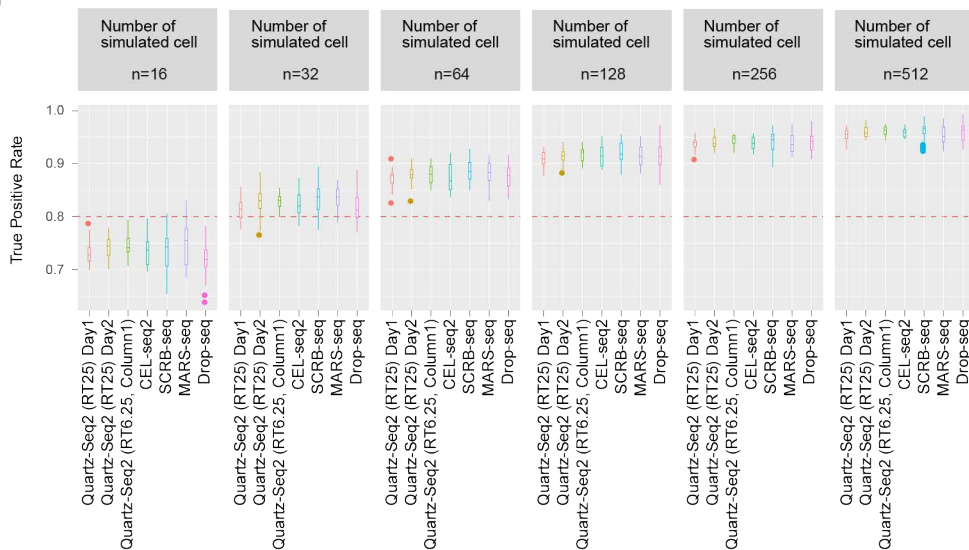

Fig. S13

a)

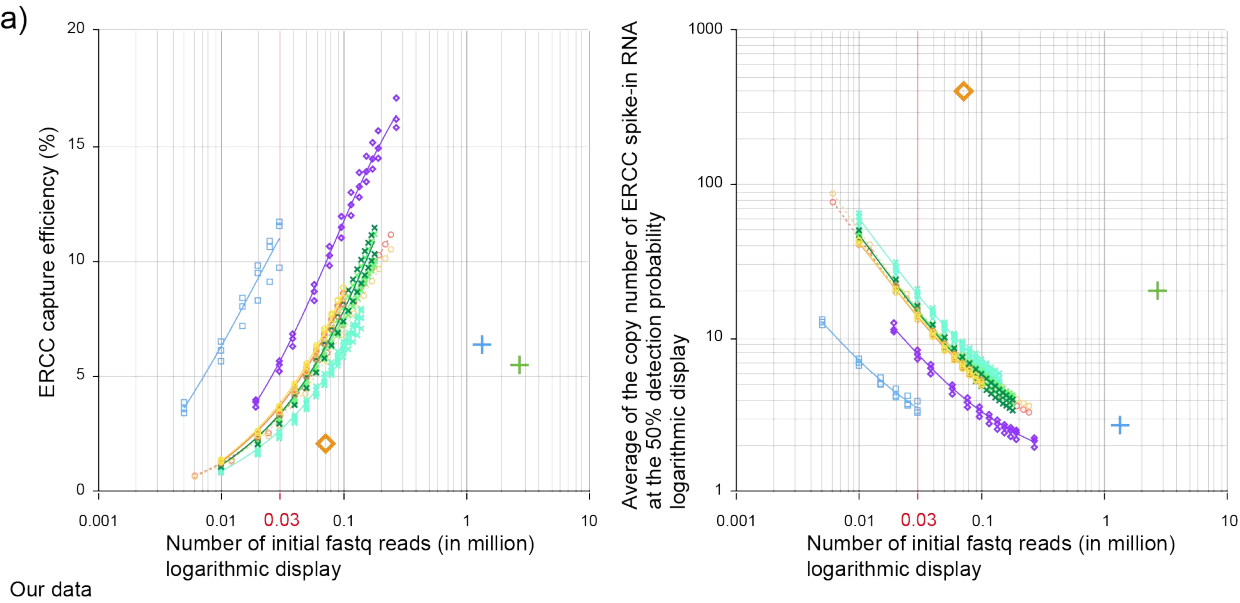

Our data

| Platform    | Cell-type                      | Method                                                        | RT condition       | Type of Index | Cost of library DNA preparation |
|-------------|--------------------------------|---------------------------------------------------------------|--------------------|---------------|---------------------------------|
| Cell-sorter | 10 pg total RNA                | Quartz-Seq2 n=1,152<br>3 batches (384 well x 3 plates)        | RT25               | 384 indexes   | ¥61.3-63.3/well                 |
| Cell-sorter | Stromal vascular fraction      | Quartz-Seq2 n=1,152<br>3 batches (384 well x 3 plates)        | RT25               | 384 indexes   | ¥61.3-63.3/well                 |
| Cell-sorter | G6GR ES cell                   | Quartz-Seq2 n=192<br>1 batch (384 well x 0.5 x 1 plate)       | RT25               | 384 indexes   | ¥61.3-63.3/well                 |
| Cell-sorter | Dex-treated G6GR ES cell (PrE) | Quartz-Seq2 n=192<br>1 batch (384 well x 0.5 x 1 plate)       | RT25               | 384 indexes   | ¥61.3-63.3/well                 |
| Cell-sorter | G6GR ES cell                   | Quartz-Seq2 n=2,304<br>3 batches (384 well x 0.5 x 12 plates) | RT25               | 1,536 indexes | ¥45.7-46.2/well                 |
| Cell-sorter | Dex-treated G6GR ES cell (PrE) | Quartz-Seq2 n=2,304<br>3 batches (384 well x 0.5 x 12 plates) | RT25               | 1,536 indexes | ¥45.7-46.2/well                 |
| Cell-sorter | J1 ES cell (2i/LIF)            | Quartz-Seq2 n=2,304<br>6 batches (384 well x 6 plates)        | RT25               | 384 indexes   | ¥61.3-63.3/well                 |
| Cell-sorter | J1 ES cell (2i/LIF)            | Quartz-Seq2 n=1,152<br>3 batches (384 well x 3 plates)        | RT6.25             | 384 indexes   | ¥46.6-48.6/well                 |
| Cell-sorter | J1 ES cell (2i/LIF)            | Quartz-Seq2 n=768<br>2 batches (384 well x 2 plates)          | RT6.25<br>&Column1 | 384 indexes   | ¥34.9-36.9/well                 |

Data (digital expression matrix) from Svensson *et al. Nat. Methods. 2017;6:150.*

| Platform    | Cell-type      | Method            | Original data (Accession ID & Reference)          |
|-------------|----------------|-------------------|---------------------------------------------------|
| Fluidigm C1 | Fibroblast     | CEL-seq2(C1) n=96 | GSE78779 SRP070989, Hashimshony <i>et al</i> 2016 |
| Cell-sorter | Fibroblast     | CEL-seq2 n=44     | GSE78779 SRP070989, Hashimshony <i>et al</i> 2016 |
| Cell-sorter | Dendritic cell | MARS-seq n=384    | GSE54006 SRP035326, Jain <i>et al</i> 2014        |

b)

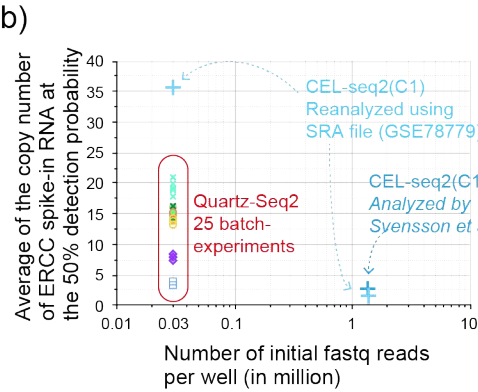

c)

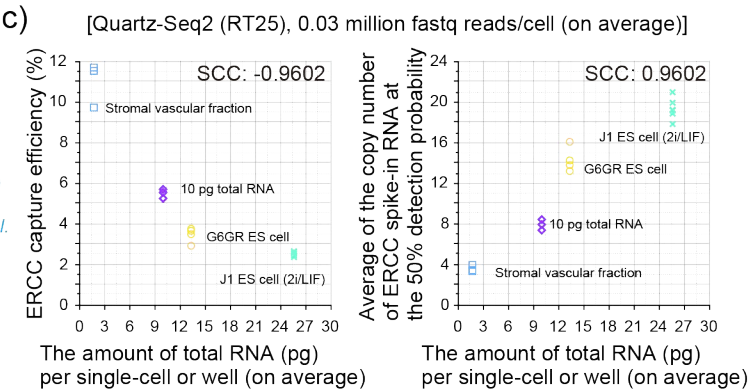

d)

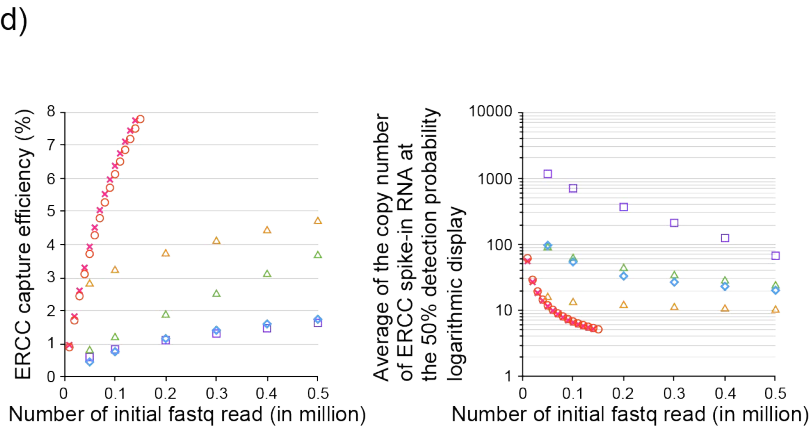

| J1 ES cell 2i/LiF, HiSeq platform          |                                                                                     |
|--------------------------------------------|-------------------------------------------------------------------------------------|
| Our data                                   | ○ Quartz-Seq2 day1 (n=1,152)<br>× Quartz-Seq2 day2 (n=768)<br>◇ CEL-seq2(C1) (n=71) |
| Data from Ziegenhain <i>et al</i> 2017     | △ SCRb-seq (n=84)<br>□ MARS-seq (n=65)<br>▽ Drop-seq (w/o ERCC) (n=76)              |
| without cell (ERCC data), NextSeq platform |                                                                                     |
| Data from Macosko <i>et al.</i> 2015       | △ Drop-seq (w ERCC) (n=75)                                                          |

Fig. S14

a)

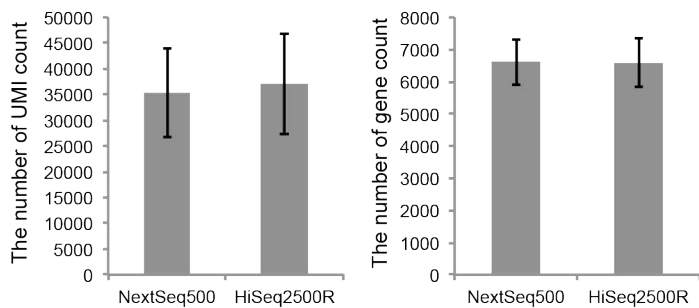

b)

c)

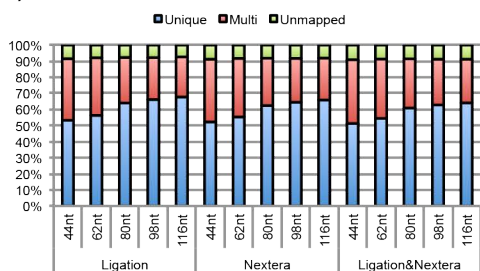

d)

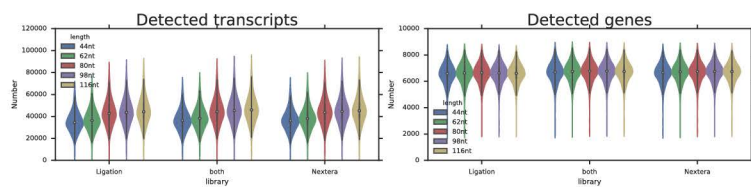

e)

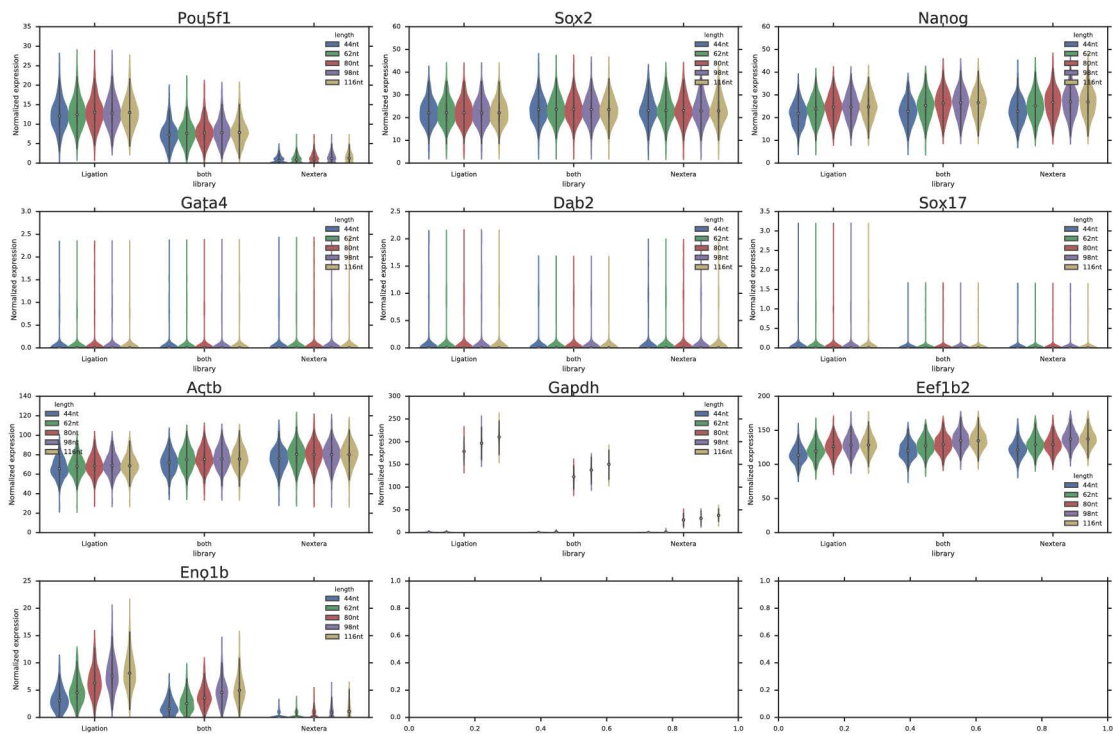

Fig. S15

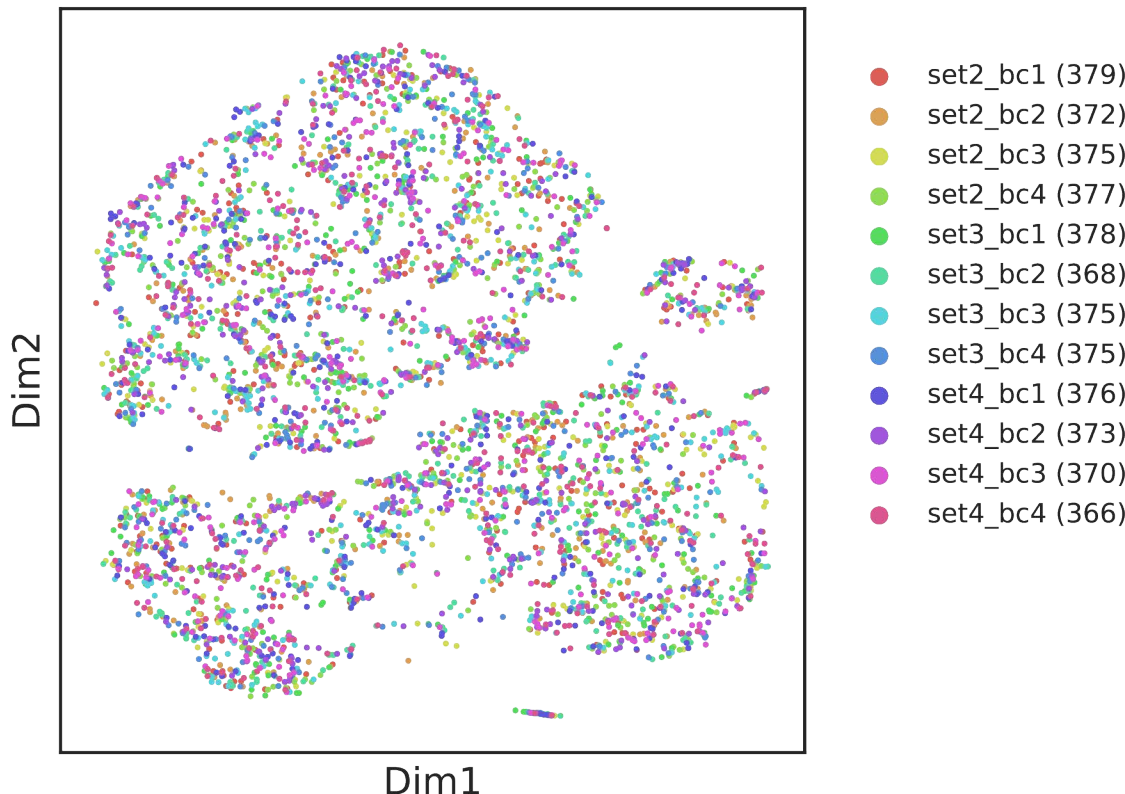

Fig. S16

- 1: ES (main), 44.6% (2,000 cells)
- 2: ES/PrE doublets, 1.38% (62 cells)
- 3: ES (*Stmn2* high), 3.3% (148 cells)
- 4: PrE (main), 49.6% (2,225 cells)
- 5: *Zscan4c/d* high, 0.17% (8 cells)
- 6: ES (low-quality cell), 0.57% (26 cells)

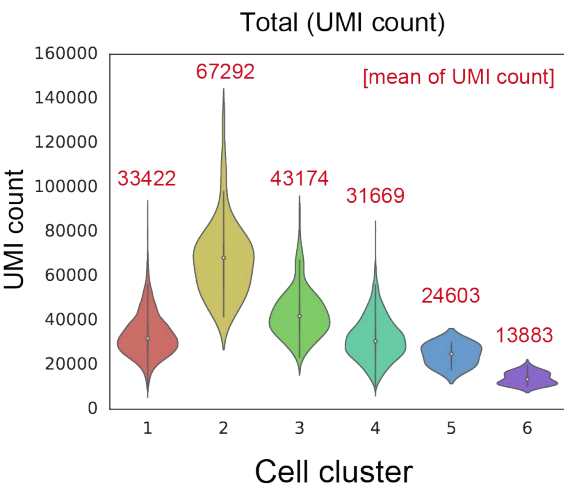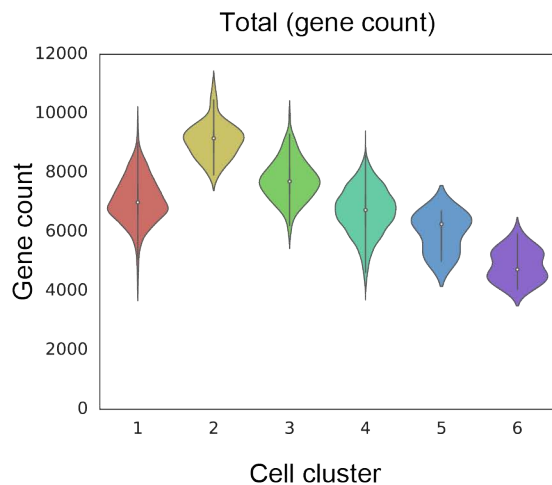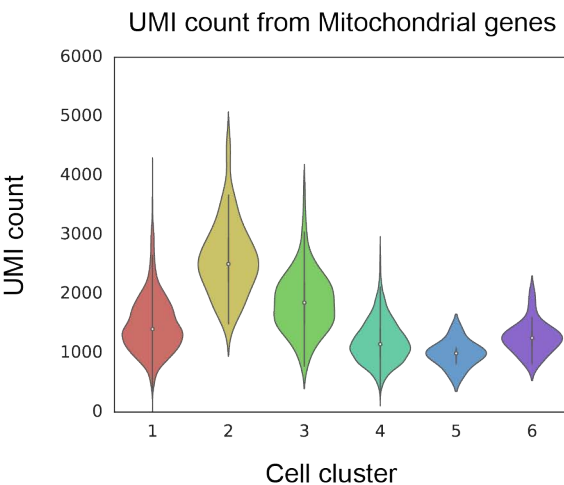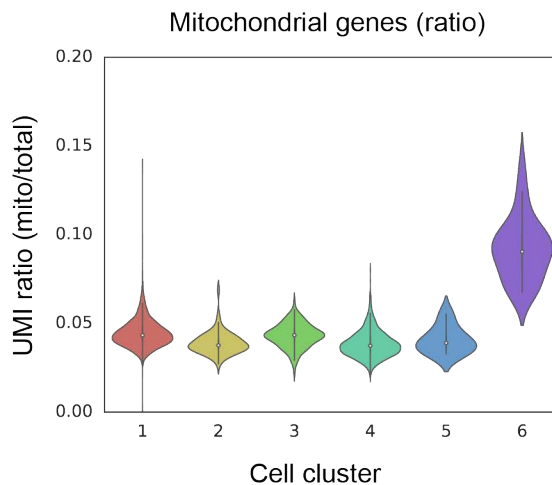

Fig. S17

&lt;ESC&gt;

&lt;PrE&gt;

Bins ordered by Hoechst 33342

Bins ordered by Hoechst 33342

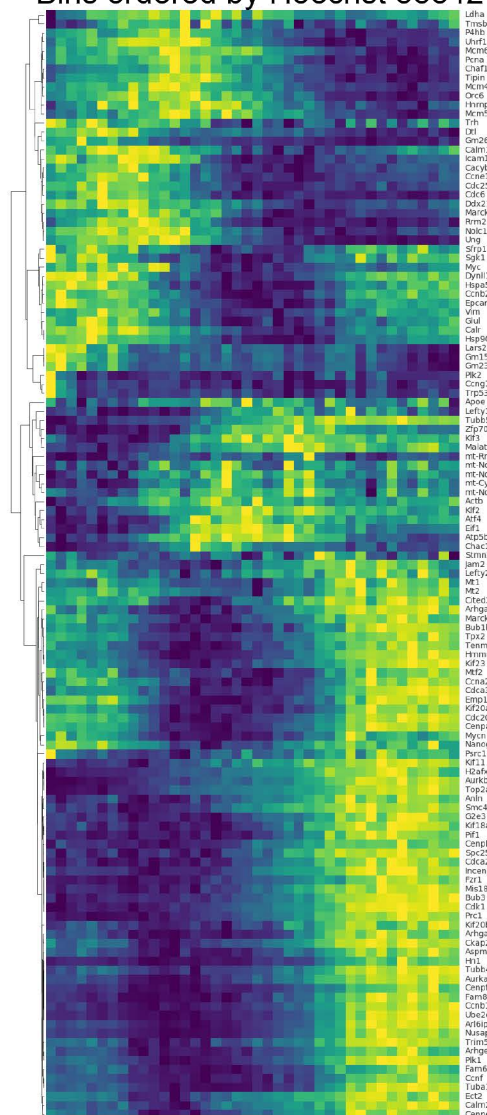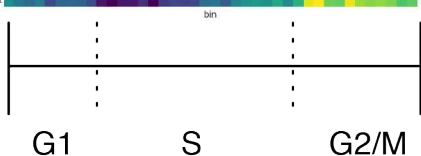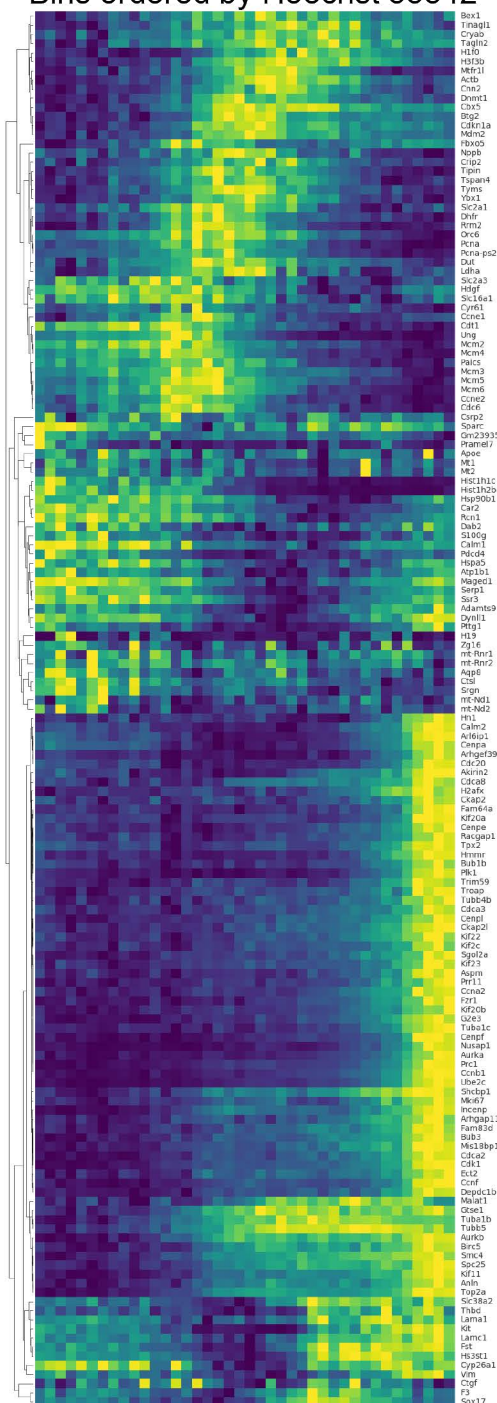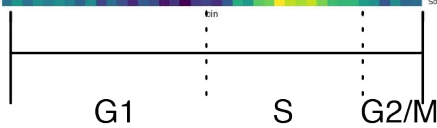

Fig. S18

a) 0.01M fastq reads/cell

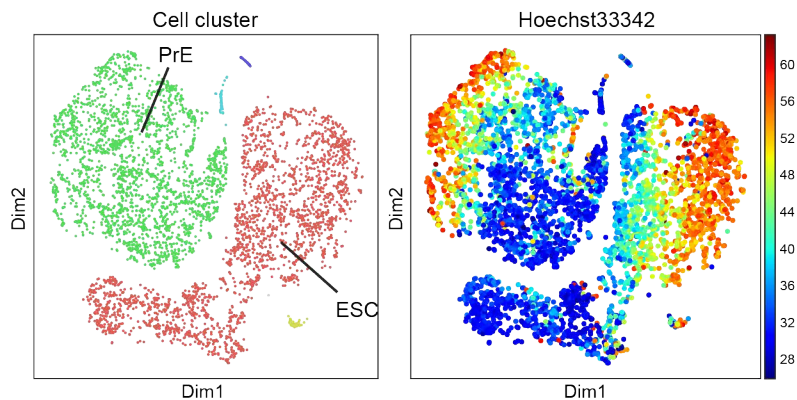

b)

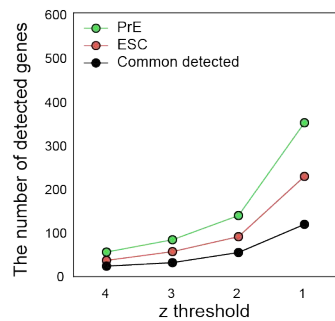

c)

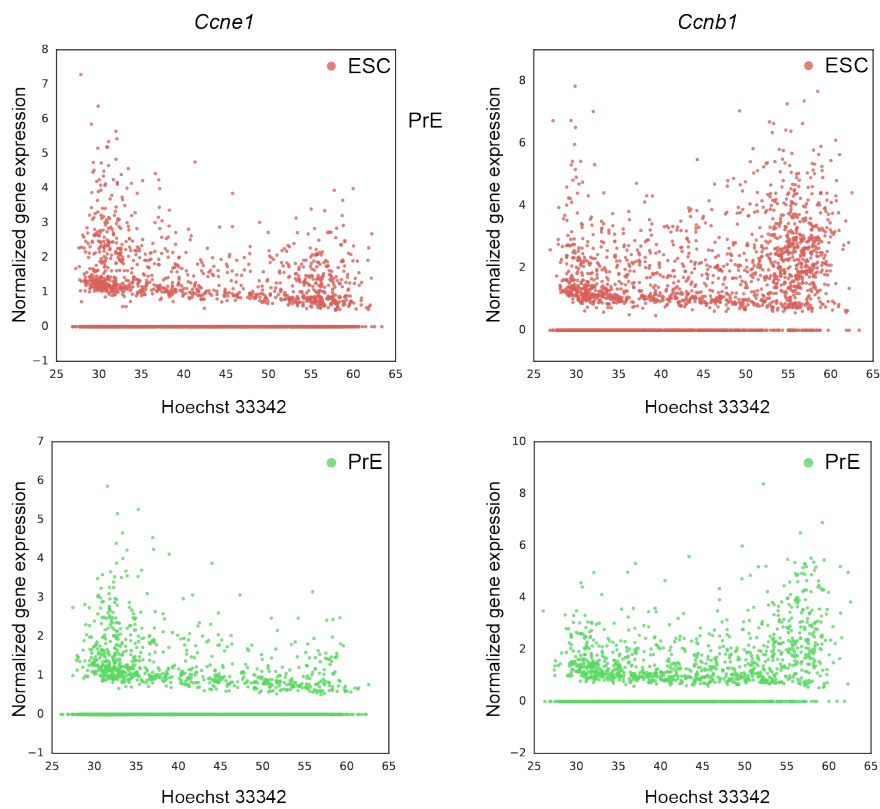

Fig. S19

a)

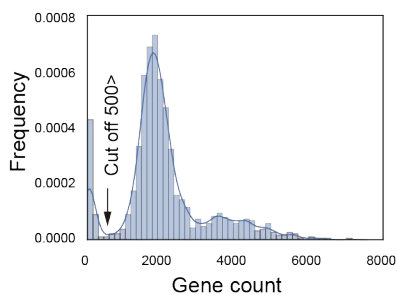

b)

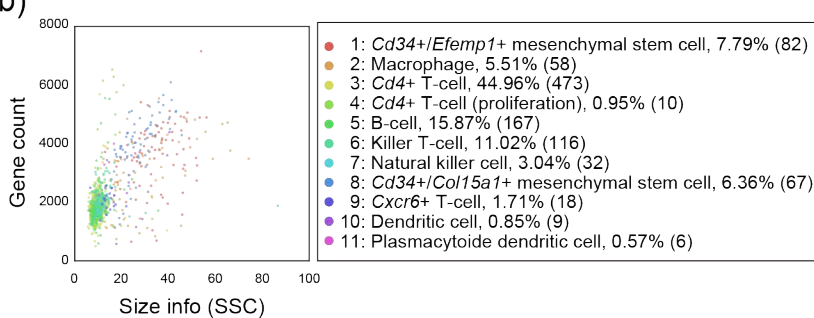

c)

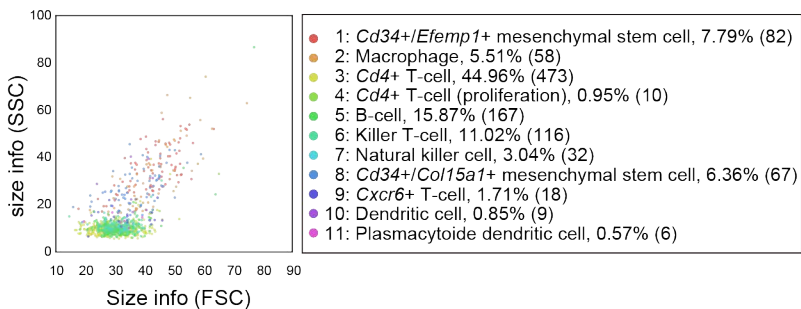

cluster1: n=82

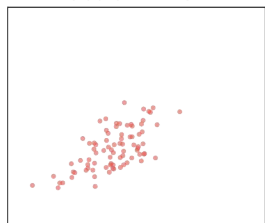

cluster4: n=10

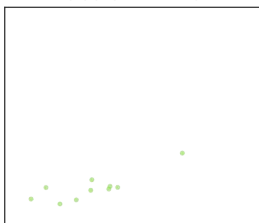

cluster7: n=32

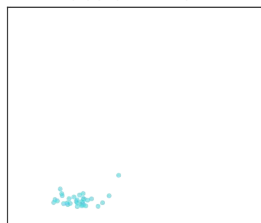

cluster10: n=9

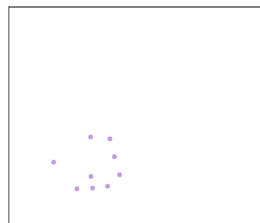

cluster2: n=58

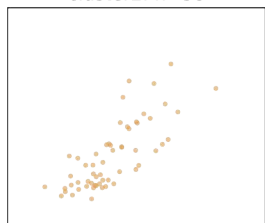

cluster5: n=167

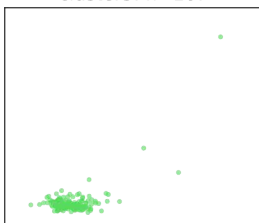

cluster8: n=67

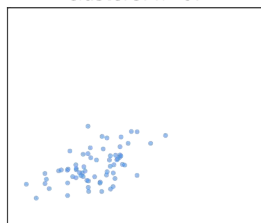

cluster11: n=6

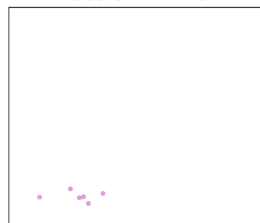

cluster3: n=473

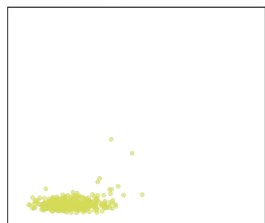

cluster6: n=116

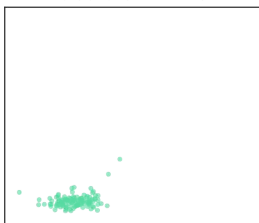

cluster9: n=18

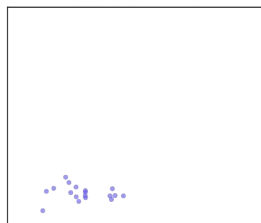

d)

Bright field

Anti-CD4 (Red)  
DAPI (Blue)

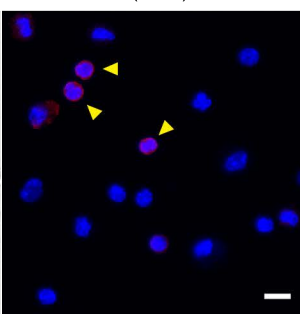

Bright field

Anti-CD79 (Red)  
DAPI (Blue)

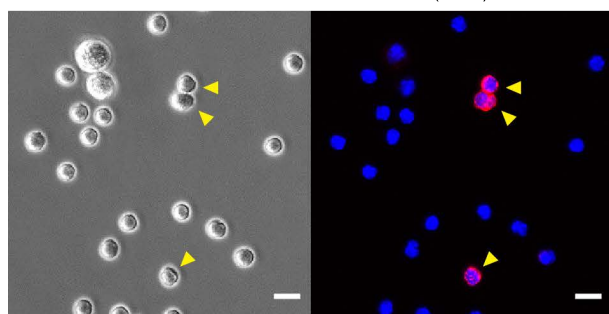

Fig. S20

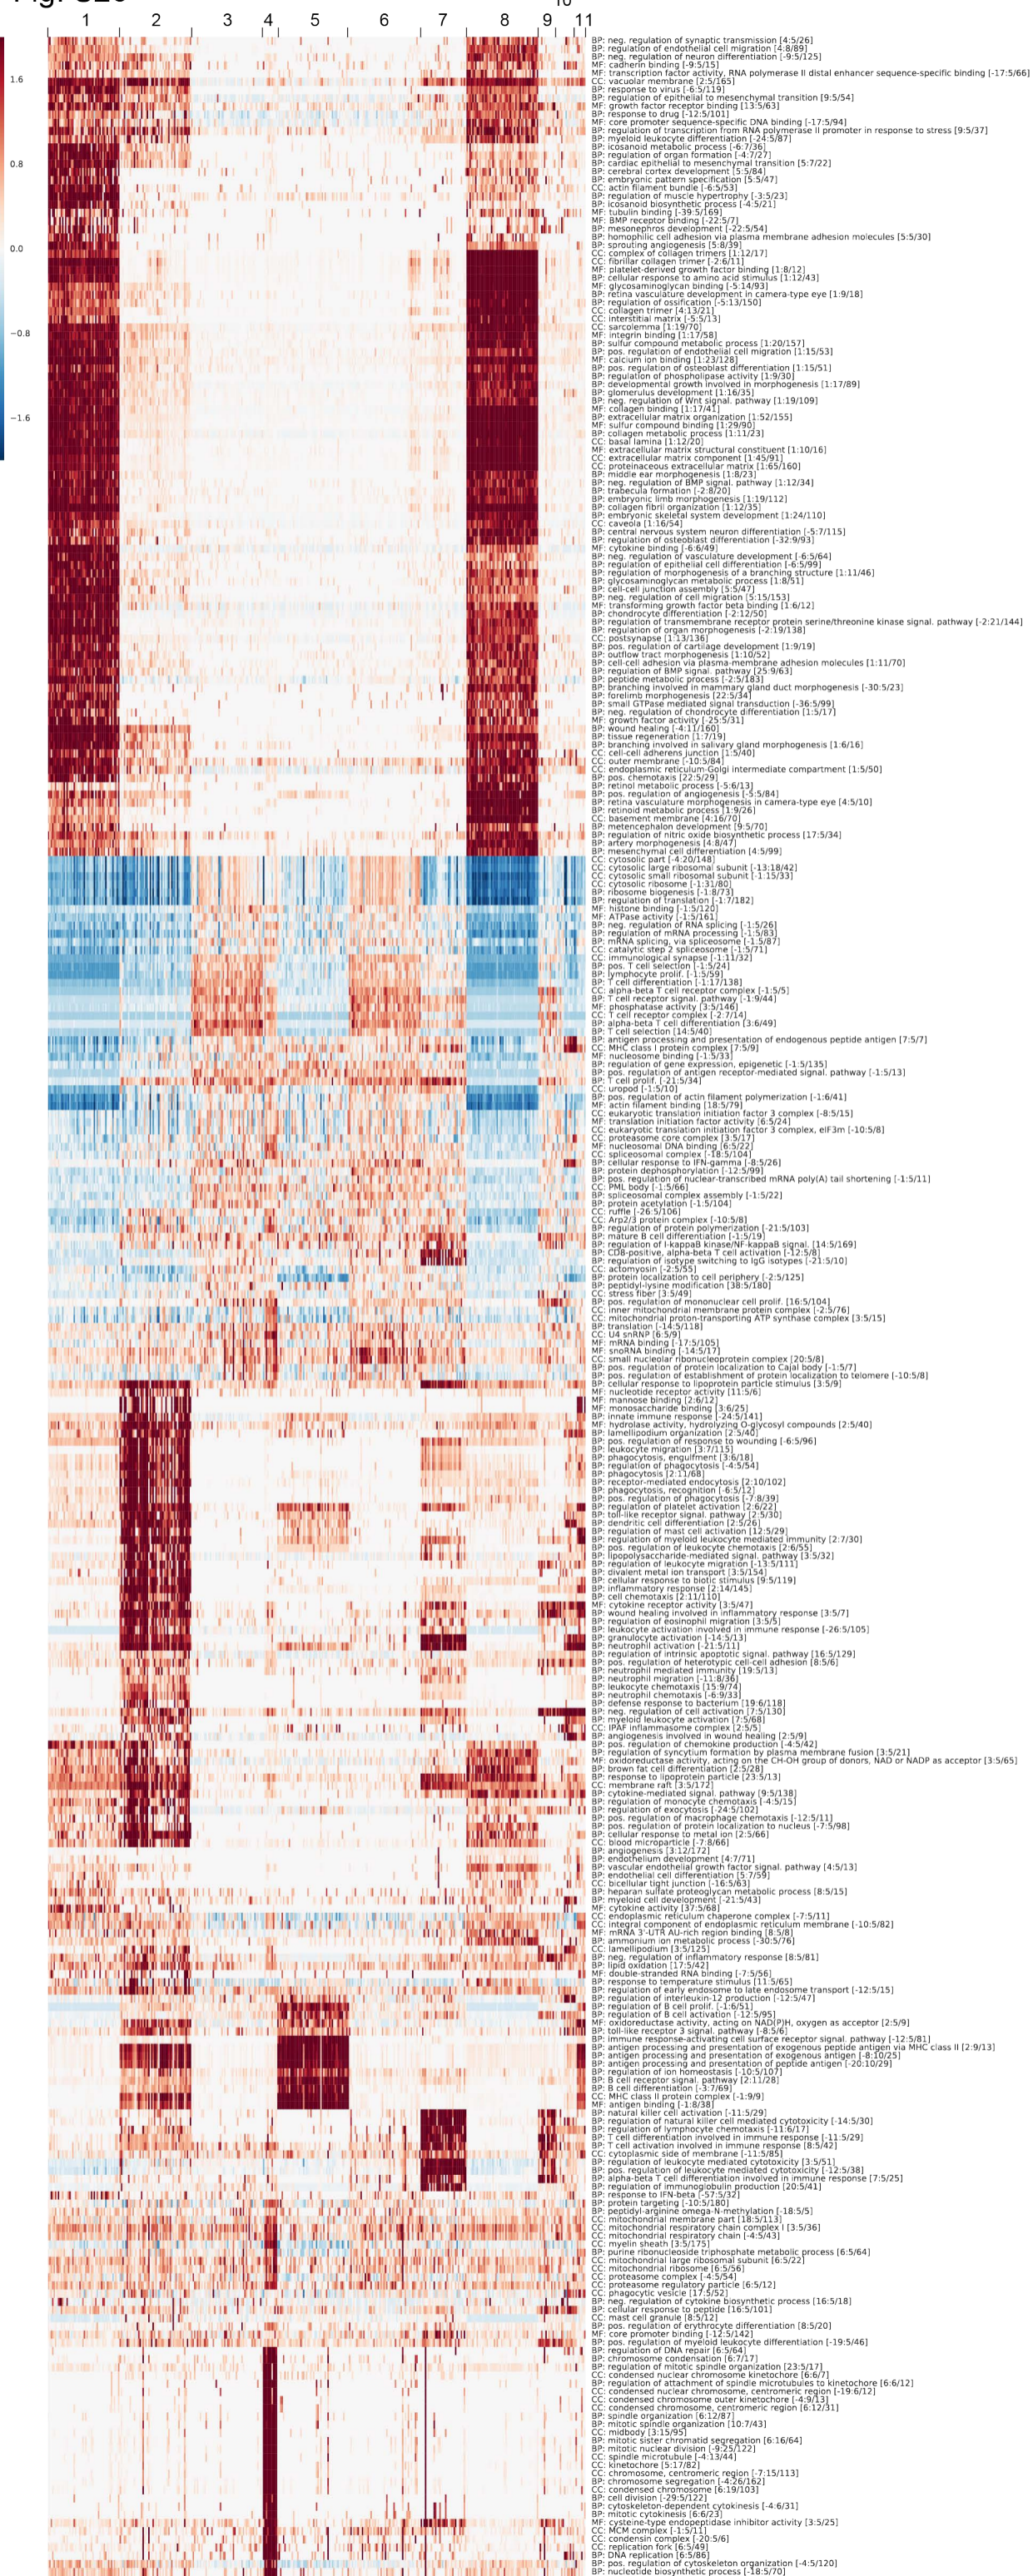

Fig. S22

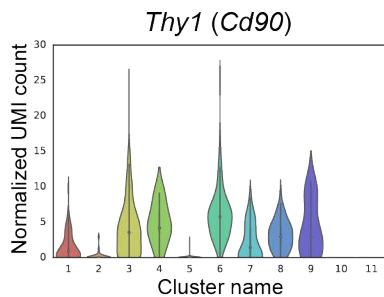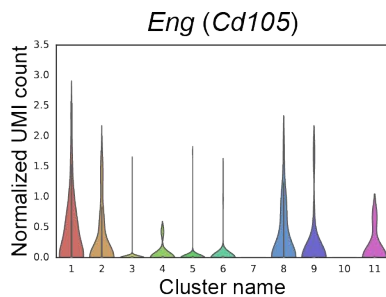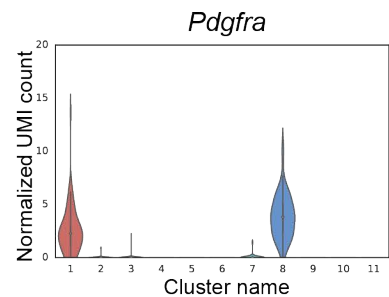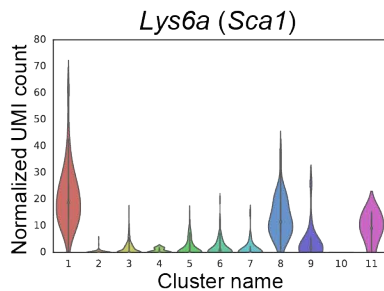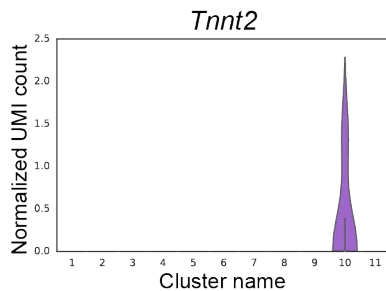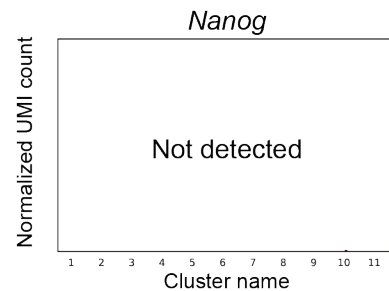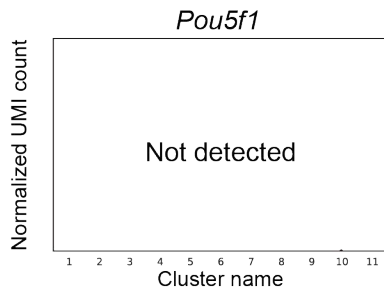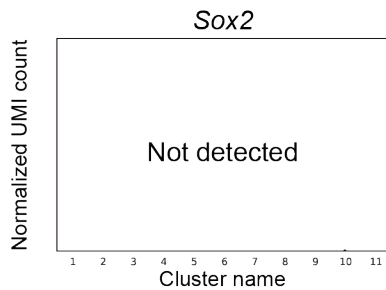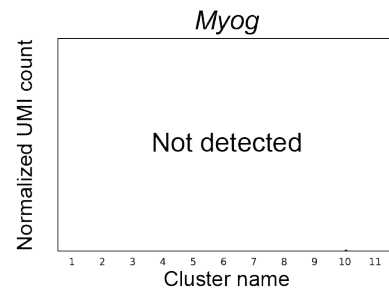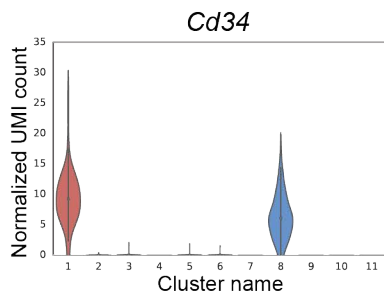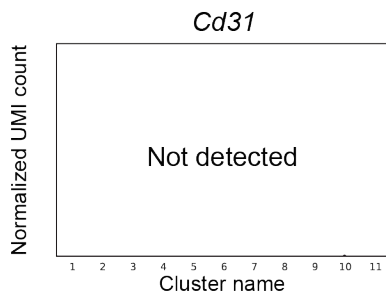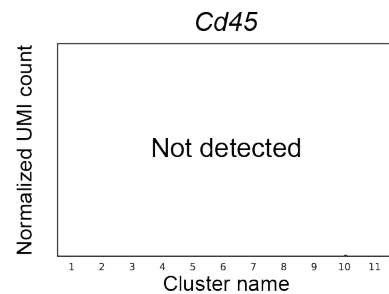

Fig. S23

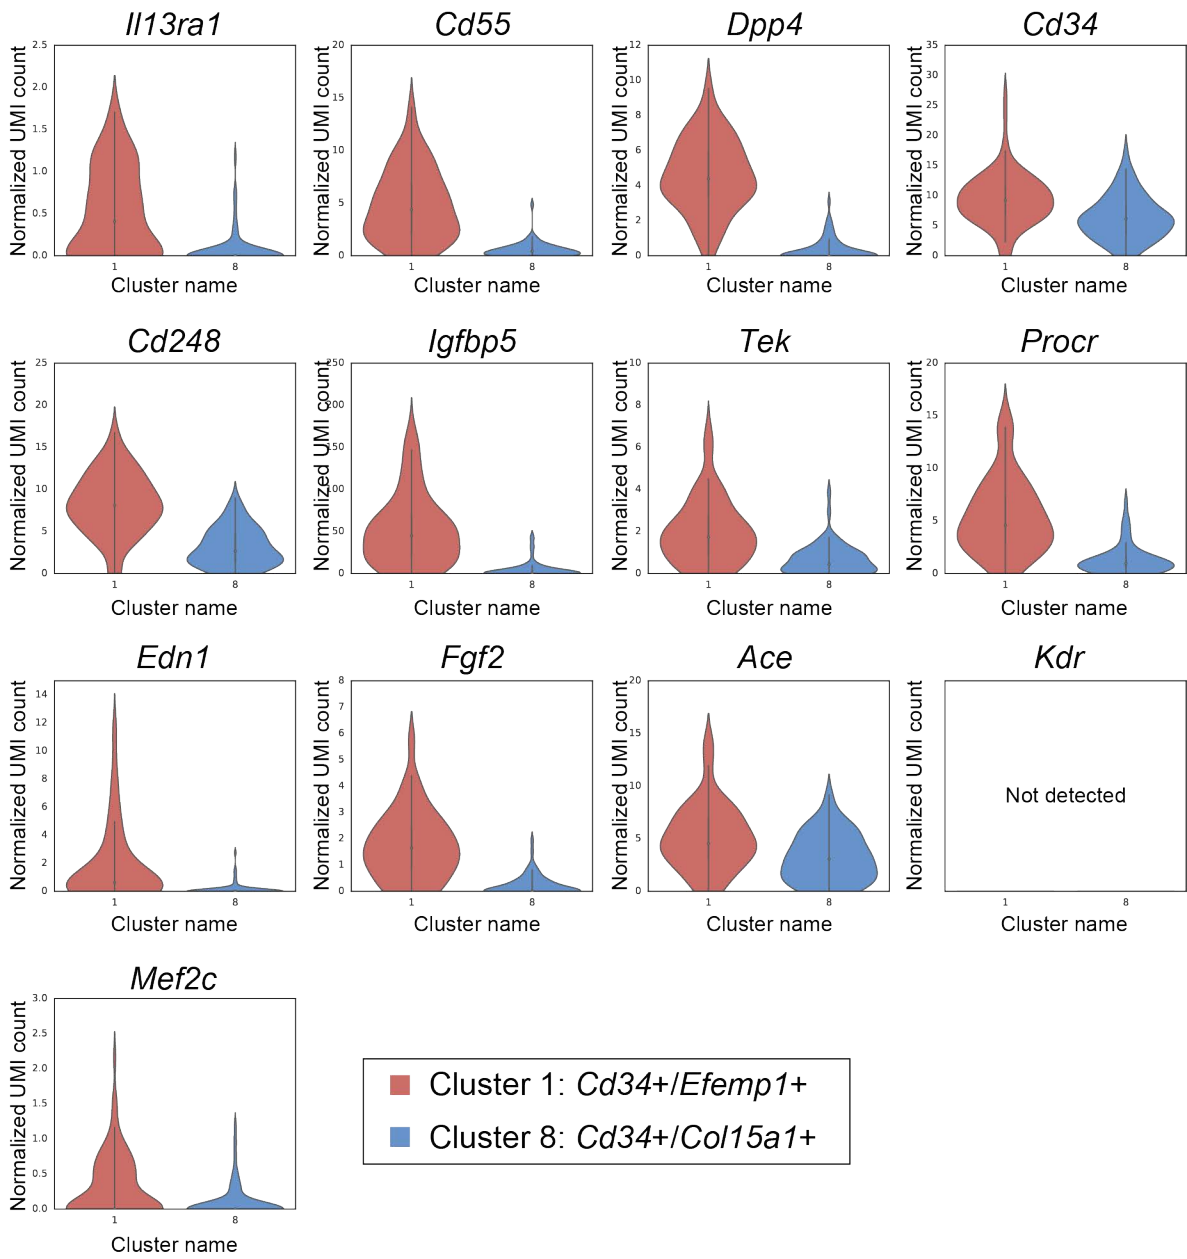

Fig. S24

a)

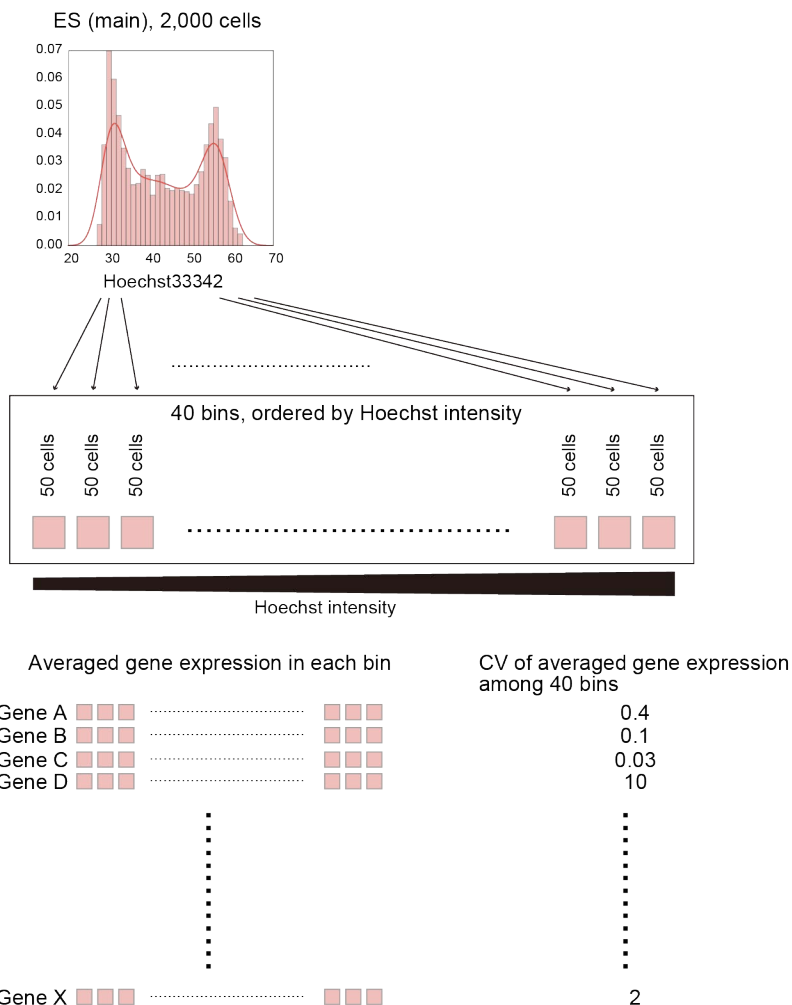

b)

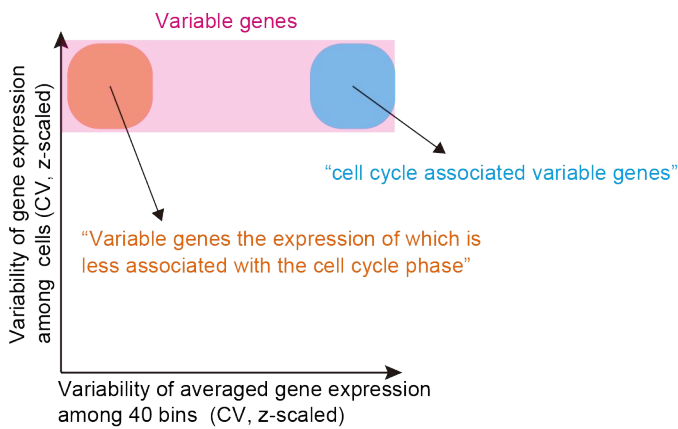

**Supplement:** Supplementary file 1 — Supplemental note and supplemental figures.

How the deposited data were processed for this re-analysis (not part of the article)

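Quartz-Seq2 plates and sets with 10 pg of mouse total RNA, mouse ES and PrE cells, J1 ES cells and cells of the SVF, with plates of related protocols and Drop-seq libraries, were measured by single-cell RNA sequencing with UMIs. The deposited tables of 74 samples hold UMI counts per gene symbol and cell barcode, with no normalization. The authors downsampled the fastq reads to a stated number, trimmed Read2, mapped it with STAR to GRCm38 with the GENCODE vM9 annotation and counted UMIs per gene and barcode with the Drop-seq tools. Coordinates come from the GENCODE vM21 annotation of GRCm38. Of the samples, 70 were mapped to a condition of the paper, and 4 plates with 10 pg of RNA were left out because the paper does not describe their prototypes.

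For each plate, UMI counts and gene counts were averaged over wells, and the UMI conversion efficiency was computed as the sum of UMIs over the fastq reads that the labels give. Plates were compared with exact two-sided permutation tests, or exact sign-flip tests where plates were paired. Wells and cells were not taken as replicates, apart from 1 test of the wells with Zscan4 UMIs. Genes were tested on UMI counts without spike-ins, summed per plate, set or library and, where groups were compared within a plate, per group, with edgeR (TMM normalization, its filter on low counts, the quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05). DESeq2 was used as an alternative. Intervals are exact 95% binomial (Clopper-Pearson) intervals, a count of 0 allows 3 counts, and intervals and limits cover counting error only.

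Lists of genes were tested with fry, which asks whether genes of a list move, on balance, one way, and with camera, with a preset and with an estimated correlation. With an estimated correlation, camera called no list in any comparison, and the lowest adjusted p was 0.0546. With the preset correlation, camera called, among others, primitive endoderm (adjusted p = 3.09e-13) and pluripotency (1.26e-07) for the Calcein-AM classes. It also called the basement membrane for RT25 over RT100 (4.90e-08) and for RT6.25 over RT25 (7.28e-07). For the Calcein-AM classes it did not call the collagen (0.385), elastic fibre (0.174), IGF binding (0.616) or early response genes (0.530), which fry called. The 16 lists cover pluripotency, primitive endoderm, basement membrane, collagens, G1/S and G2/M phase, early response, heat shock and stress, secreted ligands, elastic fibre, IGF binding, adipogenic genes, genes of the 2-cell embryo, 13 markers that the paper took from another study and the genes that the paper names in ES and PrE cells and in SVF. The last 3 were chosen by the paper and are not independent evidence. Lists, tests, thresholds, the named genes and the alternatives were set before the data were examined, apart from those given as chosen later, and values in the paper's text and tables had been read by then. Named genes are the 10 largest rises and falls among genes with a mean of at least 50 counts that passed and changed the same way in every replicate, the genes that the paper names, and the 4 members of a list with the lowest p.

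The correlation of deviations between same-numbered samples of both groups was computed to check pairing. It was 0.145, 0.129 and 0.273 for the sets with Calcein-AM, −0.02 to 0.0666 for the RT6.25 and RT25 batches, and 0.0421 to 0.0523 for the SVF plates, which pair by design, 0.134 and 0.156 for the plates p01 and p02 of RT25 and RT100, and −0.00618 to 0.0368 for the ligation and Nextera libraries. The tests reported use no block, and a block was an alternative.

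Wells were clustered with the Leiden method on 15 nearest neighbours in 20 principal components. For the SVF wells the components came from 2000 variable genes, and for the sets of ES and PrE cells no variable genes were selected. An SVF cluster took the name of a cell type when at least 3 of its markers were present, each at 20 CPM or more and at least 0.25 of the highest cluster, in at least 3 wells (2 in clusters under 10 wells). It had no name where the share of markers of another type came within 0.1, where its 10 leading genes held more markers of another type, where at least 2 of them went against the name (antibody genes for T cells, monocyte and granulocyte genes for dendritic cells), or where its UMI count was low and no marker of its own was among them. Clusters of ES and PrE cells were named by markers above 0.25 of the highest large cluster and by the higher median level of the markers. No doublet caller was run, and clusters with markers of both cell types are reported as such. For SVF, the rules on presence of a marker and on leading genes were written after the clusters were seen. The resolution of 0.5 for mesenchymal wells was taken after resolution 1 was seen, before any gene was tested, and resolution 1.5 was looked at and not tested. Ligation and Nextera libraries 01 to 03 come from the cDNA of 1 plate, so a test between them does not measure the spread between plates. A pair of Quartz-Seq-like tables that differed by less than the sampling noise was counted as 1 plate.

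The tests were run on simulated data with 200 changed genes, 50 at each fold. Of genes changed 2-fold, 100% were recovered at the depth and spread of the Calcein-AM sums, 100% for RT6.25, 98% for RT100, 100% for the libraries and 80% for the mesenchymal groups. Of genes changed 1.25-fold these shares were 66%, 84%, 42%, 76% and 2%. False calls were 10 of 190, 7 of 198, 8 of 169, 19 of 207 and 4 of 108 calls, and none of the recovered genes had the wrong sign. Alternatives covered normalization, the filter on low counts, DESeq2, a block, leaving out each replicate, thinning of wells, spike-ins, minimum genes, clustering settings, read length and sequencer. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9, R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1 were used.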

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

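The tests on the SVF plate p03 and on the lysate plate 14 were chosen after their results were seen, and the tests of well position and RT primer before.

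A plate labelled as averaged lysate of ES and PrE cells, plate 14, shared well-to-well deviations of genes with single-cell plates. The deviations of genes from well to well correlated at 0.546 and 0.535 (median over genes) with single-cell plates 1 and 4, 0.541 on average, a signal that the paper does not report. With the lysate plates 2 and 5 the mean was −0.00236. These values are consistent with reads of plates 1 and 4 in this table. Plate 25 correlated in the same way with lysate plates 2 and 5 (mean 0.672), which correlate with each other at 0.158, while plates 1 and 4 do not (−0.0928). No biological explanation was tested.

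The UMI counts of wells recurred at the same wells across plates. For spike-in RNA, wells with the same barcode correlated at 0.939 (mean Spearman correlation of 12 pairs, 0.885 to 0.982) between sets of 1536 wells, a recurrence by barcode that the paper does not report. Wells at the same position with another barcode correlated at 0.117 (SD 0.256, 36 pairs), which argues against the position as the cause. The RT primer of the well may be the source (0.939), and how it acts was not tested. In SVF, J1 and 10 pg plates, where barcode and position cannot be separated, the correlations were 0.928, 0.878 and 0.901.

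In the SVF plate p03, B cell-like and T cell-like wells held RNA of fibroblast genes. Of 6 activation genes (Acta2, Thbs1, Lox, F3, Postn and Tagln), chosen after their values were seen, B cell-like wells held 52 UMIs in p03 (470 CPM) and 7 in the other plates (16.8 CPM), which is 27.9 times as much, and T cell-like wells held 354 CPM in p03. The ratio of Acta2 and Thbs1 to Col1a2 was 0.407 in B cell-like wells of p03 and 0.0132 in its mesenchymal-like wells, 30.8 times apart (95% interval 17.9 to 51.5). All these genes were picked because of their values in these wells, so neither value decides between free RNA of those mesenchymal cells, RNA of another sample and a cell state found only in this suspension, and no biological explanation was tested. A cluster without a name had 81 of its 83 wells from p03.

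Mast cell markers had 2468 UMIs in 3 SVF wells and 80 in all others, a cell type that the paper does not report. Kdr, a receptor gene of endothelial cells, had 45 UMIs in 4 endothelial-like SVF wells and 0 in mesenchymal-like wells. Genes of primitive endoderm stood at 209 CPM in the RT25 plate p07 with 10 pg of RNA, 1.95 times the highest other plate (107 CPM).

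For the Calcein-AM classes, RT6.25 against RT25 and the mesenchymal groups, samples of both groups share a set, batch or plate, so the real split was compared with the splits that part as many pairs. For RT6.25 against RT25 there are 8 such splits, too few for a share under 0.05, with 758 genes past the threshold in the real split and 0 in the highest other. Of all 35 splits the highest other gave 4, with the batches 1 and 2 against 3 and 4. The Calcein-AM classes (real value 13158, highest other 0) and the mesenchymal groups (1053 and 0) have 4 such splits each, also too few. RT25 against RT100 (1237 and 0) and ligation against Nextera (3719 and 0) have 10 splits each, too few as well.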

How the results depend on the processing

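Leaving out the SVF plate p03 before clustering and counting a pair of Quartz-Seq-like tables as 1 plate were chosen after the results were seen. Sub-clustering at a higher and a lower resolution was planned, but the values 1 and 0.25 were fixed after results were seen. Of 1626 values under alternatives, for 242 results, 1486 kept their direction and side of the threshold or moved by less than the spread, 56 fell short of the threshold, 9 newly passed it, 63 moved and 12 reversed; the cause was not tested except where the setting itself removes samples, UMIs or genes. Reversed were, with wells thinned to 10000 UMIs, the ratio of gene counts of RT25 over Quartz-Seq-like plates (0.831), that of the SCC of genes (0.976) and the ratio of gene counts of 1 over 3 columns in J1 (0.988). With RT100 ligation libraries the ratio of variance over mean was 1.05, and at 116 nt ligation over Nextera was 0.987 for UMIs. In J1, leaving out 1 plate gave ratios of 1 over 3 columns of 0.996 to 1.12 for UMIs, 0.986 to 1.03 for genes (below 1 without plate p2, p4 or p5) and 1.00 to 1.06 for efficiency. For RT25 over RT100 with a block on p01 and p02 and without p06 and p07, Dab2 had −0.0029 and Srgn −0.040 (log2). For RT6.25 over RT25 a block of batches gave 1.09 for UMIs and efficiency, 1.04 for genes, 1.17 for spike-in UMIs, 1.07 for their share and 0.728 for the CV of UMIs (exact sign-flip permutation p = 0.125), thinning 1.005 for genes, and leaving out RT25 plate 1, 3 or 4 1.04 to 1.05 for genes (exact permutation p = 0.0571, and below 0.05 with any other plate left out). With 1 plate left out the sign-flip test of the sequencer cannot go below 0.0625: the ratios were 1.066 to 1.073 for UMIs, 0.945 to 0.946 for genes, 1.50 to 1.51 for efficiency and 0.871 to 0.877 for spike-ins.
In the sets of 1536 wells, leaving out spike-ins gave 32438 UMIs and 32.6%, and gene counts were 6917 (median), 6956 (minimum of genes) and 4346 (at least 2 UMIs). In SVF plates these were 5014 UMIs and 13.1%, with 8839.5 UMIs and 23.2% as medians, and 2074 (without spike-ins), 1919.5 (median), 2313 and 751 genes. In J1 cells, at least 2 UMIs gave 5269 (RT25) and 5758 genes (RT6.25), leaving out spike-ins 34.4% and 27.1%, and the median 28.2% (RT6.25). Drop-seq had 11491 UMIs and 3827 genes with 300 barcodes and 2904 genes with 500. Thinning gave a squared CV above Poisson of 0.0233 in lysate and 0.0722 in single cells. ES-like wells were 44.2% and high mitochondrial wells 1.24% with at least 3000 genes, and 45.1% and 0.245% with each set alone; 2 Zscan4 wells had 10 UMIs. Cd8 T cell-like wells were 3.59% at resolution 0.5, 10.1% with at least 1000 genes, 9.35% without the fixed lists' genes and 11.0% without plate p03, and NK cell-like wells 4.98% at resolution 0.5 and 4.51% without p03. Genes past the threshold were, for RT6.25, 462 with DESeq2 and 406 to 940 with 1 plate left out (406 without RT6.25 plate 4, 495 without plate 3, 504, 487 and 422 without RT25 plate 1, 3 or 4); for RT25 over RT100 2182 without the filter, 3195 with a block on p01 and p02 and without p06 and p07, 2133 on the HiSeq and 247 to 1622 with 1 plate left out (345 and 373 without RT100 plate p01 or p02, 491 and 247 without RT25 plate p01 or p02); 2336 for ligation over Nextera with DESeq2; 687 for the mesenchymal groups at resolution 1; and 1606 at least 2-fold with Drop-seq at 50 cells. With a block, the fry adjusted p was 0.231 for the basement membrane, collagen, G1/S and paper's SVF genes in RT6.25, and 0.0758 for IGF binding and 0.253 for the paper's ES and PrE genes in the mesenchymal groups; the block changed no other list's call where lists were tested with it, which excludes RT25 against RT100. Every named gene of the Calcein-AM comparison (29 of 29) passed under each alternative, as did 11 of 13 for RT6.25, 11 of 14 for RT100 and 30 of 35 for the mesenchymal groups. The mesenchymal sums had the lowest depth of the gene-level tests, 129930 UMIs in the smallest, and also the largest spread (common coefficient of variation 0.160 from edgeR).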

Differences from the paper's values

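The setting without SVF plate p03 was chosen after seeing the values; all other alternatives named here were set before the data were examined, apart from sub-clustering at resolutions 0.25 and 1, whose values were fixed later.

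The well-to-well SCC of genes in the RT25 condition was 0.733, and the paper's value is 0.71 ± 0.01. The inputs are unlike, since the tables here are at 98 nt with 54665 UMIs per well and the paper has 44100 UMIs per well, and the SCC falls when wells are thinned. Every alternative differs too: 0.491 with thinned wells, 0.665 with genes of a mean of at least 1 UMI, 0.730 at 104 M reads, 0.675 with RT100 ligation libraries and 0.733 to 0.735 with 1 plate left out.

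Cd4 T cell-like wells were 9.03% of the SVF wells, and the paper's value for the larger of its clusters of Cd4-positive T cells is 45.0%. All alternatives differ (7.63% to 11.4%). All T cell-like wells together, a wider group than this class, were 48.2%, and Cd4 had UMIs in 366 of these 507 wells (72.2%). The difference depends on the naming rule, since the 353 T cell-like wells not named further (33.6%) lie in clusters with 2 of 4 Cd4 T cell markers, below the 3 that the rule asks for. The named cluster has Foxp3, Il2ra and Ikzf2, genes of regulatory T cells, among its leading genes, picked after these were seen. Cd8 T cell-like wells were 5.61%, and the paper's value for its killer T cells is 11.0%. It differs at resolution 0.5 (3.59%) and 1.5 (6.09%) and with 1 plate left out (4.64% to 6.47%), and does not with at least 1000 genes (10.1%) or without the fixed lists' genes (9.35%), nor, chosen after seeing the values, without plate p03 before clustering (11.0%). Macrophage-like wells were 2.28%, and the paper's value is 5.5%; all alternatives differ (1.81% to 3.05%). A cluster of 45 wells (4.28%) with 3 of 9 macrophage and 5 of 7 dendritic cell markers has no name here, so this difference too depends on the naming rule. The shares of 1-like and 8-like wells (7.70% and 4.66%, with 7.8% and 6.4% in the paper) differ from the paper at resolution 1 (2.28% and 3.52%), which was seen before resolution 0.5 was taken.

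Between the mesenchymal groups 761 genes changed at least 2-fold at an adjusted p under 0.05, and the paper's number of differentially expressed genes is 182. The paper's test took cells as replicates and added 1 to the averaged expression before its 2-fold cut, and the test here took plates and added no such count. All alternatives differ: 635 with DESeq2, 762 with DESeq2 size factors, 1166 without the filter, 778 with a block, 690 to 806 with 1 plate left out, 763 with all genes in the clustering, and 584 and 784 at resolution 1 and 0.25. Of the paper's genes tested, 176 of 181 passed here, all in the paper's direction.

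The paper reports a separate small cluster of 8 cells with Zscan4 genes, from a clustering of all detected genes. The main clustering here left out the genes that the paper names, Zscan4c and Zscan4d among them. In it, 37 of 38 UMIs of both genes lay in a PrE-like cluster of 205 wells. With all genes in the clustering, as in the paper, 37 lay in a cluster of 8 wells, the size of the paper's cluster. With wells of at least 3000 genes, 43 of 44 lay in a cluster of 12 wells. The paper names Spp1, Dnmt3l and Tmsb4x among its variable genes; they stood at percentiles 94.4, 97.7 and 93.5, below the 99 asked here in every set, which S100a6 (mean 99.2, SD 0.574) did not reach in every set either, while Rhox5 (99.5) and Stmn2 (99.3) did. Tmsb4x had a correlation of −0.113 with the cell-cycle score (−0.0625 with the G2/M score alone, below the 0.1 used here), where the paper has it less associated with the cycle, and Actb −0.0395 (−0.0232), where the paper has it associated. The paper measured the cycle by a stain of DNA and not by an expression score, so these are not the same measure. Its variable genes come from its main ES population, and those here from all Calcein-AM-positive wells. The paper has elastic fibre genes enriched in its cluster 1, and 5 of 16 were higher and 5 lower here, with Efemp1 (log2 fold change 2.43) and Fbn1 (1.43) higher.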

Other observations

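No test in this part was chosen after its result was seen, apart from the wells with at least 5 UMIs of Zscan4c and Zscan4d, whose other genes were looked at afterwards, the lists of RT25 over RT100 without plate p07, and the lysate plates without plates 14 and 25.

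Calcein-AM-positive wells (ES cells) and negative wells (PrE cells) of the 3 sets of 1536 wells differed in more than pluripotency genes. Tmem151b (log2 fold change 6.80), Thy1 (6.48), Gpr83 (6.06) and Gli2, a factor of hedgehog signalling (6.04, at 71.1 ± 1.22 CPM, SD, n = 3 sets, against 1.08 ± 0.815 CPM), were among the largest rises, and Zg16 (−7.13), Habp2 (−6.94), Csf1 (−6.89) and Cyp26a1, which degrades retinoic acid (−6.89), among the largest falls. Of 15 collagen genes 5 were higher and 9 lower (14 when adjusted over the list alone; fry adjusted p = 1.9e-05; adjusted p = 0.508 with an estimated correlation), with Col18a1 higher (4.65) and Col27a1 lower (−5.38). Of 53 secreted ligands 21 were higher and 29 lower (50 when adjusted over the list alone; fry adjusted p = 1.01e-05; adjusted p = 0.360 with an estimated correlation), with Igf2 (−4.53) and Fgf10 (−4.42) lower. Of 51 genes of the G2/M phase 29 were higher and 15 lower (45 when adjusted over the list alone; fry adjusted p = 0.00911; adjusted p = 0.721 with an estimated correlation), and Nusap1 was higher (1.23). Of 14 elastic fibre genes 3 were higher and 9 lower (12 when adjusted over the list alone; fry adjusted p = 5e-05; adjusted p = 0.508 with an estimated correlation), with Loxl2 lower (−4.45). Igfbp2 (5.00) and Igfbp3 (2.88) were higher, with 3 IGF binding genes higher and 2 lower of 5 (5 when adjusted over the list alone; fry adjusted p = 1.81e-04; adjusted p = 0.703 with an estimated correlation). Of 14 early response genes 4 were higher and 8 lower (12 when adjusted over the list alone; fry adjusted p = 2.02e-04; adjusted p = 0.703 with an estimated correlation), with Atf3 (−4.53) and Jun (−2.81) lower. Of 10 adipogenic genes 5 were higher and 1 lower (6 when adjusted over the list alone; fry adjusted p = 1.01e-05; adjusted p = 0.360 with an estimated correlation), with Apoe higher (1.79). Heat shock and stress genes went both ways (5 higher and 5 lower of 11, 10 when adjusted over the list alone; fry adjusted p = 0.593), with Hsp90aa1 higher (1.39) and Hspa5 lower (−2.16). Of the 13 markers that the paper took from another study 2 were higher and 11 lower (13 when adjusted over the list alone; fry adjusted p = 2.94e-06; adjusted p = 0.324 with an estimated correlation). Of the paper's genes in ES and PrE cells 18 of 27 were higher and 6 lower (24 when adjusted over the list alone; fry adjusted p = 2.48e-05; adjusted p = 0.360 with an estimated correlation), and of its SVF genes 10 of 24 were higher and 13 lower (23 when adjusted over the list alone; fry adjusted p = 2.48e-05; adjusted p = 0.508 with an estimated correlation).

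In SVF, 1-like mesenchymal wells had more Klf2 (log2 fold change 2.91) and Nr4a1 (3.13) and less Sgk1 (−2.59) than 8-like wells. Of 14 early response genes 4 were higher and 1 lower (5 when adjusted over the list alone; fry adjusted p = 0.411), of 8 heat shock and stress genes 1 was higher and 1 lower (2 when adjusted over the list alone; fry adjusted p = 0.236), of 5 primitive endoderm genes 2 were higher and 3 lower (5 when adjusted over the list alone; fry adjusted p = 0.603), and of 9 of the paper's ES and PrE genes 4 were higher and 2 lower (6 when adjusted over the list alone; fry adjusted p = 0.0398; adjusted p = 0.702 with an estimated correlation; fry adjusted p = 0.253 with plates as a block). Of 5 genes of the G2/M phase 0 passed with edgeR (1 at an unadjusted p under 0.05).

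The 3 wells with at least 5 UMIs of Zscan4c and Zscan4d held 24 UMIs of Usp17lc, another gene of the 2-cell embryo. Usp17lc had 48 of its 52 UMIs and Usp17la 13 of its 14 in the cluster of 205 wells that holds these wells, while Zfp352 had 0 of 14 and Tcstv3 0 of 1 there. Fgf1 had 39 UMIs and Arg2 53 in the 3 wells, genes chosen after their values were seen. Members of these families may share reads; with at least 10 UMIs of Zscan4c and Zscan4d, 2 wells remained.

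Among the plates with 10 pg of RNA, the other lists gave few calls. In RT6.25 over RT25, edgeR called 0 of 8 adipogenic genes (2 at an unadjusted p under 0.05), 0 of 13 early response genes (0 unadjusted), 0 of 9 elastic fibre genes (2 unadjusted), 0 of 4 IGF binding genes (0 unadjusted) and 0 of 8 of the 13 markers (1 unadjusted), with 1 of 11 heat shock and stress genes and 1 of 10 primitive endoderm genes lower (1 and 1 when adjusted over the list alone), 1 of 51 G2/M genes higher and 3 lower (4 when adjusted over the list alone), 1 of 27 of the paper's ES and PrE genes higher (1 when adjusted over the list alone), and 2 of 18 of its SVF genes higher (2 when adjusted over the list alone; fry adjusted p = 0.0470; adjusted p = 0.327 with an estimated correlation; fry adjusted p = 0.231 with the batches as a block). In RT25 over RT100, edgeR called 0 of 8 adipogenic (1 unadjusted), 0 of 14 early response (1), 0 of 11 elastic fibre (0), 0 of 11 heat shock and stress (3), 0 of 4 IGF binding (0), 0 of 13 primitive endoderm (5) and 0 of 8 of the 13 marker genes (0), with the number at an unadjusted p under 0.05 in brackets; the 3 heat shock and stress genes passed when adjusted over the list alone. Of 11 collagen genes 1 was higher (2 when adjusted over the list alone), of 27 of the paper's ES and PrE genes 1 was higher and 3 lower (5 when adjusted over the list alone), and of 20 of its SVF genes 2 were higher (2 when adjusted over the list alone; fry adjusted p = 0.0341; adjusted p = 0.419 with an estimated correlation; fry adjusted p = 0.109 without RT25 plate p07).

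Between the ligation and Nextera libraries of the same cDNA, edgeR called 3719 of 14161 genes, without a measure of the spread between plates. In the following, brackets give the number past the threshold when adjusted over the list alone. Ligation was higher for 8 of 21 pluripotency genes and lower for 5 (14), higher for 13 of 51 G2/M genes and lower for 6 (21), higher for 9 of 41 G1/S genes and lower for 5 (15), and higher for 5 of 11 heat shock and stress genes and lower for 3 (8). It was higher for 2 and lower for 5 of 13 basement membrane genes (9), higher for 2 and lower for 1 of 8 adipogenic genes (3), higher for 14 and lower for 4 of 27 of the paper's ES and PrE genes (18), and higher for 4 and lower for 1 of 17 of its SVF genes (5). Of 9 collagen genes 1 was lower (1), of 9 elastic fibre genes 1 was lower (1), of 13 early response genes 2 were higher (1), of 4 IGF binding genes 1 was higher (1) and of 37 secreted ligands 4 were higher (3). Of 12 primitive endoderm genes and 7 of the 13 markers 0 passed with edgeR (0 at an unadjusted p under 0.05). Mixed libraries of ligation and Nextera held 45032 UMIs and 6671 genes per well at 62 nt (3 libraries) and 46752 UMIs and 6701 genes at 116 nt (1 library).

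Lysate of ES and PrE cells that was averaged over wells varied less than single cells in the RT100 condition. The median squared CV above Poisson of genes with a mean of at least 5 UMIs was 0.0434 to 0.0451 in 4 lysate plates. It was 0.129 and 0.131 in single-cell plates 4 and 1. In lysate plates 2 and 5 it was 0.0441 and 0.0434, without plates 14 and 25, whose gene deviations correlate with those of other plates. Of single plates with 10 pg of RNA at 74 M reads, prototypes 4, 5 and 6 held 23400, 31551 and 33118 UMIs and 5490, 6544 and 6507 genes per well, and the RT100 table T55ExoM, which shares molecules with the ligation and Nextera libraries and so is not taken as a separate plate, held 35479 UMIs and 6615 genes. Tables of 4 plates given as prototype 2 or 3, which the paper does not describe, held 5933153 to 6629407 UMIs.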
